# In Vivo T-Box Transcription Factor Profiling Reveals Joint Regulation of Embryonic Neuromesodermal Bipotency

**DOI:** 10.1016/j.celrep.2013.08.012

**Published:** 2013-09-26

**Authors:** George E. Gentsch, Nick D.L. Owens, Stephen R. Martin, Paul Piccinelli, Tiago Faial, Matthew W.B. Trotter, Michael J. Gilchrist, James C. Smith

## Abstract

The design of effective cell replacement therapies requires detailed knowledge of how embryonic stem cells form primary tissues, such as mesoderm or neurectoderm that later become skeletal muscle or nervous system. Members of the T-box transcription factor family are key in the formation of these primary tissues, but their underlying molecular activities are poorly understood. Here, we define in vivo genome-wide regulatory inputs of the T-box proteins Brachyury, Eomesodermin, and VegT, which together maintain neuromesodermal stem cells and determine their bipotential fates in frog embryos. These T-box proteins are all recruited to the same genomic recognition sites, from where they activate genes involved in stem cell maintenance and mesoderm formation while repressing neurogenic genes. Consequently, their loss causes embryos to form an oversized neural tube with no mesodermal derivatives. This collaboration between T-box family members thus ensures the continuous formation of correctly proportioned neural and mesodermal tissues in vertebrate embryos during axial elongation.

## Highlights

• The T-box factors Eomes, VegT, and Xbra largely bind the same DNA binding sites
• They control stem cell differentiation into neural or mesodermal tissue in vivo
• Joint loss of T-box factors entirely prevents mesoderm formation in vertebrate embryos
• Promoter-proximal T-box factors recruit RNA Pol II for transcriptional activation

## Introduction

As the vertebrate embryo elongates along its anteroposterior axis, primary tissues are produced in a continuous fashion to form trunk and tail. This process is thought to occur as a continuation of gastrulation, during which period primary tissues, such as neurectoderm and mesoderm, emerge for the first time. Recent research concluded that axial elongation is driven mainly by neuromesodermal stem cells at the caudal end of the embryo that go on to form the posterior nervous system and mesodermal derivatives, such as skeletal muscle and notochord (Davis and Kirschner, 2000; Gont et al., 1993; Tzouanacou et al., 2009). Prominent among the genes that influence the fate of early embryonic cells are members of the T-box transcription factor (TF) family, including *Brachyury* (also known as *T*), *Eomesodermin* (*Eomes*), and *VegT*. For example, mouse embryos that lack *Brachyury* fail to form mesoderm posterior to somites 8–12 (Chesley, 1935). Previous analyses of *Brachyury* (*Xbra*), *Eomes*, and *VegT* in the *Xenopus* embryo have focused on their expression patterns, their powerful transactivation activities, and their ability to cause isolated ectodermal tissue to activate mesoderm-specific genes (Showell et al., 2004). However, the way in which T-box TFs exert such profound effects in vertebrate embryos during normal development remains poorly understood.

By combining genome-wide chromatin profiling, gain- and loss-of-function experiments, and quantification of DNA binding dynamics, we now provide mechanistic insights into the T-box-mediated cell fate switches that cause neural and mesodermal tissues to form in the correct proportions along the rostrocaudal axis of the vertebrate embryo. Mesodermal cell fate is defined by multiple T-box TFs, and their combined loss restricts the fates of neuromesodermal stem cells such that the embryo forms excess neural tissue at the expense of mesoderm.

## Results

### Xbra Is Stably Recruited to Motif Variants in Early Development

To discover how T-box TFs regulate primary tissue formation in vivo, a genome-wide binding map was first created for Xbra in *X. tropicalis* gastrula embryos (stages 11–12.5) by chromatin immunoprecipitation coupled to deep sequencing (ChIP-seq) (Figure 1A). A protocol (Extended Experimental Procedures) was developed to efficiently extract and shear chromatin from crosslinked *Xenopus* and zebrafish embryos (Figures S1A–S1D). During gastrulation, *Xbra* expression occurs predominantly in nascent mesoderm and in the forming notochord (Figures 4A and S5A). Peak calling (false discovery rate [FDR] ≤ 1%) identified ∼5,500 Xbra binding sites (Table S1) across the nearly fully sequenced (∼88%) genome of *X. tropicalis* (JGI4.1). More than half of Xbra binding was detected upstream of ∼2,700 Ensembl genes, determined according to their shortest distances from Xbra binding sites (Figure 1B). However, a significant number of genes showed binding at lower rather than higher levels (Figure 1I), suggesting that many of them are not regulated by this TF in a way that achieves biological relevance (Biggin, 2011). Most Xbra binding occurred within 400 bp of the transcription start site (TSS), with more than a quarter within gene bodies, mostly in introns (Figure 1B). A de novo search for enriched motifs at Xbra binding sites identified four related motif variants (v1–v4), which, with some overlapping coverage, together account for 82% of binding sites detected at the gastrula stage, suggesting that they are involved in Xbra binding (Figure 1C). However, we note that some peaks do not include any of these variants and that many recognition sites elsewhere in the genome are not occupied by Xbra (Figure S1E). This suggests that Xbra binding in vivo is influenced by other factors, such as tethered binding to other proteins and chromatin accessibility (Neph et al., 2012). The 9 bp motif v1 resembles the consensus sequence TVWCACCH selected by Xbra in vitro (Conlon et al., 2001), but, like motifs v2–v4, it includes an additional 5′ thymine that is likely to make hydrophobic contact with a loop of the Xbra T-domain (Müller and Herrmann, 1997). All discovered motif variants include an adenine preceded by a cytosine, with the corresponding guanine being the main contact point for the T-domain in the major groove of dsDNA (Müller and Herrmann, 1997). Motif v2 retains a strong preference for the initial pair of thymines of v1 and the cytosine followed by an adenine, whereas v3 and v4 comprise partial and almost complete palindromes. Motifs v3 and v4 are more degenerate than v1 and v2, except for the main contact bases of the T-box motif.

The affinities between native full-length Xbra protein (Figure 1E) and DNA motifs v1, v2, and v4 were confirmed in vitro by surface plasmon resonance (Figure 1F). Motif variant v1 showed the strongest affinity for Xbra, with half of the available sites occupied at an Xbra concentration of ∼14 nM (the dissociation constant, K_d_). Base changes at the most strongly conserved positions 2 (alanine for thymine) or 5 (guanine for cytosine) of v1 caused this affinity to drop ∼1,000-fold. The average nuclear concentration of Xbra at the midgastrula stage was quantified as ∼2.9 μM (Figures 1G and 1H). This is 200 times greater than the K_d_ of v1, suggesting that the great majority of accessible v1 motifs are likely to be bound at any time. Motifs v2 and v4 show lower affinities for Xbra of ∼1.1 μM and ∼2.9 μM, respectively, suggesting that their occupancies are more sensitive to changes in Xbra concentration. However, it cannot be excluded that Xbra-associating proteins further influence the stability of these interactions in vivo.

The gastrula-stage genome-wide Xbra binding profile was then compared with that of early tail bud embryos at stages 19 and 20, when *Xbra* expression is confined to the notochord and the caudal end of the embryo (Figure 4A). This comparison indicated that at least 94% of the Xbra binding sites are maintained (overlap ≤ 100 bp) beyond gastrulation (Figures 1D, S1F, and S1G), with at least 97% of target genes being bound at both stages (Figure S1H). However, DNA occupancy levels of target genes did alter slightly between gastrula and early tail bud stages (Figure S1I). These results are consistent with the notion that gastrula and early tail bud embryos contain the same kind of Xbra-expressing cells, including neuromesodermal stem cells (Davis and Kirschner, 2000; Gont et al., 1993; Tzouanacou et al., 2009).

### Xbra Balances Mesodermal over Neural Cell Fates

Of the genes that are bound by Xbra, a few have particularly high DNA occupancies within 10 kb of the TSS (Figures 1I and S1J), and we asked whether these are regulated by this T-box TF. The *X. tropicalis* genome contains two nearly syn-expressed Brachyury paralogues, *Xbra* and *Xbra3*, and their activities were inhibited by use of splice- and translation-blocking antisense morpholino oligonucleotides (Figures S2A–S2C). In the course of these experiments, we discovered that the ChIP-grade Xbra antibody does not detect Xbra3 (Figure S2Cii), suggesting that the Xbra binding profiles do not include Xbra3 binding events. Knockdown of Xbra caused truncation of the embryonic body axis, whereas depletion of Xbra3 had little discernible effect. Depletion of both gene products caused a more severe truncation of the tail than did depletion of Xbra alone (Figures S2D and S2E).

Depleted embryos were transcriptionally profiled against controls by RT-quantitative PCR (qPCR) at early neurula, midtail bud, and early tadpole stages. Analysis of 78 of our putative Xbra target genes revealed that slightly less than half (37) were affected at one or more of these stages by at least 1.5-fold (FDR < 10%; Figures 2A and S2F) in either the single or double knockdown of Xbra and Xbra3. Loss of just Xbra yielded results that resembled those of the double knockdown but were less severe and in line with the weaker phenotype, suggesting that Xbra and Xbra3 act in a functionally redundant manner. Among the most significantly downregulated genes in Xbra/Xbra3 knockdown embryos were seven involved in the maintenance and specification of paraxial mesoderm and the initiation of somitogenesis at the posterior end of the embryo: *tbx6* (Chapman and Papaioannou, 1998); *msgn1* (Yoon and Wold, 2000); *mespa* (Sparrow et al., 1998); *mespb*; *ripply2.1* (Chan et al., 2006); *hes7.2*/*esr4*; and *esr5* (Jen et al., 1999). The disruption of posterior mesoderm formation (see arrowheads in Figures 2B and S3) was confirmed by whole-mount in situ hybridization (WMISH) of several of our Xbra target genes, such as *Xbra* itself and markers of muscle (*myf5*, *myoD*, and *actc1*), notochord (*not*), paraxial mesoderm (*msgn1* and *foxc1*), and nascent somites (*delta2*, *mespa*, and *esr5*). The Xbra/Xbra3 loss-of-function phenotypes, including reduced numbers of *actc1*+ or *myh1*+ somites, may derive in large part from the loss of these gene products (Figures 2B and S3). The Xbra/Xbra3-dependent target gene *LOC733709* (Figure S3), whose sequence and expression pattern is similar to that of *esr5* (Jen et al., 1999), may also be a component of the segmentation clock. We also note that the loss of Brachyury function causes significant misregulation of Xbra target genes in gastrula and early neurula embryos (Figures 2A, 2B, and S3), but this is not sufficient to completely disrupt the formation of anterior somites or to cause obvious morphological defects before the tail bud stage (Figure S2E).

Some Xbra target genes were identified as being upregulated in embryos lacking Xbra/Xbra3. These include *pax3* and *ngn3* (Figure 2A), both of which pattern the dorsal spinal cord (Bang et al., 1997; Nieber et al., 2009), and indeed, *pax3* showed increased expression in the posterior neural tube and ectopic expression in the tail bud (see arrowheads in Figure 2B), the source, at the posterior wall of the neurenteric canal, of paraxial mesoderm.

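For the transcriptome profiling of *X. tropicalis* embryos at stage 32, embryos were injected either with 20 ng in total of the antisense morpholinos against *Xbra* and *Xbra3* or with 20 ng of a control morpholino, an oligonucleotide with no intended target in the embryo. A morpholino pairs with a transcript and blocks its splicing or its translation. Poly(A) RNA was sequenced from 3 libraries of Xbra/Xbra3 KD embryos and 3 libraries of control embryos, each made from the RNA equivalent of 2 embryos, and from 1 library of uninjected embryos at stage 20. The authors read both ends of the fragments, aligned the read pairs with Bowtie to the Ensembl JGI4.1 transcriptome, discarded any pair that aligned to transcripts of different genes, and deposited the number of reads on each transcript without normalization. The discarded pairs lower the counts of near-identical paralogs. A pair shared by transcripts of one gene was counted once, per the paper. Its text does not name the Ensembl release or say which of these transcripts received such a pair.
In the table 3864 genes have several transcripts and 16020 have 1. The transcripts of a gene were summed. Xbra/Xbra3 KD replicates 1, 2 and 3 hold 103706250, 73740300 and 108103730 reads, control replicates 1, 2 and 3 hold 120160026, 109712508 and 79219418 reads, and the stage 20 library holds 119004036 reads. Genes with at least 10 reads in total over the 6 stage 32 libraries were tested with edgeR's quasi-likelihood test after TMM scaling, with no term for the replicate number, and p-values were adjusted by the Benjamini-Hochberg procedure to a false discovery rate (FDR). Levels are given as edgeR's CPM, the reads of a gene as a share of the scaled total of its library, with the SD over 3 libraries. The test, the scaling, the filter on low counts and the way the transcripts of a gene are combined could each change the numbers.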

To substantiate Brachyury-dependent down- and upregulation, respectively, of mesoderm-specific and neurogenic genes, control and Xbra/Xbra3 knockdown embryos were subjected to transcriptome-wide profiling (RNA-seq) at the early tadpole stage (Figure S4A; Table S2), when the knockdown phenotype was most pronounced and RT-qPCR suggested that transcriptional misregulation might be most dramatic. Loss of Xbra/Xbra3 caused misregulation of 1,568 (FDR < 10%) out of 16,760 genes (9.4%), with about half downregulated and half upregulated (Figure S4B). 

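Of 16944 genes tested, 2443 (14.4%) had an FDR below 10% from edgeR's quasi-likelihood test in the deposited counts, 1182 of them lower and 1261 higher in Xbra/Xbra3 KD embryos than in control embryos. At an unadjusted p below 0.05 there were 4264 genes. The number depended on how the replicates entered the model. With the replicate number as a block, which compares each KD library with the control library of the same number, 6468 genes passed (3213 lower and 3255 higher), and 2442 of the 2443 genes were among them. A test written after the published DESeq method, the tool that the authors used, gave 1434 genes. DESeq2 gave 3389 genes (1740 lower and 1649 higher). Leaving out 1 library at a time gave from 868 genes (without control replicate 3) to 1961 genes (without control replicate 2).
The balance of the directions depended on the scaling. With TMM scaling 48.4% of the genes with an FDR below 10% were lower in the KD, against 50.9% (1217 lower, 1172 higher) with DESeq2's size factors, 34.5% (869 lower, 1649 higher) when only the library size was used and 36.3% (731 lower, 1283 higher) when the libraries were scaled to 4 reference genes (*odc1*, *rpl8*, *eef1a1* and *gapdh*).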

Among the downregulated genes were *Xbra3* (35.8-fold), the notochord markers *cav1* (5.1-fold) and *cav2* (4.5-fold), and an overrepresented group (Mann-Whitney U test; p < 7.8 × 10^−6^) of genes expressed in muscle, including *myh2* (5.9-fold) and *tnnc1* (3.6-fold). 

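The transcripts targeted by the morpholinos were read first. *Xbra3*, listed in the table as *t2* (ENSXETG00000026572), was at 0.614 ± 0.138 CPM (SD, n = 3 libraries) in Xbra/Xbra3 KD embryos and at 22.1 ± 6.73 CPM in control embryos, which is 35.7-fold lower (log2 fold change -5.16, standard error 0.32, FDR 0.000768 from edgeR's quasi-likelihood test). It stood at 0.772, 0.515 and 0.556 CPM in the 3 KD libraries, against at least 14.5 CPM in each control library. *Xbra*, listed as *t* (ENSXETG00000005370), fell less, from 14.5 ± 4.05 to 7.53 ± 1.14 CPM (log2 fold change -0.95, standard error 0.24, FDR 0.0551), and lost the 10% threshold in 4 of the 6 fits that left out 1 library. With the replicate number as a block its FDR was 0.00770. A read count does not show whether a transcript was spliced correctly or translated.
The notochord marker *cav2* (ENSXETG00000011570), which encodes caveolin 2, was 4.46-fold lower (14.6 ± 2.68 against 65.4 ± 16.4 CPM, standard error of the log2 fold change 0.22, FDR 0.00323). *cav1* (ENSXETG00000011572) was 6.24-fold lower (FDR 0.0134) but much less abundant, with 9, 7 and 16 reads in the KD libraries and 100, 70 and 40 in the controls, so its fold is the less precise of the pair (standard error 0.43 on the log2 scale). Of the muscle genes, *myh2* (ENSXETG00000017821), a myosin heavy chain, fell 5.64-fold, from 1152 ± 93.4 to 204 ± 22.1 CPM (standard error 0.14, FDR 0.000625), and *tnnc1* (ENSXETG00000010816), a troponin C, fell 3.36-fold, from 74.0 ± 4.75 to 22.0 ± 1.90 CPM (standard error 0.12, FDR 0.00116). All 3 KD libraries lay below all 3 control libraries for each of these 6 genes, where chance parts 3 libraries from 3, in either direction, in 10% of genes. The paper named *cav1*, *cav2*, *myh2* and *tnnc1* for their change in these same libraries, so for them this rate is no test. Leaving out 1 library at a time kept *cav1*, *cav2*, *myh2* and *tnnc1* below an FDR of 10%; the first-listed transcript of *myh2* alone, an alternative chosen after seeing the data, gave a log2 fold change of -2.01 (FDR 0.0527).

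**Figure D1:**
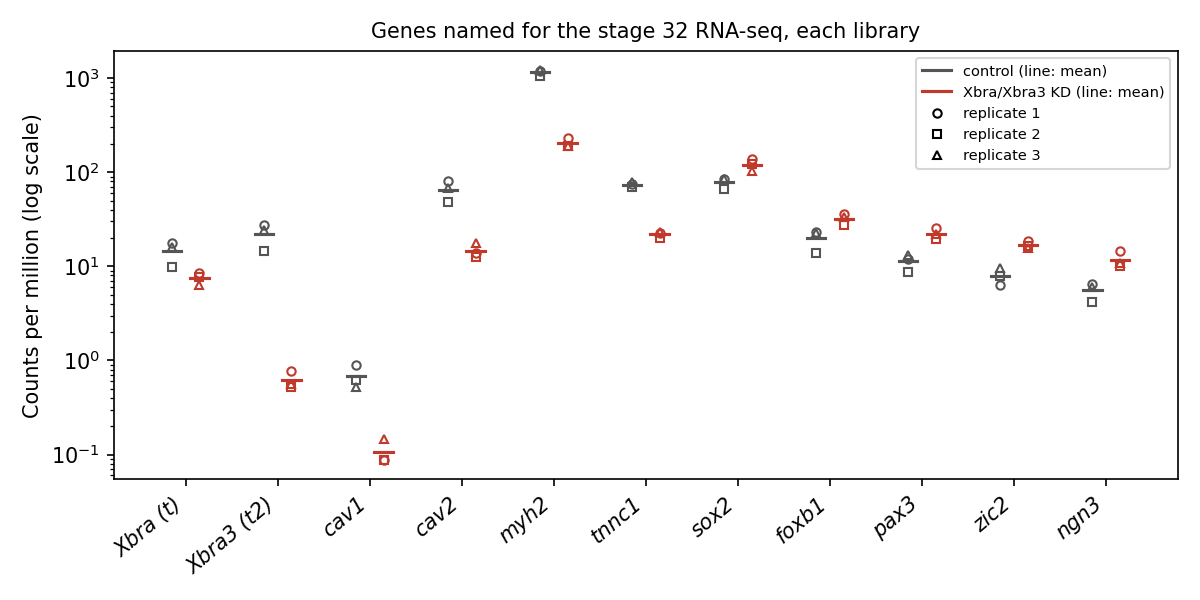
Level in CPM (log scale) of *Xbra*, *Xbra3* and 9 genes named for the RNA-seq in each of the 3 control libraries (grey) and 3 Xbra/Xbra3 KD libraries (red) at stage 32; symbols mark the replicate number and lines the mean of each group. *Xbra3* lies between 0.515 and 0.772 CPM in the KD libraries and between 14.5 and 27.3 CPM in the control libraries.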

Upregulated genes enriched for neural differentiation (p < 4.1 × 10^−3^) included Xbra targets, such as *sox2* (1.5-fold), *foxb1* (1.7-fold), *pax3* (1.8-fold), *zic2* (1.9-fold), and *ngn3* (2.2-fold; Figures 2C and S4C). These results confirm that loss of mesodermal identity, including muscle (Figure 2C) and notochord (Figure S4D), is accompanied by elevated expression of several neural genes, some of which are Xbra targets.

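These rises were smaller than the falls of the muscle genes. *zic2* (ENSXETG00000018864) rose 2.13-fold, from 7.95 ± 1.56 to 16.9 ± 1.49 CPM (log2 fold change 1.09, standard error 0.18, FDR 0.0141 from edgeR's quasi-likelihood test), and *ngn3*, listed as *neurog3* (ENSXETG00000026423), rose 2.13-fold, from 5.54 ± 1.24 to 11.8 ± 2.36 CPM (standard error 0.23, FDR 0.0294). *pax3* (ENSXETG00000007640) stood at 22.3 ± 3.03 CPM in the KD and 11.3 ± 2.31 CPM in the control (1.97-fold, standard error 0.19, FDR 0.0230). *sox2* (ENSXETG00000026292) was the most abundant of the 5, at 121 ± 16.9 against 78.3 ± 10.8 CPM (1.54-fold, standard error 0.15, FDR 0.0491), and *foxb1* (ENSXETG00000017708) had the highest FDR (32.2 ± 4.48 against 19.9 ± 5.31 CPM, 1.62-fold, standard error 0.22, FDR 0.0941). Each of the 5 genes was higher in the KD library than in the control library in all 3 same-numbered pairs, and no KD library was below a control library for any of them, which is not independent evidence because the paper named these genes for their rise in the same libraries.
*foxb1* depended on the fit. Its FDR was 0.106 with DESeq2's size factors, from 0.113 to 0.222 in the 6 fits that left out 1 library, and 0.00280 with the replicate number as a block. *sox2* passed 10% in 2 of these 6 fits (FDR 0.0716 to 0.126), and *ngn3* in 5, from 0.0550 to 0.102, the highest being without control replicate 3. *pax3* and *zic2* passed in all 6. With the replicate number as a block the FDR was 0.00626 for *sox2* and 0.000958 for *ngn3*. In the stage 20 library, which has no replicate, *foxb1*, *pax3*, *zic2* and *sox2* stood at 4.01, 3.90, 2.45 and 2.05 times the control mean. *ngn3* stood at 0.947 times. A delay of the KD embryos towards stage 20 could thus raise the genes other than *ngn3*, and stays open for them.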

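The direction of whole tissues was read from gene lists that had been written from general knowledge before the counts were examined. They are not independent of the study, because its figures and the top of its Table S2 had been read by then. Of 65 sarcomere genes tested, 54 were lower in Xbra/Xbra3 KD embryos and 34 of these had an FDR below 10% (46 adjusted over the list alone), with none significantly higher. The median log2 fold change was -0.84 (FDR 2.5e-28 from camera, a test of a list against the other genes, with a preset correlation of 0.01, over 9 lists). Without the 17 genes that the study picks out in its RNA-seq text and in Figures 2C, 3C and S4C, the median was -0.71 (camera FDR 2.4e-11).
Neural progenitor and neuron genes went the other way. Of 74 tested, 64 were higher and 28 of these had an FDR below 10% (34 adjusted over the list alone), with none significantly lower and a median log2 fold change of 0.46 (camera FDR 2.6e-10). Without the 13 genes picked out in this way it was 0.39 (camera FDR 2.0e-05). The genes picked out by the study were largely chosen on these libraries, so for them the counts adjusted over the list alone are not independent evidence.
The notochord list of 24 genes was mixed, with 13 lower and 11 higher, a median log2 fold change of -0.04, 6 significantly lower and 1 significantly higher (8 adjusted over the list alone), and a camera FDR of 0.0261, which became 0.406 without *cav1* and *cav2*. The study picks out *cav1* and *cav2* for their fall, and they are the largest falls of the list. Taking them out therefore weakens the list by construction. Whole embryos were sequenced, and whether the genes of this list are expressed only in the notochord was not tested. Over the 6 fits that left out 1 library the camera FDR of the full list ranged from 0.00144 to 0.248. The FDR was 0.133 without KD replicate 2, 0.0798 without KD replicate 3 and 0.248 without control replicate 1. Presomitic and somite genes (13 significantly lower and 3 significantly higher of 35, 21 adjusted over the list alone, median -0.34, camera FDR 0.00716) turned to a median of 0.11 once the 9 genes picked out by the study were taken out, all of which were lower in the KD, so that the median rises by construction. Under fry, a rotation test, the sarcomere (FDR 0.000412) and neural (FDR 0.0123) results held at 5% and the notochord (0.165) and presomitic (0.0944) results did not. With the correlation between genes estimated from the libraries, the sarcomere list (FDR 0.00538) stayed below 5% and the neural list (0.12) did not.

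**Figure D2:**
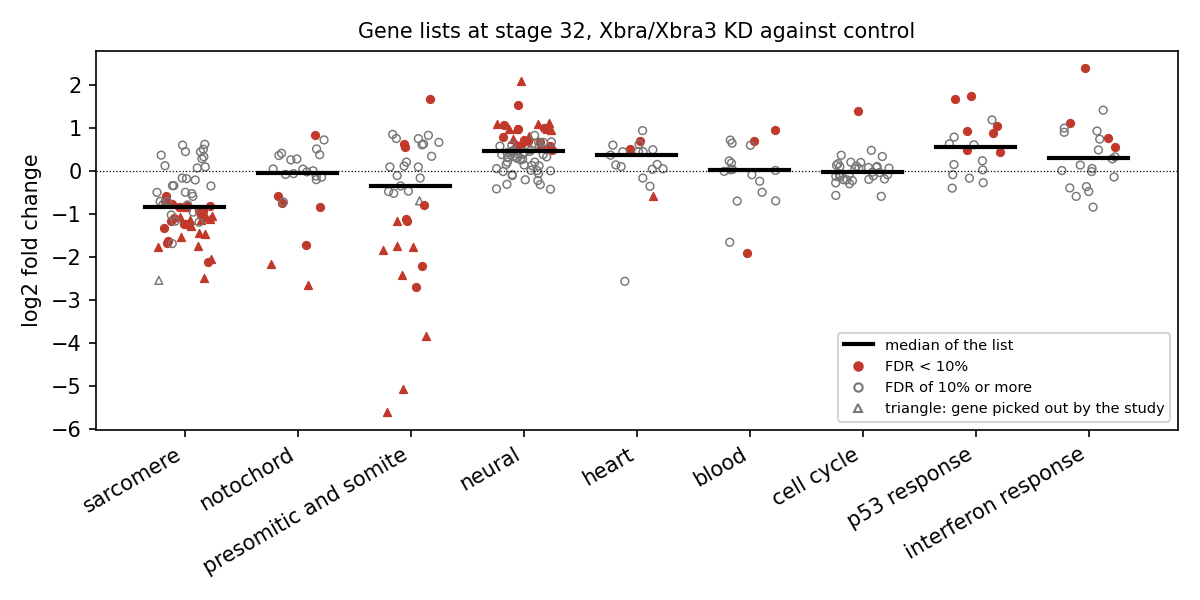
Log2 fold change (Xbra/Xbra3 KD against control, stage 32) of each gene in 9 gene lists. Filled symbols have an FDR below 10%, triangles are genes that the study picks out, and black lines mark the median of a list, -0.84 for sarcomere genes and 0.46 for neural genes.

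The paper sets the fall of muscle and notochord markers beside the rise of neural genes. It concludes that mesodermal identity is lost while the expression of several neural genes is elevated. For the notochord it also cites in situ hybridization of *cav1* in early tail bud and early tadpole embryos. It counts some of the neural genes among the targets bound by Xbra.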

### DNA Occupancy Pattern of Xbra Correlates with Gene Activation

Loss of Brachyury caused downregulation of some target genes and upregulation of others. We asked whether the level and position of binding might discriminate between these genes (≥1.5-fold; FDR < 10%) and unaffected target genes.

To this end, gastrula and early tail bud Xbra binding profiles were compared with Xbra/Xbra3 loss-of-function analyses at the early tadpole stage (Figure 3A). 

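At an FDR below 10% and a change of at least 1.5-fold, 857 genes were lower and 956 were higher in Xbra/Xbra3 KD embryos at stage 32 in the deposited counts. With the replicate number as a block the numbers were 1517 lower and 1654 higher. Without control replicate 3 they fell to 425 lower and 423 higher. With library size alone they were 637 lower and 1152 higher, and with scaling to the 4 reference genes 590 lower and 990 higher. The binding profiles were not analysed here.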

Downregulated and upregulated genes both overlapped to a small but significant extent with Xbra binding profiles (Fisher’s exact test; p < 0.05), with more downregulated target genes than upregulated. Similarly, compared to other target gene sets, downregulated genes showed a higher, statistically significant (p < 0.05) binding level than upregulated genes at both proximal (<1 kb) and intermediate distances (1–5 kb) from their TSSs (Figures 3B; Table S3). This binding pattern was particularly prominent at target genes, such as *ripply2.2*, *mespa/b*, *Xbra3*, and *tbx6*, whose transcription was strongly activated by Xbra/Xbra3 (Figure 3C). This group of genes also showed a slight enrichment for motif v1 when compared to all other gene sets, suggesting that affinity may play a role in regulating transcription (data not shown).

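In the stage 32 libraries, *mespb* (ENSXETG00000027628) was 33.4-fold lower in Xbra/Xbra3 KD than in control embryos (log2 fold change -5.06, standard error 0.75, FDR 0.00658 from edgeR's quasi-likelihood test), from 1.10 ± 0.483 to 0.0302 ± 0.0420 CPM (SD, n = 3 libraries). *mespa* (ENSXETG00000017725) was 14.4-fold lower (standard error 0.81, FDR 0.0308), from 4.41 ± 1.90 to 0.294 ± 0.456 CPM. The KD libraries differed from one another. *mespa* had 84 reads in KD replicate 1 against 2 and 4 in replicates 2 and 3, and *mespb* had 8, 1 and 0. Without KD replicate 1 the log2 fold change of *mespa* was -7.06 (*mespb* then has too few reads in the KD for a fold), and the FDR of *mespa* over the 6 fits that left out 1 library ranged from 0.00714 to 0.110, the highest being without control replicate 3. *ripply2.2* and *tbx6* were not analysed here.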

### T-box TF Family Members Bind and Regulate Overlapping Genes

Embryos lacking Xbra/Xbra3 gastrulate normally (Figure S2E) and form mesodermal structures anterior to somites 8–12 (e.g., *actc+* somites in Figure 2B). Other T-box TFs may complement *Xbra*/*Xbra3* to allow the formation of these anterior tissues. To test this, we extended our study to include *Eomes* and zygotic *VegT*, whose expression patterns around the blastopore and the posterior wall of the neurenteric canal resemble that of *Xbra* during gastrulation and neurulation, with the exception of the chordoneural hinge and notochord (Figures 4A and S5A).

DNA occupancies of Eomes and VegT were determined by ChIP-seq. Despite their different loss-of-function phenotypes and in vitro affinities for DNA sequences (Conlon et al., 2001; Fukuda et al., 2010), Eomes and VegT were recruited to the same genomic sites as Xbra during gastrulation (Figures 4B, 4C, and S5D) such that most, if not all, target genes were occupied by at least two of these T-box TFs (Figure 4G), suggesting that all three recognize the same binding motifs in vivo (Figures S5B and S5C). A comparison of Brachyury and Eomes (Teo et al., 2011) binding in mesoderm and definitive endoderm derived from human embryonic stem cells reached a similar conclusion (Figure S5E). However, we have no evidence for competition between T-box TFs for individual T-box recognition sites, because Eomes and VegT binding did not increase at Xbra/Xbra3-depleted sites during gastrulation (Figure S5F). This might explain why embryos could not fully compensate for gene misregulation caused by the loss of Brachyury (Figures 2A, 2B, and S2F), and it suggests that there may be only limited overlap of T-box protein expression in single cells or poor accessibility for other T-box TFs at Xbra/Xbra3-depleted sites. Interestingly, the loss of Xbra/Xbra3 caused a significant reduction of DNA occupancy of VegT at some sites, suggesting that some VegT binding is Xbra/Xbra3-dependent. Despite the great similarity of T-box TF binding profiles, the three T-box TFs differed in their DNA occupancies of particular sites (see peaks in Figures 4B and S5F).

Further analysis revealed that over 80% of the binding positions of nuclear Smad2/Smad3 (Yoon et al., 2011), which mediates transforming growth factor β (TGF-β) signaling and targets responsive *cis*-regulatory elements on the genome, overlap with those of the T-box TFs during gastrulation (Figures 4B–4F). This supports the idea that Smads and T-box TFs may act together (Teo et al., 2011) to regulate target gene expression underlying primary cell fate decisions at these stages. There is little enrichment for Smad2/Smad3 motifs at bound sites (Figures S5B and S5C), suggesting that T-box proteins and perhaps members of other TF families contribute to the recruitment of Smad2/Smad3 to their binding sites (Mullen et al., 2011).

The genome-wide binding characteristics of Eomes, VegT, and Xbra suggest that they regulate the same genes. To test this possibility directly, we used an animal cap assay. Gene activation by hormone-inducible versions (glucocorticoid receptor [GR]) of Eomes, VegT, and Xbra was analyzed in the presence and absence of the protein synthesis inhibitor cycloheximide (chx) to ask whether induction was direct (Figure 5A). Forty-five target genes were analyzed (Figures 5B). Most target genes that were downregulated in embryos lacking Brachyury (including *mespb*, *ripply2.2*, *fgf8*, *msgn1*, *gdf3*, *mespa*, *fgf4*, *ripply2.1*, *fgf20*, *hes7.2*, *foxc1*, and *esr5*) were activated directly by all three T-box TFs. Target genes that were upregulated in such embryos (such as *szl, pax3*, and *ngn3*) were not activated or were only weakly so. There were some differences in the inducing activities of the T-box TFs, however. For example, *not* and *Xbra3* were significantly induced only by Xbra, and indeed, Eomes and VegT repressed their expression (Figure 5B). Similarly, *tbx6* and *LOC733709* were activated by Xbra and VegT but not Eomes, and the endodermal marker *sox17b* was preferentially induced by VegT. These differences may arise through the differential recruitment of transcriptional cofactors by the different T-box TFs. Analogous experiments within the whole embryo revealed that Xbra-GR can partially restore *msgn1* expression within the tail bud of Xbra/Xbra3-depleted embryos both in the presence and in the absence of de novo protein synthesis (see arrowhead in Figure 5C). Exogenous Xbra activity was also able to drive ectopic *msgn1* transcription in mesodermal and, less frequently, nonmesodermal tissues (see asterisks in Figure 5C).

### T-box TFs Recruit RNA Polymerase II to Define Neuromesodermal Bipotency

The similar binding profiles and regulatory capacities of Xbra, Eomes, and VegT encouraged us to explore potential collaboration between these T-box TFs in paraxial mesoderm formation. This was achieved by simultaneous knockdown of the gene products by previously verified antisense morpholino oligonucleotides (Fukuda et al., 2010). Loss-of-function of *Eomes*, zygotic *VegT*, or both, in addition to *Xbra/Xbra3*, caused a downregulation of mesodermal target genes in the trunk that exceeded that observed following knockdown of Xbra/Xbra3 alone (Figures 6A–6F and S6A–S6E). VegT, whose zygotic expression persists at the caudal end of the embryo until the early tail bud stage (Figure 4A), contributes more than Eomes to the ongoing process of presomitic mesoderm specification (*msgn1* and *foxc1*), somitogenesis (*delta2*, *mespa, LOC733709*, and *esr5*), determination (*myf5* and *myoD*), and differentiation (*actc1*) of skeletal muscle (Figures 6A, 6B, 6D–6F, S6A, and S6C–S6E). The loss of all T-box TFs impaired gastrulation and abolished the formation of mesoderm and of its derivatives, such as muscle, heart, blood, and pronephros (Figure S7B).

Among target genes whose expression was significantly downregulated in such embryos were some involved in left-right asymmetry, such as *gdf3* (Hanafusa et al., 2000), and some in retinoic acid signaling, such as *aldh1a2* and *cyp26a1* (Deimling and Drysdale, 2009; Martin and Kimelman, 2010; Figures S6H, S6K, and S6L). Some target genes involved in morphogenesis and in the maintenance of mesodermal tissue, such as *wnt11* (Tada and Smith, 2000) and *fgf8* (Schulte-Merker and Smith, 1995), showed slight downregulation toward the end of gastrulation, whereas *not* and *ventx2.1* remained robustly expressed during gastrulation, even in the absence of all T-box TFs, suggesting that other factors are required for their regulation (Figures S6F, S6G, S6I, and S6J). In line with statistical tests outlined in Figure 3B, visual inspection of all three T-box TF binding profiles indicated that promoter-proximal binding might determine whether target genes are strongly induced by T-box TFs in vivo (e.g., Figures 6A, 6D, 6E, and S6H) or not (e.g., Figures 6H, S6F, and S6I). Indeed, ChIP analysis of T-box TF-depleted early gastrula embryos (stages 10.5–11) confirmed that the recruitment of RNA polymerase II (RNAPII) depends on T-box TFs only at mesodermal target genes, which feature promoter-proximal binding of T-box TFs, such as *fgf4*, *gdf3*, *foxc1*, *msgn1*, and *myf5* (Figure 7A). In contrast, mesodermal or neural target genes without promoter-proximal occupancy of T-box TFs, such as *wnt11*, *not*, and *pax3*, did not show any significant reductions in RNAPII deposition upon T-box TF knockdown.

The upregulation of neurogenic target genes in embryos lacking Xbra/Xbra3 was enhanced by the loss of Eomes and zygotic VegT (Figures 6G and 6H). Cross-sections through the tail buds of such embryos demonstrated the transition of mesodermal to neural identity in the chordoneural hinge (*sox3*) and posterior wall of the neurenteric canal (*pax3*; Figures 6G, 6H, and 7B), whereas the emergence of supernumerary *N-tubulin*-positive primary neurons (Figure S7A) provided further evidence of increased neural differentiation. Thus, embryos lacking all T-box TFs in the tail bud formed an oversized neural tube in the absence of any axial or paraxial mesoderm (Figure 6H). This neuromesodermal conversion occurred without significant apoptosis in the tail bud, as shown by terminal deoxynucleotidyl transferase deoxyuridine triphosphate nick end labeling (TUNEL) assays of whole-mount embryos lacking T-box TFs (Figure S7C).

## Discussion

Our results provide several lines of evidence that the T-box TFs Eomes, VegT, and Xbra/Xbra3 (and probably Tbx6) together constitute genetic regulatory inputs that define bipotential stem cells at the caudal end of the frog embryo and instruct their continuous and correct recruitment to neural and mesodermal tissues (Figure 7B). First, the combinatorial loss of T-box TFs causes embryos to generate more neural cells at the expense of mesoderm without significant induction of programmed cell death. The residual generation of somitic mesoderm (the first 8–12 somites) observed in vertebrates lacking Brachyury (Chesley, 1935; Martin and Kimelman, 2008; this study) occurs through the early action of remaining T-box TFs such as VegT and Eomes (Figure 7Bi). The loss of a T-box TF collective, including Eomes, zygotic VegT, and Brachyury (which strongly activates the expression of Tbx6) abolishes neuromesodermal bipotency and causes caudal cells to form neural tissue with complete loss of mesoderm. Second, gain-of-function experiments confirm that Eomes, VegT, and Xbra can directly activate most T-box TF-dependent target genes regulating neuromesodermal stem cell maintenance and posterior mesoderm development. And third, genome-wide binding profiles reveal that Eomes, VegT, and Xbra are recruited to the same mono- and dimeric recognition sites during gastrulation and that Xbra maintains its binding profile at least throughout the early phases of axial elongation. A nuclear concentration of Xbra quantified as ∼2.9 μM at the midgastrula stage suggests that there is a high occupancy rate of accessible recognition sites, especially at the most stringently conserved motif, whose dissociation constant is ∼14 nM.

The observation that T-box TFs are recruited to the same sites bears on the interpretation of experiments involving dominant-interfering TF constructs. For example, an Xbra-En^R^ construct may well inhibit the function of Eomes, VegT, and Tbx6, as well as that of Xbra. Collaborations between TFs may also be encountered in other TF families, including the Sox proteins, several of which define the nervous system (Bergsland et al., 2011).

Despite the thousands of T-box TF binding sites detected in our genome-wide study, only a minority of these binding events seem to cause biologically significant changes in transcription. We show that genes that are strongly activated by T-box TFs show significantly enriched binding of T-box TFs to promoter-proximal and intermediate upstream elements. Deletion analysis of the Xbra target *fgf4* suggests that both binding locations are required for appropriate gene expression (Casey et al., 1998). Our experiments indicate that promoter-proximal binding may be important for T-box TFs to recruit RNAPII and induce mesoderm-specific transcription. Recent work in the *Drosophila* embryo emphasizes the importance of promoters in recruiting RNAPII paused for robust and tissue-specific gene expression (Lagha et al., 2013). The patterns of DNA occupancy and differential expression analyses reveal T-box TF regulatory inputs that define neuromesodermal bipotency and prime mesoderm for further differentiation as follows: (1) stem cell maintenance by autoregulation of *Xbra*/*Xbra3* via fibroblast growth factor (FGF) signaling (Schulte-Merker and Smith, 1995) and regulation of retinoic acid levels by cyp26a1 (Martin and Kimelman, 2010) beyond the tail bud stage; (2) specification of paraxial mesoderm by *Tbx6* (Chapman and Papaioannou, 1998), *msgn1* (Wittler et al., 2007), and *foxc1* (Wilm et al., 2004); (3) myogenic differentiation by *myf5*, *myoD*, *myos*, and *actc1*; (4) patterning of presomitic mesoderm by *delta2* (Jen et al., 1997), *esr4*, *esr5* (Jen et al., 1999), *LOC773709* (this study), *mespa*, *mespb* (Sparrow et al., 1998), *mesp2*, *ripply2.1*, and *ripply2.2* (Kawamura et al., 2005; Kondow et al., 2006); and (5) continuous protection from neuralization by repression of neurogenic genes, such as *sox3* and *pax3*. Interestingly, these neural markers show as much high-density T-box TF binding as some activated target genes mentioned above. These binding clusters may define neuromesodermal bipotency, as they have recently been defined as superenhancers conferring cell identity (Whyte et al., 2013). Overexpression of *sox3* and *pax3* in anatomical positions of the chordoneural hinge and the posterior wall of the neurenteric canal reflects the local shift of neuromesodermal identity in T-box TF-depleted embryos, such that the loss of axial and paraxial mesoderm is accompanied by the gain of ventrolateral and dorsal neural tissue, respectively (Figure 7Biii).

The way in which T-box TFs suppress transcription of neurogenic genes is not known, although protein phosphorylation (Hwang et al., 2005) and corecruitment of a repressor complex (Kawamura et al., 2008) might both be involved in turning these activators into repressors. Indirect repression via T-box TF-dependent signaling pathways, such as FGF, retinoic acid, and Wnt, may also be involved in determining the fate of neuromesodermal stem cells (Li and Storey, 2011; Olivera-Martinez et al., 2012). Notably, some mesoderm-specific targets, such as *mespa* and *ripply2.1*, are only activated in presomitic mesoderm (S-I/S-II), where expression of Eomes, VegT, and Xbra3 is low or virtually absent. It is possible that these T-box TFs act as “placeholders” for Tbx6, which continues to be expressed in newly emerging paraxial (presomitic) mesoderm and can activate *ripply2.1* expression (Hitachi et al., 2009; Figure 7Bii). Interestingly, presomitic mesoderm retains neuromesodermal plasticity, because Tbx6 mutant mice form two supernumerary neural tubes at the expense of paraxial mesoderm (Chapman and Papaioannou, 1998). In contrast, Eomes, VegT, and Brachyury define neuromesodermal bipotency at an earlier stage, and thus their loss leads to one oversized neural tube.

Together, our experiments demonstrate that a T-box TF collective controls the emergence and fates of the bipotential neuromesodermal stem cells at the caudal end of the vertebrate embryo. The presence of these TFs causes cells to differentiate as mesoderm, and their absence permits them to fulfill their neural potential. Our work provides mechanistic insights into the way in which T-box TFs act together to regulate neuromesodermal fate, and this will inform attempts to define the differentiation pathways of embryonic and induced pluripotent stem cells.

## Experimental Procedures

### Embryo Culture

In vitro-fertilized *X. tropicalis* and *X. laevis* embryos were cultured in 5% Marc’s modified Ringer (MMR) at 20°C–28°C or 10% normal amphibian medium (NAM) at 14°C–25°C, respectively. Embryos were staged according to Nieuwkoop and Faber (1994). For details on knockdown and (hormone-inducible) overexpression experiments, see below and the Extended Experimental Procedures. All *Xenopus* studies complied fully with the UK Animals (Scientific Procedures) Act 1986 as implemented by the University of Cambridge and the MRC National Institute for Medical Research.

### Dexamethasone-Inducible GR Assays

For animal cap assays, *X. laevis* embryos were injected with 400 pg RNA encoding Xbra-GR (Tada et al., 1997), VegT-GR (White et al., 2002), and/or Eomes-GR (Extended Experimental Procedure). Animal caps were dissected at the blastula stage and cultured in 75% NAM at 20°C until sibling embryos reached stage 10.5. Half of the control and injected caps were then preincubated for 30 min in 10 μM chx and then left untreated or treated with 2 μM dexamethasone (dex), 10 μM chx, or both for about 3 hr until sibling embryos reached stage 12.5. We used a similar experimental set-up for the rescue of *msgn1* transcription in Xbra/Xbra3-depleted embryos (Extended Experimental Procedures). Animal caps and embryos without dex and/or chx treatments were incubated with dex and chx solvents ethanol and DMSO.

### Transcriptome-wide Single and Differential Expression Analysis

Total RNA to the amount of two *X. tropicalis* embryos (∼3 μg) was processed according to the TruSeq protocol (Illumina). Libraries were read paired-end along 55 bases on the HiSeq 2000 machine (Illumina). Bowtie 0.12.7 (Langmead, 2010) was used with the parameters -a–best -v 3 -y -I 0 -X 10000 to align the reads to the Ensembl JGI4.1 transcriptome. Any read pair that aligned to multiple transcripts of different genes was discarded, and any read pair that mapped to one or many transcripts of the same gene was counted once. Quantitative readouts from RNA-seq experiments were analyzed with DESeq (Anders and Huber, 2010). To display the RNA-seq profile as a track on the University of California Santa Cruz (UCSC) genome browser, reads were mapped to the genome of *X. tropicalis* as outlined for ChIP-seq profiles. The maximal distance between each read pair was set to 100 kb to allow paired reads to map to the genome across large introns. Resultant compressed binary version of sequence alignment/map files were converted to the bedGraph format using the bedTool function genomeCoverageBed.

### WMISH

WMISH was carried out as described in Monsoro-Burq (2007) with digoxigenin-labeled probes (Extended Experimental Procedures). For sectioning, embryos were dehydrated and embedded in paraffin. Ten micrometer sections were counterstained with Nuclear Fast Red.

### ChIP

This protocol (Extended Experimental Procedures), designed to process whole *Xenopus* embryos (which also proved to be applicable to zebrafish embryos), evolved from Lee et al. (2006). Key changes were made to the removal of residual fixative and the extraction of crosslinked nuclei from embryos prior to sonication to facilitate solubilization and efficient shearing of chromatin.

### ChIP-seq Analysis

Sequencing reads were mapped to the *X. tropicalis* genome assembly JGI4.1 using CLC Bio Genomics Workbench default settings. Nonspecific and ambiguous matches were ignored. ChIP-seq peaks were identified using MACS 2.0.4 (Zhang et al., 2008). Genomic coordinates of peaks are summarized in Table S1. Binding (pile-up of reads in Figure 1A; peak p values in all other figures) and transcript profiles were visualized on the UCSC genome browser. The nearest genes to peaks were found by ranking distances between peak summits and TSS of Ensembl genes (JGI4.1) using MySQL 5.6.2. Homer (Heinz et al., 2010) was used to perform metagene analysis and create tag and motif density maps. R, Excel, Cluster3, and JavaTreeview were subsequently used to combine different ChIP/RNA-seq data sets and visualize data as histograms, Venn diagrams, or heat maps. De novo motif analysis was performed with cisFinder (Sharov and Ko, 2009). See Extended Experimental Procedures for further details.

### Surface Plasmon Resonance

The affinity of Xbra binding to different DNA motifs was measured on an Octet RED biolayer interferometer. Biotinylated DNA oligonucleotides (Extended Experimental Procedures) were immobilized on streptavidin biosensors at concentrations in the range 0.5–0.7 μg/ml. Binding of native Xbra protein (Extended Experimental Procedures) at concentrations of 3 nM to 3.8 μM was measured at 25°C in a 5–10 min association step. The buffer contained 10 mM sodium phosphate pH 7.4, 150 mM NaCl, 0.005% Tween-20, and 0.1 mg/ml BSA. The (relative) amount of Xbra bound to the sensors was calculated from the amplitude of the response at the end of each association step. Equilibrium dissociation constants (K_d_) were determined by fitting the response as a function of the Xbra concentration.

Extended Experimental Procedures **Capped mRNA and Morpholinos**

Capped mRNA was transcribed from linearized pCS2+ and pSP64T plasmid constructs (see below) using the mMessage mMachine kit (Ambion). Xbra and Xbra3 Morpholinos (MOs) were designed and synthesized by Gene Tools LLC: *Xbra* MO1, 5′-TGGAGAGACCCTGATCTTACCTTCC-3′; *Xbra* MO2, 5′-GGCTTCCAAGCGCACACACTGGG-3′; *Xbra3* MO1, 5′-GAAAGGTCCATATTCTCTTACCTTC-3′; *Xbra3* MO2, 5′-AGCTGTGCCTGTGCTCATTGTATTG-3′. MOs for zygotic *VegT* and *Eomes* were as described in Fukuda et al. (2010). A human *β-globin* MO was used as control. If necessary, injection samples were supplemented with human *β-globin* MO to match the total amount of MO used for multiple knock-downs.

**Constructs**

Eomes-GR was constructed as follows: the coding region of *Eomes* was amplified from pBluescript RN3/*Eomes* (gift from J. Gurdon) using *Pfu* polymerase (Stratagene) and primers with *Spe*I restriction sites (5′-CAGACTAGTATGGTGCCTGGCGCCTG-3′, 5′-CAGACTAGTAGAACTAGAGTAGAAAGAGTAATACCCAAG-3′). The *Spe*I-digested PCR product was cloned into the *Spe*I site of the vector pSP64T-GR (Tada et al., 1997) to fuse Eomes in frame to the C-terminal GR fragment.

N- and C-terminal 3xHA tagged Xbra3 constructs were created by Gateway cloning. The C-terminal version contains the last 22 bp of the 5′ UTR in addition to the coding sequence of *Xbra3* without stop codon. The N-terminal version contains two silent point mutations at the 5′ end of the full coding sequence to render the transcript unrecognizable to *Xbra3* MO2. *Xbra3* was amplified from IMAGE clone 5307982 using *Pfu* polymerase (Stratagene) and the following primers to introduce the amplicon unidirectionally into the entry vector pENTR/TOPO. N-terminal construct: 5′-CACCATGAGtACAGGaACAGCTG-3′, 5′-CTATAATGATGGAGGTGTCACAGA-3′. C-terminal construct: 5′-CACCCAGAAGAGGCATCAGCAATAC-3′, 5′-TAATGATGGAGGTGTCACAGAAG-3′. The entry vector constructs were recombined with N- and C-terminal 3xHA pCS2+ destination vectors to obtain final 3xHA tagged Xbra3 constructs.

For the production of native Xbra protein, Xbra was PCR-amplified (5′-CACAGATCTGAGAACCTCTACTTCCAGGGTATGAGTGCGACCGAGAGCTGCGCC-3′ including BglII and TEV site, 5′-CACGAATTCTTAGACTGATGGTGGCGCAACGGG-3′ including EcoRI site) from plasmid pSP64T-Xbra (Cunliffe and Smith, 1992) and inserted into the baculovirus transfer vector pBac2-His via BglII and EcoRI sites.

**Rescue Experiment with Dexamethasone-Inducible GR**

100 pg *Xbra-GR* RNA and 100 pg nuclear *lacZ* RNA (cell lineage tracer) were injected unilaterally into the lower marginal zone of blastomeres at the 4-cell stage. Early tailbud embryos (stage 20) were pre-incubated for 30 min in 35 μM chx before treating them with 10 μM dex and 35 μM chx or both for about 3 hr (embryos reaching stage 22-23) and fixing them for lacZ staining and WMISH.

**Total RNA Extraction and cDNA Synthesis**

RNA was extracted from *Xenopus* tissue using Trizol (Invitrogen) and subjected to two precipitations with ethanol and LiCl. 1-2 μg of total RNA was reverse transcribed with M-MLV RT (Promega) and random hexamers to create cDNA for diagnostic PCR or qPCR.

**Diagnostic PCR**

RedTaq polymerase (Sigma) was used for diagnostic PCR according to the manufacturer’s instructions. PCRs were run on a G-Storm GS1 thermo cycler. The splicing-blocking MO (MO1) of Xbra and Xbra3 were verified by diagnostic PCR and qPCR, respectively, using these primer sets (Figures S2A and S2B): *Xbra*, 5′-CGCAAAGAATGTGCAGTACC-3′, 5′-TTGTCAGCTGCCACAAAATC-3′. *Xbra3*, 5′-TGCAAGTTGGAAGTGAGAAGG-3′, 5′-GGAACCCATTCTCCATTGAC-3′. *odc1*, 5′-GCCATCGTGAAGACTCTCTCCC-3′, 5′-TTTGGGTGATTCCTTGCCAC-3′. The efficiency of disrupting correct splicing of *Xbra3* was quantified by qPCR taking the melting curves into account to discriminate wild-type from cryptic templates.

**qPCR**

Expression levels (RT-qPCR) or DNA enrichment (ChIP-qPCR) were quantified in real-time relative to gene or locus-specific standard curves by the LightCycler LC480 II (Roche). The LC480 II carried out 55 cycles of amplification with the following denaturing, annealing and elongation conditions: 10 s at 94°C, 60°C and 72°C respectively. qPCR runs were performed with 2-3 technical replicates. Differential expression analysis by RT-qPCR was normalized to the amount of total RNA (equivalent to one *X. tropicalis* embryo) because its yield from embryos is more consistent (+/− 10%, data not shown) over a wide range of developmental stages than the expression of house-keeping genes. p-values from a two-tailed Student’s t test were corrected for multiple hypothesis testing using the Benjamini-Hochberg procedure and indicated as FDRs. See Table S4 for primer sequences.

**WMISH Probes**

cDNA clone of interest was linearized by an appropriate restriction digest overnight at 37°C. The linearized plasmid was purified using the QIAquick PCR purification kit (QIAGEN). After in vitro transcription according to the manufacturer’s instruction (Roche) with the appropriate RNA polymerase (SP6, T3 or T7) to create and anti-sense (AS) or sense (SE), the DNA template was removed by treating the reaction with TurboDNase (Ambion). The RNA probe was purified by spinning it through a resin column (Chroma Spin-100 DEPC-water column, Clontech). Eventually, a 10x stock of the RNA probe was made by diluting it with hybridization buffer to 10 ng/μl and stored at −20°C. This hybridization buffer consisted of 50% formamide, 5x SSC, 1x Denhardt’s solution, 10mM EDTA, 1mg/ml Torula RNA, 100 μg/ml heparin, 0.1% Tween-20 and 0.1% (w/v) CHAPS.

The probes were generated as follows: *actc1* AS (0.4 kb) probe was transcribed using SP6 from EcoRI-linearized pSP21 (*actc1*) (Mohun et al., 1984). *aldh1a2* AS (1.6 kb) probe was transcribed using T7 from BamHI-linearized pCS2+ (*aldh1a2*) (Chen et al., 2001). *Xbra* AS (2.2 kb) probe was transcribed using T7 from BglII-linearized pSP73 (*Xbra*) (Smith et al., 1991). *cav1* AS (1.4 kb) probe was transcribed using T7 from BglII-linearized pExpress1 (*cav1*) (IMAGE: 7024946). *cyp26a1* AS (1.0 kb) probe was transcribed using T7 from BamHI-linearized pCR2.1-TOPO (*cyp26a1*) (this study, see below). *delta2* AS (2.9 kb) probe was transcribed using T3 from SalI-linearized pSP72 (*delta2*) (Jen et al., 1997). *eomes* AS (2.1 kb) probe was transcribed using T7 from BamHI-linearized pCRII-TOPO (*eomes*) (this study, see below). *esr5* AS (0.9 kb) probe was transcribed using T3 from SalI-linearized pBluescript KS- (*esr5*) (Sparrow et al., 1998). *fgf8* AS (0.8 kb) probe was transcribed using T3 from XbaI-linearized pBluescript (*fgf8*) (European *Xenopus* Resource Centre). *foxc1* AS (1.5 kb) probe was transcribed using T7 from EcoRI-linearized pExpress1 (*foxc1*) (IMAGE: 7977266). *gdf3* AS (1.5 kb) probe was transcribed using T7 from EcoRI-linearized pCS2+ (*gdf3*) (Sun et al., 1999). *hoxd8* AS (1.0 kb) probe was transcribed using T7 from HindIII-linearized pCR2.1-TOPO (*hoxd8*) (this study, see below). *LOC733709* AS (1.4 kb) probe was transcribed using T7 from BamHI-linearized pCS108 (*LOC733709*) (IMAGE: 7551946). *LOC733709* SE (1.4 kb) probe was transcribed using SP6 from NotI-linearized pCS108 (*LOC733709*) (IMAGE: 7551946). *mespa* AS (0.9 kb) probe was transcribed using T3 from XbaI-linearized pBluescript KS- (*mespa*) (Sparrow et al., 1998). *msgn1* AS (1.0 kb) probe was transcribed using T7 from EcoRI-linearized pCMV-Sport6.ccdB (*msgn1*) (IMAGE: 699331). *myf5* AS (1.2 kb) probe was transcribed using SP6 from BamHI-linearized pSP73 (*myf5*) (Hopwood et al., 1991). *myh1* AS (0.4 kb) probe was transcribed using SP6 from NcoI-linearized pGEM (*myh1*) (Vernon and Philpott, 2003). *myoD* AS (0.7 and 1.1 kb) probe was transcribed using T7 from XhoI- or PspOMI-linearized pBluescript (*myoD*) (Hopwood et al., 1989). *N-tubulin* AS (1.3 kb) probe was transcribed using T3 from NcoI-linearized pBluescript KS+ (*N-tubulin*) (Richter et al., 1988). *not* AS (1.1 kb) probe was transcribed using T7 from HindIII-linearized pCS2+ (*not*) (von Dassow et al., 1993). *pax3* AS (3.0 kb) probe was transcribed using T7 from SmaI-linearized pExpress1 (*pax3*) (IMAGE: 7981250). *sox3* AS (1.6 kb) probe was transcribed using T7 from SmaI-linearized pBluescript SK+ (*sox3*) (Zygar et al., 1998). *tal1* AS (1.3 kb) probe was transcribed using SP6 from XhoI-linearized pGEM-7Zf+ (*tal1*) (European *Xenopus* Resource Centre). *vegT* AS (1.2 kb) probe was transcribed using T7 from BamHI-linearized pCR2.1-TOPO (*vegT*) (this study, see below). *ventx2.1* AS (1.2 kb) probe was transcribed using T7 from EcoRI-linearized pBluescript SK- (*ventx2.1*) (Ladher et al., 1996). *wnt11* AS (2.2 kb) probe was transcribed using SP6 from XbaI-linearized pGEM-7Zf+ (*wnt11*) (Ku and Melton, 1993).

The DNA fragments for the *cyp26a1*, *hoxd8* and *vegT* WMISH probes were amplified from *X. tropicalis* cDNA mix from stage 11, 12 and 14 using Advantage 2 polymerase (Clontech) inserted into pCR2.1-TOPO by TOPO TA cloning and the following primer pairs:

**cyp26a1:**

forward, 5′-ATGCAAATCCCAGACACCAC-3′

reverse, 5′-AAGCCTTCGAGGAAATGACC-3′

**hoxd8:**

forward, 5′-CCGGTCCAATATCCTGACTG-3′

reverse, 5′-TCGAACCGTGGTTTACAATTC-3′

**vegT:**

forward, 5′-TTCAATGCATCGCTACAAGC-3′

reverse, 5′-TGCGTTAGCACACACTTTCC-3′

The WMISH probe for *Eomes* was created from pCRII-TOPO including the PCR amplicon used for making the Eomes-GR construct.

**ChIP**

The following antibodies were used for ChIP: mouse monoclonal (8WG16) to RNAPII (Abcam, ab817; Covance, MMS-126R), rabbit polyclonal to H2A.z (Abcam, ab4174), Eomes, VegT and Xbra (Stennard et al., 1999), as well as mouse and rabbit IgG (Santa Cruz, sc-2025 and sc-2027, respectively).

Dejellied embryos were harvested at the developmental stage of interest and fixed at room temperature with fresh formaldehyde (molecular biology grade; Sigma F-8775) at a final concentration of 1% (v/v). The fixation time was determined empirically according to the species and the developmental stage of the embryo to achieve efficient chromatin shearing and ChIP enrichment. Early developmental stages were fixed over a longer time period than later stages: *X. tropicalis* gastrula (stage 11-12.5) for 20-25 min and early tailbud (stage 19-20) for 15 min. Next, the fixative solution was aspirated and the embryos were quickly washed 3-4 times with the corresponding ice-cold amphibian media (0.01x MMR for *X. tropicalis* embryos and 0.1x NAM for *X. laevis*). This inconspicuous washing step turned out to be crucial for the extraction of a relatively pure population of nuclei from crosslinked tissue. Immediate quenching of formaldehyde with glycine without any previous washing rendered the purification of nuclei an impossible task. Even though glycine is commonly considered not to have any crosslinking capacity due to its monovalent nature, the formaldehyde-glycine (Schiff-base) adduct might further react with N-terminal amino groups or arginine residues (Metz et al., 2004). Batches of 250 embryos were equilibrated in ice-cold HEG solution (50 mM HEPES-KOH pH 7.5, 1 mM EDTA pH 8.0, 20% glycerol). Once the embryos settled, excess HEG was removed. Embryo batches were snap-frozen in liquid nitrogen and stored at −80°C for future use. The following method for extracting crosslinked chromatin worked best with 2 ml of solutions E1, E2 and E3 (Lee et al., 2006) per 100-150 *X. tropicalis* or 50-75 *X. laevis* embryos. Before their immediate use, all solutions were supplemented with protease inhibitor tablets (complete EDTA-free, Roche) and 0.2 mM PMSF. In addition, buffer E1 was supplemented with 1 mM DTT. All biological samples and solutions were kept on ice. Centrifugations were carried out at 3,500 rpm for minimal 2 min in a refrigerated (4°C) centrifuge. Snap-frozen embryos were homogenized with E1 (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA pH 8.0, 10% glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100). After centrifugation, the supernatant and any lipids attached to the wall were aspirated. The pellet was re-suspended in E1 and kept on ice for 10 min. After centrifugation, the supernatant was aspirated and the pellet re-suspended in E2 (Tris pH 8.0, 200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0). This step was repeated once before keeping the lysate on ice for 10 min. After centrifugation, the supernatant was aspirated and the pellet re-suspended in E3 (10 mM Tris pH 8.0, 200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.1% (w/v) Na-deoxycholate, 0.5% (w/v) N-lauroylsarcosine). The anionic detergents deoxycholate and N-lauroylsarcosine in E3 facilitated the solubilisation of most remaining yolk platelets. Thus, an additional spin made it possible to obtain a fairly pure population of cross-linked nuclei (data not shown). The pellet of cross-linked nuclei was re-suspended in 100-400 μl of buffer E3. At this stage of the protocol, several extractions were pooled to reach a final volume of 400-1,500 μl of cross-linked nuclei isolated from approximately 1,500 embryos at the maximum. Chromatin was solubilised and sheared to fragments of 100-500 bp peaking around 200 bp (Figure S1A) in a conical polysterene tube on ice water using a Misonix Sonicator 3000 Ultrasonic Liquid Processor equipped with a tapered 1/16” (1.6 mm) microtip (8-12 cycles of 30 s shock waves at 9-12 Watt interrupted by 1 min pauses). The sonicated nuclear extract was spun at 20,000 g speed for 10 min at 4°C. The supernatant was transferred to a low-retention 1.5ml Eppendorf tube and kept at 4°C for use on the same or following day or snap-frozen in liquid nitrogen and stored at −80°C for later usage. A sample equivalent to 10-20 embryos was used to check whether and the shearing of chromatin was successful. The appropriate Dynabeads M-280 were blocked with PBS containing 0.1% (w/v) BSA and coupled to ChIP-grade antibody (or control IgG). For creating a ChIP-Seq library from Eomes, VegT and Xbra immunoprecipitated DNA, approximately 3,000 *X. tropicalis* embryos were harvested and fixed at gastrula stage 11-12.5. The following calculation was taken into account when performing this experiment. A late *Xenopus* gastrula consists of roughly 40,000 cells, of which about 10% express Eomes, VegT or Xbra. That means that about twelve million cells expressing Eomes, VegT or Xbra were used to create the ChIP-Seq library, which is at the lower margin of what most investigators currently use as starting material for a ChIP-Seq experiment when mapping site-specific TFs in cell lines (10-100 million cells per ChIP-Seq). Approximately 5-10 μg of Eomes, VegT or Xbra antibody was coupled to 100-200 μl of the appropriate Dynabeads M-280 for ChIP-Seq. The soluble nuclear extract was prepared for immunoprecipitation by adding 1/10 volume of 10% cold Triton X-100. A sample equivalent to 5% ChIP input was collected at this stage and stored at 4°C to be processed further once the ChIP sample was ready for the reversal of cross-links. The rest of the nuclear extract was combined with antibody-coupled beads and incubated overnight. The beads were washed extensively six (ChIP-qPCR) or ten (ChIP-Seq) times with pre-chilled RIPA buffer (50 mM HEPES-KOH pH 7.5, 500 mM LiCl, 1mM EDTA, 1% Igepal CA-630, 0.7% (w/v) Na-deoxycholate, sterile filtered) and twice in pre-chilled TEN (10 mM Tris pH 8.0, 1 mM EDTA, 150 NaCl) for 5-10 min. If several tubes of the same ChIP were in use, the samples were pooled at this stage. Bound chromatin was eluted from the beads with elution buffer (50 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 1% SDS) in a thermomixer (65°C, 30 min, 1000 rpm). ChIP and input samples were supplemented with 1/20 volume of 5 M NaCl before incubating them for 6-15 hr at 65°C to reverse cross-links. One volume of TE pH 8.0 and 200 μg/ml of CONCERT RNase A (Invitrogen) was added to the samples for a 1-h incubation at 37°C. The samples were further treated with 200 μg/ml of proteinase K (Ambion) for 2-4 hr at 55°C. Eventually, the DNA fragments were purified by the use of the QIAquick PCR purification kit (QIAGEN) for qPCR or with phenol:chloroform:isoamylalcohol and precipitated in ethanol for sequencing. The air-dried DNA pellet was dissolved in 32 μl of molecular-grade water. The amount of DNA was quantified using a Qubit fluorometer (Invitrogen) following the manufacturer’s instructions. The yield of co-immunoprecipitated DNA was about 10 ng, which created robust libraries. The same of amount of input DNA was used to create a library whose mapped reads were subtracted from the genome-wide ChIP profile to account for any shearing bias and other experimental artifacts.

**Preparation and Sequencing of ChIP-seq Library**

The single-end library was generated based on the manufacturer’s instructions (Illumina) with minor modifications. DNA fragments were end-repaired, ligated to adaptors at a final dilution of 1:480, size-selected to 200-300 bp by E-gel (Invitrogen) and PCR (18 cycles) amplified. The DNA Clean & Concentrator-5 kit (Zymo Research) was used to clean up reactions. DNA was eluted from the column at 50°C. Upon solid phase reversible immobilisation (SPRI) purification, the integrity of the library was checked on the Agilent 2100 Bioanalyzer using an Agilent DNA 1000 chip. ChIP-Seq libraries were sequenced for 40 cycles on the Illumina Genome Analyzer_IIx_.

**ChIP-seq Analysis**

Gene co-ordinates (gene ID, scaffold, gene start and end, strand, gene description and symbol) were downloaded from the ensembl browser via BioMart as a tab-separated plain text file. The ensembl JGI4.1 gene table (scaffold, gene start, gene end, strand, description) was manually updated as follows: *esr5* (scaffold_1051, 54853, 55447, 1, LOC100135364), LOC733709 (scaffold_73, 993469, 995810, 1, LOC733709), ripply2.1 (scaffold_375, 3181, 5676, −1, CR760245), *ripply2.2* (scaffold_76, 3643, 9247, 1, CU025073) and *tbx6* (scaffold_1655, 34433, 36638, −1, MGC79458).

For metagene analysis of ChIP-Seq data, peak assignment was restricted to the nearest gene. The ensembl JGI4.1 exon and UTR table was manually updated as follows: *esr5* (exon start, 54853; exon end, 55447), *LOC733709* (exon start, 993469; exon end, 993562; 5′ UTR start, 993469; 5′ UTR end, 993498; exon start, 994385; exon end, 994565; exon start, 994745; exon end, 995520; 3′ UTR start, 994969; 3′ UTR end, 995520; exon start, 995531; exon end, 995810; 3′ UTR start, 995531; 3′ UTR end, 995810), *ripply2.1* (exon start, 3181; exon end, 3688; exon start, 4187; exon end, 4254; exon start, 4993; exon end, 5074; exon start, 5555; exon end, 5676), *ripply2.2* (exon start, 3643; exon end, 3795; exon start, 4739; exon end, 4802; exon start, 5477; exon end, 5594; exon start, 7696; exon end, 9247) and *tbx6* (exon start, 34433; exon end, 34683; exon start, 36471; exon end, 36638; 5′ UTR start, 36589; 5′ UTR end, 36638).

Peaks were divided into several groups depending on their localization relative to the nearest gene: > 5 kb (distal), 1-5 kb (intermediate) and 1 kb (proximal) upstream and downstream of the gene body as well as the gene body, untranslated regions and exons. Peaks within intronic regions were calculated by subtracting the number of peaks within exons from those within gene bodies. A histogram of distances was created by means of the functional language R with breaks of 200 bp ranging from 20 kb up- and downstream from gene bodies to 2 kb downstream and upstream from the TSS and TES, respectively. The frequency map of peaks was assembled in Excel and the *x* axis re-labeled in Adobe Illustrator. To quantify the degree and determine the identity of shared and non-shared target genes between two ChIP-Seq experiments, the lists of target genes were loaded into the same MySQL table. In MySQL database terminology, shared and non-shared target genes were found by the conventional joining and left joining of the table on itself, respectively. Left joining created a null entry for each gene not being detected in both ChIP-Seq experiments. Querying the table for subsequent null entries retrieves all genes that are unique to either ChIP-Seq experiment. Alternatively, the R ‘merge’ function was iteratively used to combine more than two ChIP-Seq experiments. Results were imported into excel and auto-filtered accordingly. To cluster and/or visualize genomic binding profiles centered on the transcription start site (TSS) of target genes, peaks p-value were binned to 400 bp intervals from the TSS to genomic regions 10 kb up- and downstream. Peaks beyond the distance of 10 kb were assigned to a single bin for visualization purposes only (see Figure S2F). For de novo motif discovery analysis summit co-ordinates obtained from the peak caller MACS were uploaded as a custom track into the UCSC genomic browser. Repeat-masked DNA sequences of 200 bp and 400 bp regions flanking the peak summit were retrieved from the UCSC table browser in FASTA format and imported into cisFinder (Sharov and Ko, 2009). 200 bp regions were screened for over-represented motifs under the following conditions. The FDR was set to 1%. Motifs were called when enriched at least 2-fold. Motifs were clustered according to similarity of their position-weight matrices (PWMs) with a match of at least 75%. Both strands were searched for motifs. The PWMs were improved based on the number of occurrences of motif clusters in the sequence file using the default settings. Frequency histograms were created in R from a list of co-ordinates representing the starts of each motif found within extended binding regions of 400 bp. These lists of co-ordinates were obtained by running the patternScan C script (Sharov and Ko, 2009). Command line tools were used to assemble motif parameters such as the PWM-matching score into a file of BED format. The score 1.5 to 5 was scaled to 1000 to display the corresponding motifs in shades of gray on the UCSC browser (Figure S1E). In addition, the co-ordinates were extended 5′ and 3′ by 40 bp to make the motifs discernible on the genome browser when stretched to several kilobases.

**Mann-Whitney U Test for Enriched Xbra Binding in Target Gene Subsets**

A one-tailed and independent two-group Mann-Whitney U test was used as a non-parametric test to compare two out of five sets of DNA occupancies at a time within pre-defined genomic regions relative to TSSs (see Table S3). These bins of DNA occupancies (sum -log [peak p-value]) were created for subsets of target genes, which showed differential expression (≥1.5-fold, FDR < 10%) based on the transcriptome-wide analysis of Xbra/Xbra3 double morphants at stage 32. We asked whether set 1 shows higher DNA occupancy levels than set 2 (a null hypothesis that set 1 shows equal or lower DNA occupancies than set 2). This test was carried out with and without zero DNA occupancies at gastrula and early tailbud stage.

**Recombinant Xbra Protein Production and Purification under Native Conditions**

The following protein production and purification was carried out by Generon (UK). The Xbra construct with a cleavable (TEV) N-terminal His_10_-tag was transfected into Sf9 cells along with linearized baculovirus DNA (OET-cathepsin deleted strain). The recombinant virus was amplified to a high titer stock in Sf9 cells. For protein production, one liter of Hi5 insect cells at 2x10^6^ cells/ml was infected with the recombinant virus. Cells were harvested 48 hr post-infection and resuspended in 50 mM sodium phosphate pH 8.0, 0.3 M NaCl, 1% Triton X-100, 10% glycerol and complete EDTA-free protease inhibitors (Roche). Imidazole was added to a final concentration of 5 mM. After 30 min on ice and two rounds of sonication at 20 s at 20% maximal power (Branson Sonifier), the homogenate was clarified by centrifugation at 17,000 rpm for 20 min at 4°C. Xbra-His_10_ was first purified on a Ni^2+^ column (Ni-NTA, QIAGEN) by mixing the supernatant with Ni^2+^ resin for 2 hr at 4°C and washing Ni^2+^ column with an imidazole gradient (10 to 50 mM) in the above buffer. Xbra-His_10_ was eluted in 250 mM imidazole buffer, dialysed against phosphate buffered saline overnight and concentrated using ultrafiltration spin column Vivaspin 6 MWCO 5,000 (Sartorius). The protein concentrate was applied to a HiLoad 16/60 Superdex 200 PG column connected to the AKTAxpress chromatography system (GE Healthcare) for further purification of Xbra-His_10_ through gel filtration in 25 mM sodium phosphate pH 8.0 and 150 mM NaCl.

**Oligonucleotides for Surface Plasmon Resonance**

Forward oligonucleotides 5′-modified with Biotin [Btn] and purified by HPLC were purchased from Sigma.

**v1:**

forward, 5′-[Btn]AAAAAAAATTTCACACCTTA −3′

reverse, 5′-TAAGGTGTGAAAT-3′

**v1^T2A^:**

forward, 5′-[Btn]AAAAAAAATT**A**CACACCTTA-3′

reverse, 5′-TAAGGTGTG**T**AAT-3′

**v1^C5G^:**

forward, 5′-[Btn]AAAAAAAATTTCA**G**ACCTTA-3′

reverse, 5′-TAAGGT**C**TGAAAT-3′

**v2:**

forward, 5′-[Btn]AAAAAAAATAATTAGCATATTA-3′

reverse, 5′-TAATATGCTAATTAT-3′

**v4:**

forward, 5′-[Btn]AAAAAAAATTTAGCATTATTATGTTATA-3′

reverse, 5′-TATAACATAATAATGCTAAAT−3′

**Western Blotting**

Embryonic tissue was homogenized and left on ice for 5 min in 5 μl/embryo of phospho-safe extraction buffer (Novagen) supplemented with 0.2 mM PMSF and complete EDTA-free protease inhibitors (Roche). The homogenate was mixed with 5 μl/embryo FREON to remove yolk before SDS-polyacrylamide gel electrophoresis and Western blotting. Primary antibodies: rabbit polyclonal anti-Xbra serum (Cunliffe and Smith, 1994) 1:2000, rabbit polyclonal anti-Xbra (Stennard et al., 1999) 1:4000, mouse monoclonal anti-α-tubulin (Sigma) 1:5000, mouse monoclonal anti-β-actin, peroxidase (Sigma) 1:1000, anti-HA, peroxidase (3F10, Roche) 1:3000. Secondary antibody: goat anti-rabbit IgG (H+L) peroxidase (Uptima) 1:2000.

**Whole-Mount Immunohistochemistry**

WMIHC was performed as described in Klymkowsky and Hanken (1991). Rabbit polyclonal Xbra anti-serum (Cunliffe and Smith, 1994) was used at 1:500 and peroxidase-conjugated anti-rabbit IgG at 1:700.

**TUNEL Assay**

TUNEL was essentially performed as described in Trindade et al. (2003). To induce apoptosis in vivo, embryos were treated for 4 hr in 35 μM cycloheximide at 23°C. As a positive control for the TUNEL assay fixed embryos were incubated in 0.1 U/μl Turbo DNase (Ambion) for 20 min at room temperature.

## Author Contributions

G.E.G. conceived the study and carried out most experiments and postsequencing analysis. N.D.L.O., P.P., M.W.B.T., and M.J.G. helped with the processing of sequencing data. T.F. contributed Brachyury binding data from human embryonic stem cell derivatives. J.C.S. and S.R.M. carried out whole-mount immunohistochemistry for Xbra protein and SPR, respectively. G.E.G. and J.C.S. wrote the manuscript.

## Figures and Tables

**Figure 1:**
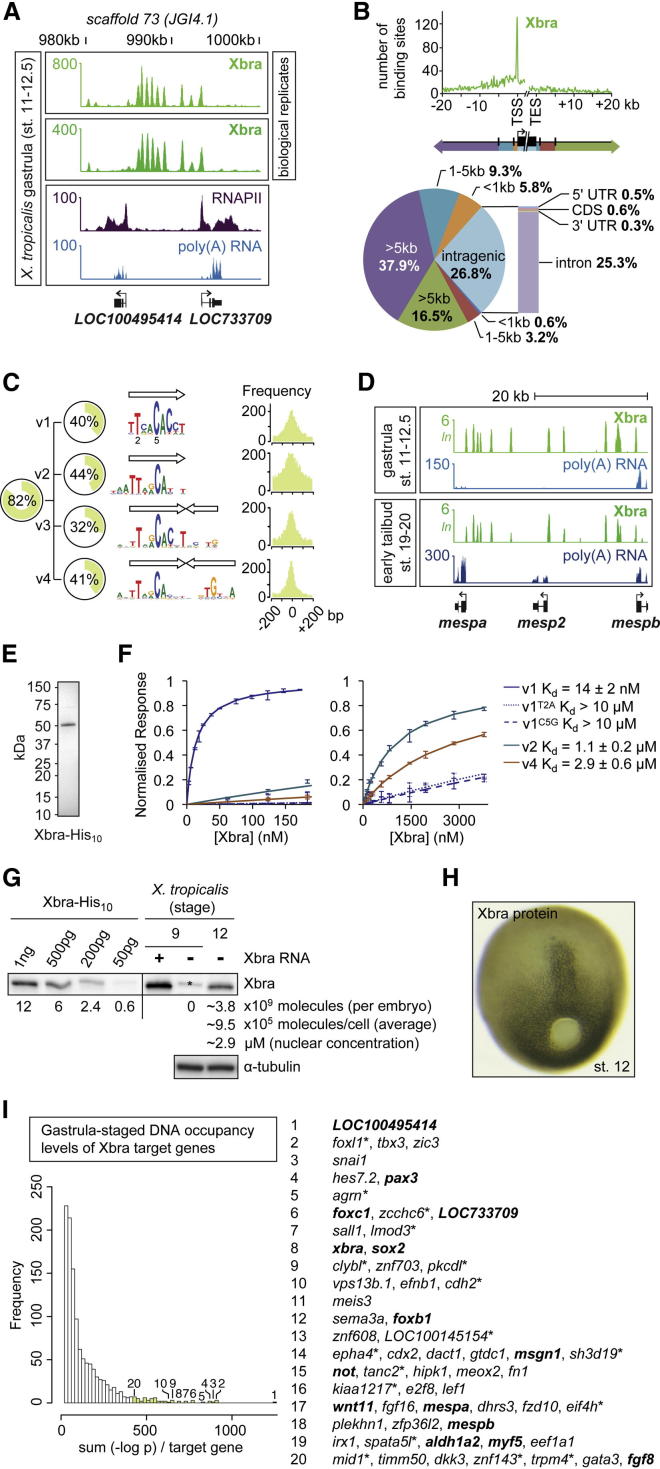
Xbra Is Stably Recruited to Mono- and Dimeric Motif Variants in the *X. tropicalis* Genome during Early Embryogenesis (A) Excerpt of normalized Xbra binding at gastrula stage. RNAPII and poly(A) RNA profile from Akkers et al. (2009). (B) Genomic distribution of Xbra binding sites (FDR ≤ 1%) relative to the start (TSS) and end (TES) of transcription of nearest target genes. (C) De novo motif discovery analysis of Xbra-bound regions with coverage, sequence logo, and positional distribution for each T-box motif variant (v1–v4). Arrow indicates monomeric binding site. (D) Comparison of Xbra binding at gastrula and early tail bud stage near *mesp* gene cluster with poly(A) RNA profile from Akkers et al. (2009) and this study. (E) Coomassie staining of 0.5 μg purified Xbra-His_10_ run on a SDS-polyacrylamide gel. (F) Surface plasmon resonance diagrams (normalized response versus Xbra concentration) including K_d_ values for the interaction between native Xbra protein and different DNA motifs (v1, v2, and v4). Superscript T2A and C5G refer to base changes introduced in v1. (G) Quantification of Xbra protein levels in midgastrula embryos (stage 12) by western blotting with standard curve of purified Xbra-His_10_ as indicated. Positive control, pregastrula embryo (stage 9) injected with RNA encoding untagged Xbra. Protein extracts equivalent to two embryos at stages 9 (negative control) and 12 were loaded. Asterisk marks nonspecific band seen at stage 9. The same band is present at the same intensity in the absence of Xbra at stage 12 (data not shown), and its intensity was therefore subtracted from the Xbra band for quantification. Further calculations (molecules/cell) and nuclear concentrations (μM) are based on an estimated 4,000 Xbra-positive cells at stage 12 ([H]; Cooke, 1979), a nuclear envelope (sphere) surface of ∼300 μm^2^ (Levy and Heald, 2010), and 90% of Xbra being nuclear. Loading control, α-tubulin. (H) Whole-mount immunohistochemistry of Xbra protein in a midgastrula embryo (stage 12). (I) Histogram of nearest gene-associated Xbra binding levels as detected by ChIP-seq. The asterisk indicates genes with nearest Xbra binding >10 kb from TSS. Genes in bold are mentioned elsewhere in this study. See also Figure S1 and Table S1.

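Poly(A) RNA of uninjected embryos was sequenced in 1 library at stage 20, an early tail bud stage, so its values have no replicate. The mesp genes had 3404 reads for *mespa* (31.5 CPM, scaled together with the stage 32 libraries) and 1815 reads for *mespb* (16.8 CPM). In the control embryos at stage 32 they stood at 4.37 ± 1.90 and 1.09 ± 0.483 CPM (SD, n = 3 libraries) under the same scaling. The stage 20 level was above the highest control library for both genes, by 7.21-fold and 15.5-fold against the control mean.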

**Figure 2:**
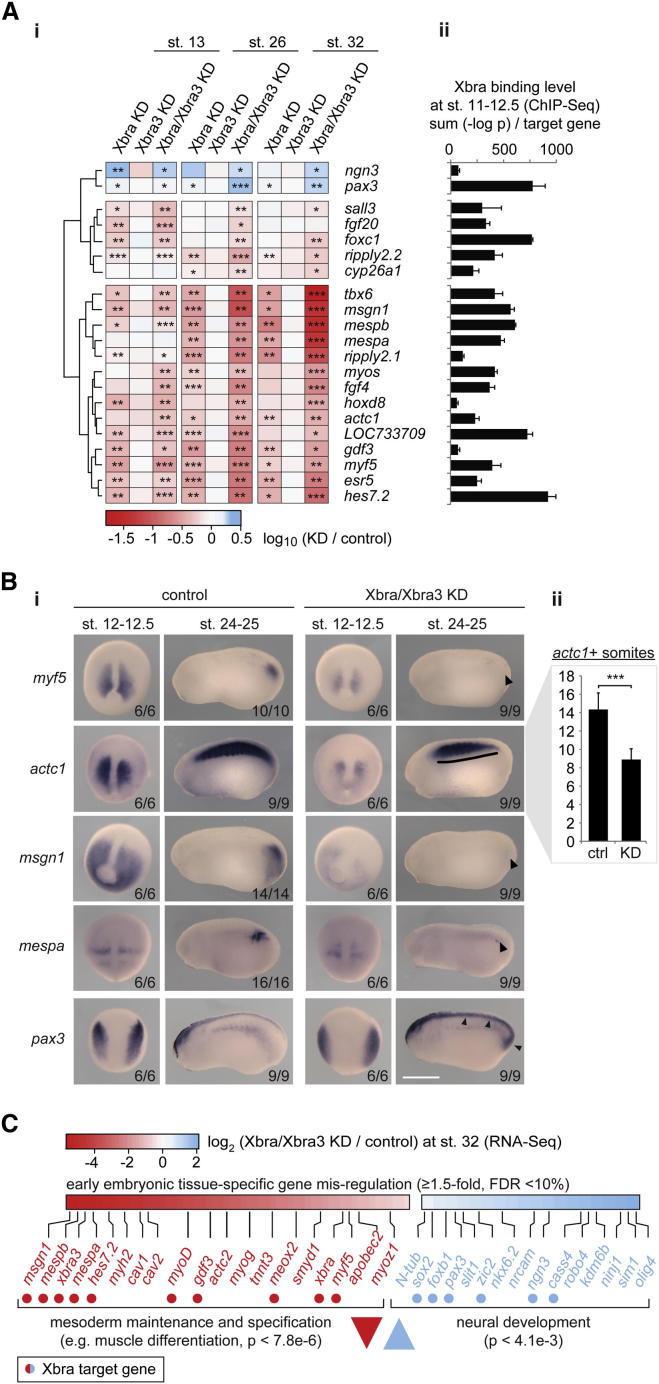
Brachyury Paralogues Xbra and Xbra3 Balance Mesodermal over Neural Fate and Prime Mesoderm for Differentiation (A) Differential expression profile (n = 3) of Xbra target genes. Transcriptional fold changes upon Xbra, Xbra3, or Xbra/Xbra3 KD determined at stage 13 (neurula), 26 (midtail bud), and 32 (early tadpole) by RT-qPCR (i), logarithmized, clustered, and visualized as heat map. Gene-associated total Xbra binding levels (ii) detected at stages 11–12.5 (gastrula) by ChIP-seq (n = 2). (B) WMISH (i) of control and Xbra/Xbra3 KD embryos for selected Xbra target genes at stages 12–12.5 (late gastrula) and 24–25 (midtail bud). Arrowheads and line indicate loss of posterior mesoderm (*myf5*, *msgn1*, *mespa*), formation of irregular, anterior somites (*actc1*), and ectopic or elevated expression within tail bud and dorsal nervous system (*pax3*). The scale bar represents 0.5 mm. (ii) Number of *actc1*+ somites formed by stage 24 and 25 in control and Xbra/Xbra3 KD embryos (n = 9). (C) Tissue-specific Gene Ontology (GO) term analysis of differentially expressed genes (≥1.5-fold; FDR < 10%) in transcriptome-wide study of control and Xbra/Xbra3 KD embryos at stage 32. Statistical significance (p) according to Mann-Whitney U test using PANTHER classification system (Mi et al., 2010). All error bars, SD of indicated biological replicates (n). ≥1.5-fold transcriptional misregulation: ^∗^, FDR < 10%; ^∗∗^, FDR < 1%; ^∗∗∗^, FDR < 0.1%. See also Figures S2, S3, and S4 and Table S2.

**Figure 3:**
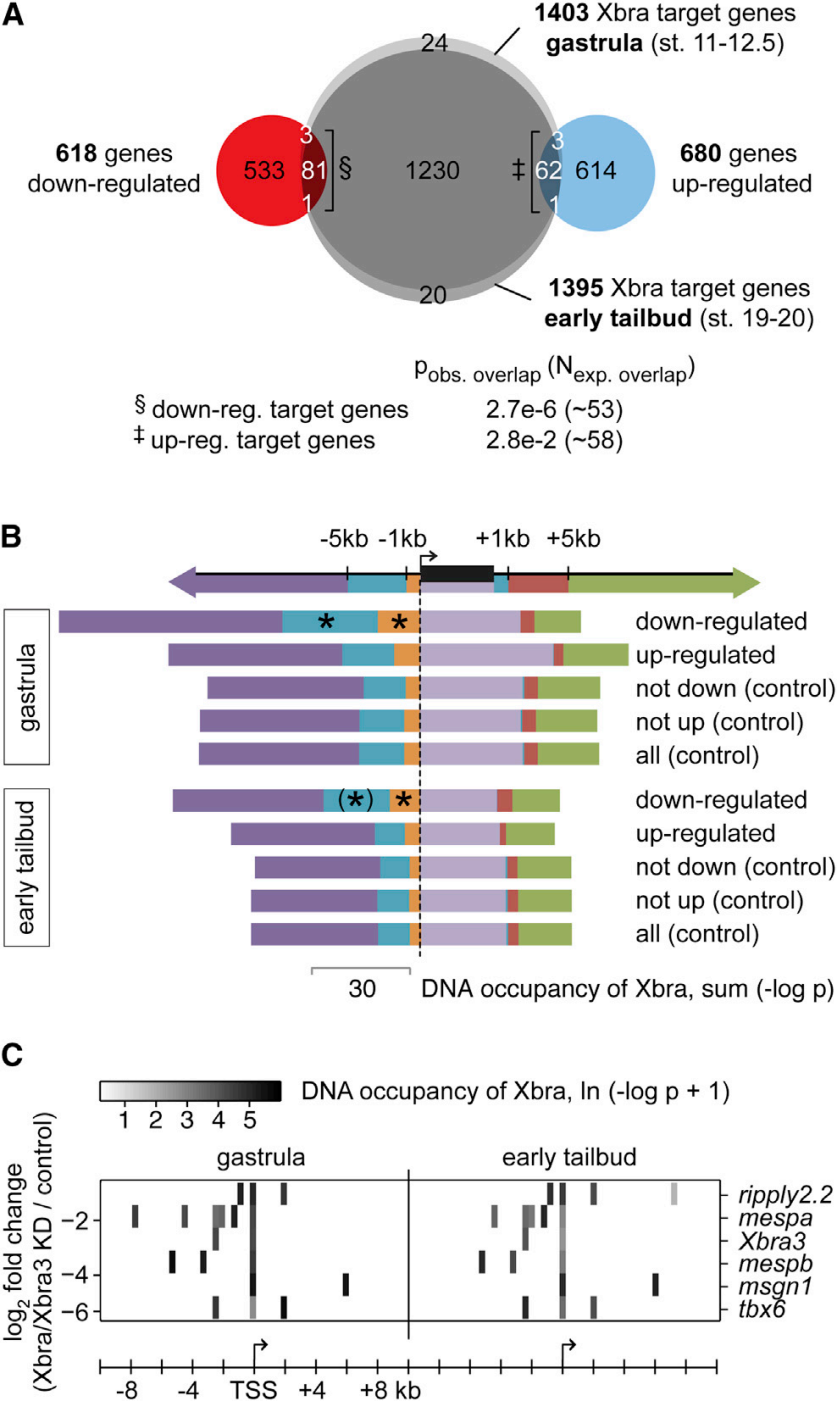
Strongly Activated Target Genes Show Preferential Xbra Binding to Promoter-Proximal and Intermediate Upstream Regions (A) Venn diagram of genes targeted by Xbra at gastrula and/or early tail bud stages (sum [−log p_gastrula_] or sum [−log p_tailbud_] ≥ 25) and genes misregulated at stage 32 (≥1.5-fold; FDR < 10%) following Xbra/Xbra3 KD. Fisher’s exact test indicates probability of observed overlap (p_obs. overlap_) and expected number of overlap (N_exp. overlap_) based on random draws of gene sets from 16,760 genes (for which differential expression was calculated in Table S2). (B) Xbra binding at gastrula and early tail bud stage across down- or upregulated target genes (≥1.5-fold; FDR < 10%) compared with control sets of target genes. The asterisk indicates significantly (p < 0.05) enriched binding compared to controls according to a one-tailed Mann-Whitney U test (Extended Experimental Procedures). Brackets indicate loss of statistical significance (p ∼ 0.2) when zero DNA occupancies were excluded. See also Table S3. (C) Heat map representation of Xbra binding near strongly Xbra/Xbra3-dependent target genes at gastrula and early tail bud stages.

**Figure 4:**
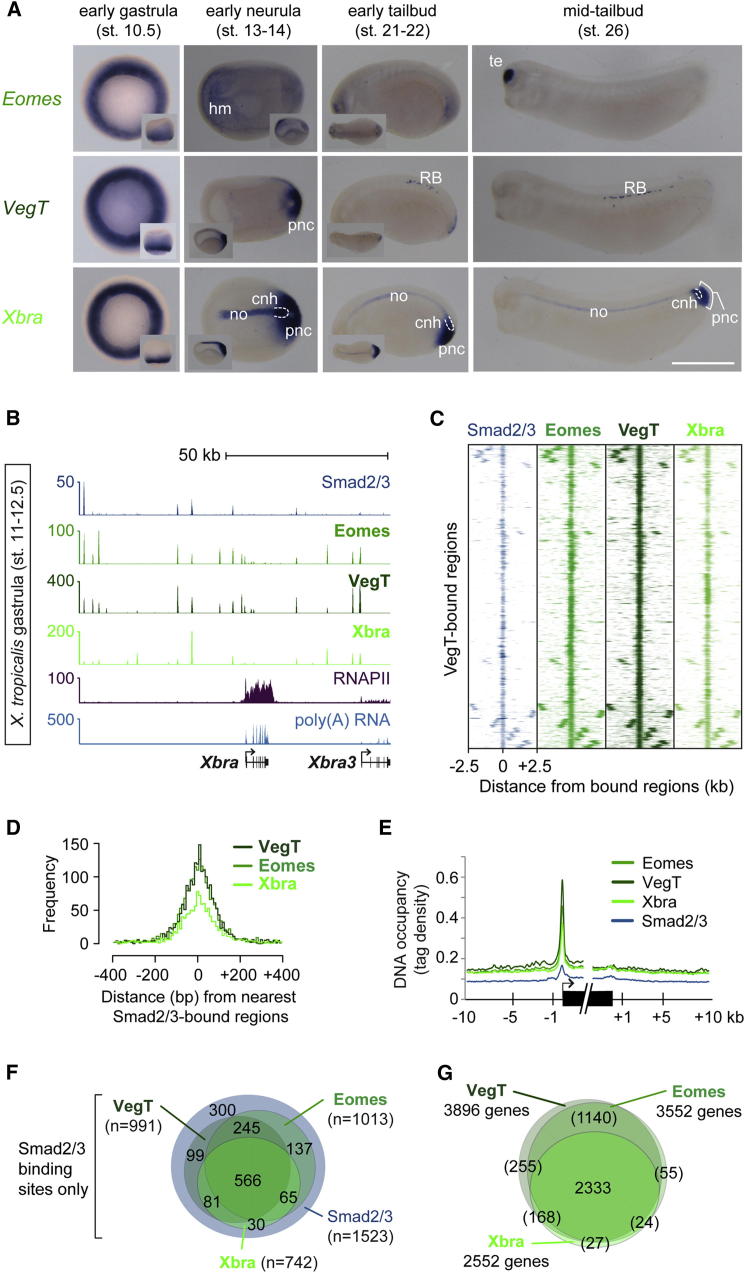
Eomes, VegT, and Xbra Occupy the Same Genomic Recognition Sites and TGF-β Responsive Regulatory Elements (A) Developmental series of WMISHs for *Eomes*, *VegT*, and *Xbra*. cnh, chordoneural hinge; hm, head (prechordal) mesoderm; no, notochord; pnc, posterior wall of neurenteric canal; RB: Rohon-Beard cells; te, telencephalon. The scale bar represents 0.5 mm. (B) Gastrula-staged snapshot of Eomes, VegT, Xbra, and Smad2/Smad3 (Yoon et al., 2011) binding near *Xbra* and *Xbra3*. (C) Heat maps represent DNA occupancies of Smad2/Smad3, Eomes, VegT, and Xbra relative to all VegT-bound regions during gastrulation. (D) Histograms based on pairwise calculations of shortest distances between T-box TF and Smad2/Smad3 binding positions (FDR ≤ 1%) during gastrulation. (E) Metagene model shows DNA occupancy level of Eomes, VegT, Xbra, and Smad2/Smad3 relative to the start and end of nearest target genes. (F) Venn diagrams for Smad2/Smad3 binding positions overlapping (distance ≤ 100 bp) with the binding position of Eomes, VegT, and/or Xbra (FDR ≤ 1%). (G) Venn diagrams for Eomes, VegT, and Xbra target genes. The stringency was relaxed up to p ≤ 0.1 unless DNA occupancy was found equivalent to p ≤ 10^−25^ when comparing binding between two T-box TFs. DNA occupancies (p ≤ 10^−25^ + 10^−25^ < p ≤ 0.1 = total) detected as follows: Eomes (2407 + 1145 = 3552); VegT (3628 + 268 = 3896); Xbra (1379 + 1173 = 2552). The extent of overlap between genes targeted by different T-box TFs might be greater than indicated in brackets, because peaks (p ≤ 0.1) sometimes failed to be detected. See also Figure S5 and Table S1.

**Figure 5:**
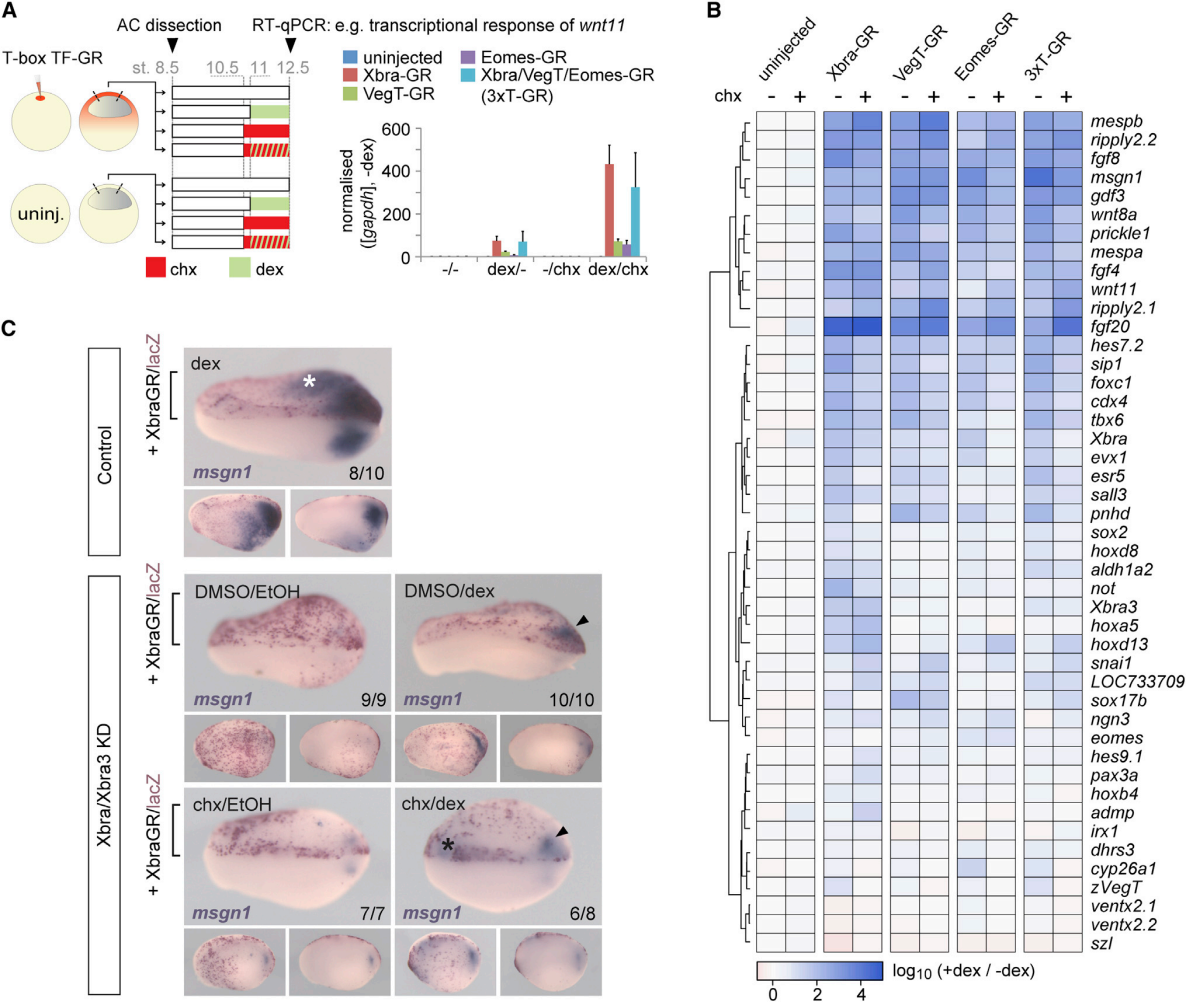
Eomes, VegT, and Xbra Can Activate Directly the Same T-box TF-dependent Target Genes (A) Animal cap (AC) assay to detect direct regulation (i.e., in the presence of chx) of gene transcription by RT-qPCR using dex-inducible fusion constructs (Xbra-GR, VegT-GR, Eomes-GR) individually or in combination (3xT-GR). Data normalized to *gapdh* and the uninduced sample (−dex). The error bars represent SD of biological duplicates. (B) Heat map representation of clustered transcriptional response ratios (+dex/−dex) of T-box TF target genes to the activity of T-box TFs with (−chx) or without (+chx) de novo protein synthesis. (C) Protein synthesis-independent rescue of *msgn1* transcription in the tail bud (arrowheads) of Xbra/Xbra3-depleted embryos (stages 22–23) by activated Xbra-GR, whose RNA was unilaterally injected together with *lacZ* lineage tracer RNA.

**Figure 6:**
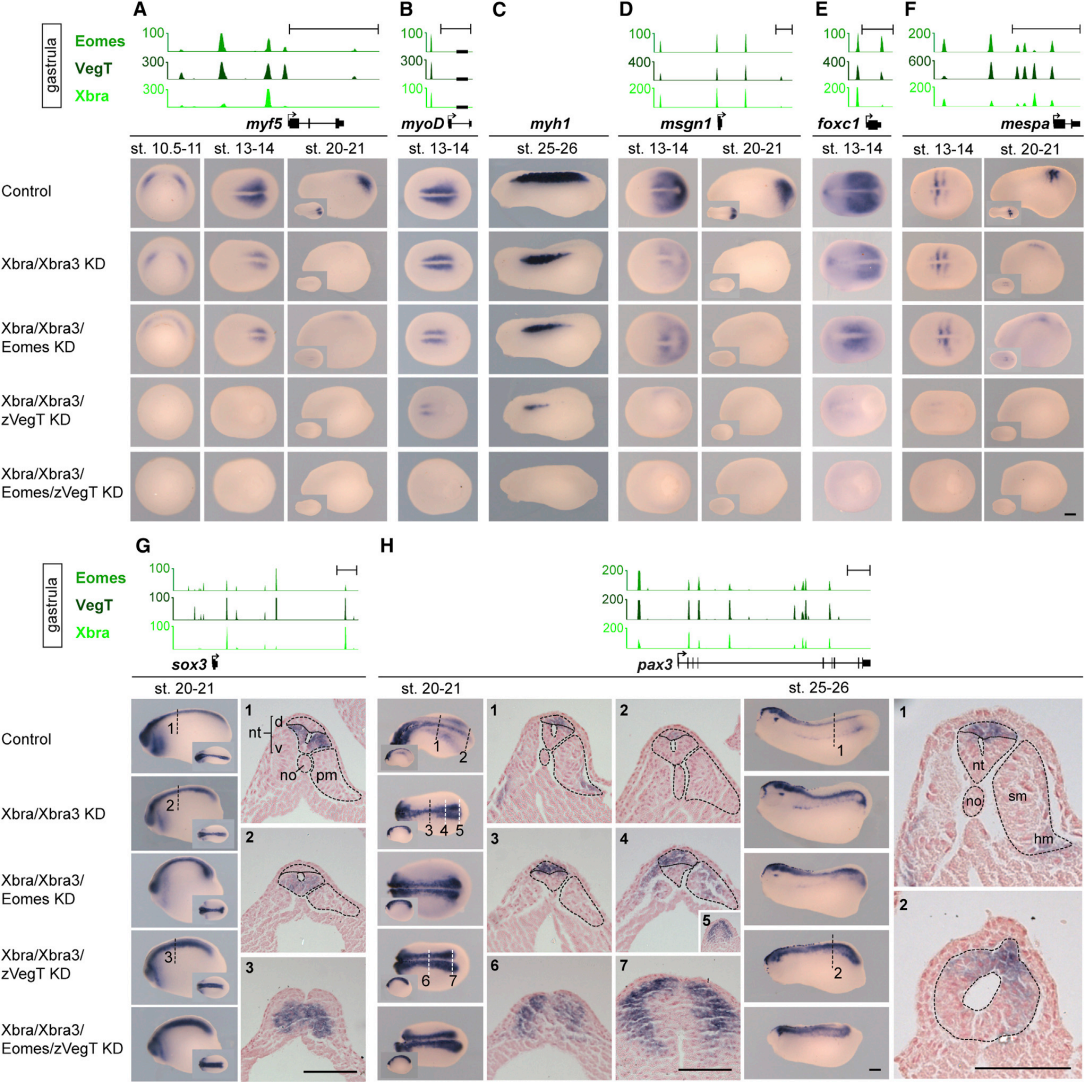
Combined Loss of Eomes, VegT, and Xbra Reveals Their Collaboration to Determine Neuromesodermal Bipotency and Promote Mesodermal Differentiation during Axial Elongation Gastrula-staged snapshots of Eomes, VegT, and Xbra binding near mesoderm-specific genes *myf5*, *myoD*, *msgn1*, *foxc1*, *mespa* (A, B, and D–F), and neurogenic genes *sox3* and *pax3* (G and H). WMISH on control and indicated KD embryos for target genes (A, B, and D–H) and muscle-specific differentiation marker *myosin heavy chain 1*, *myh1* (C). Cross-sections at positions of *sox3* and *pax3* WMISH as indicated. no, notochord; nt, neural tube (d, dorsal; v, ventral); hm, hypaxial muscle; pm, paraxial mesoderm; sm, skeletal muscle. The scale bar represents 0.2 mm. See also Figures S6 and S7.

**Figure 7:**
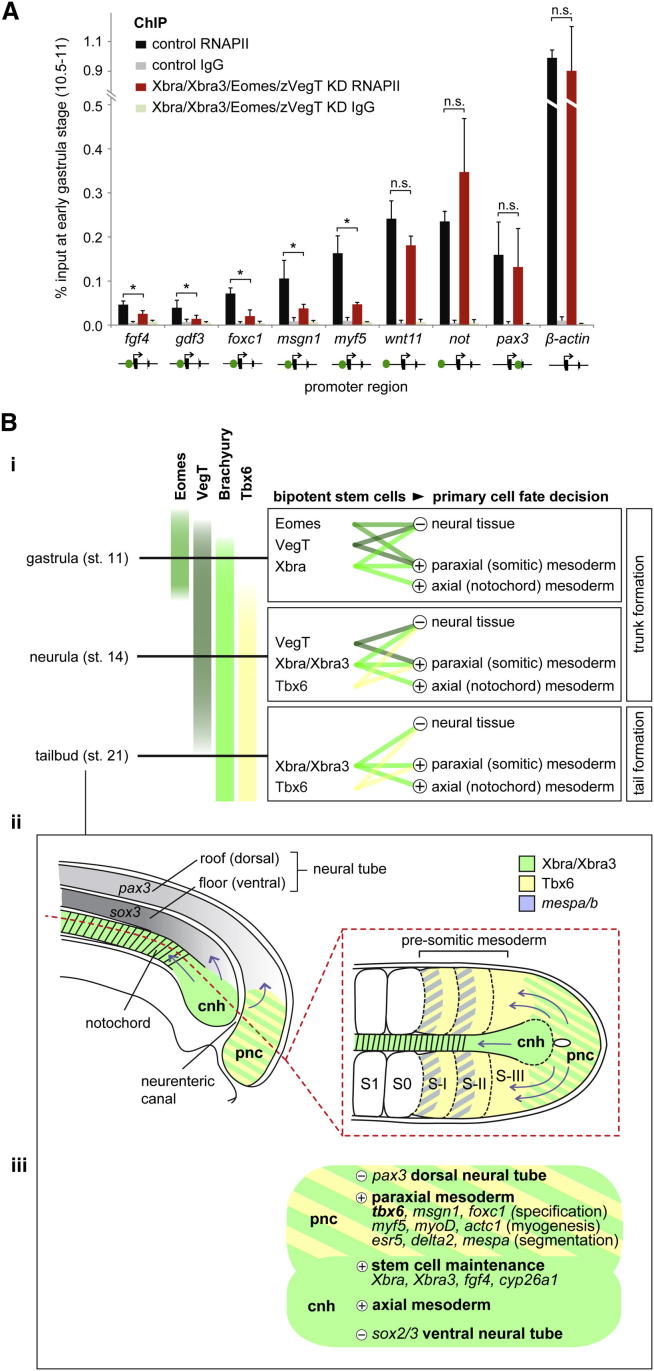
T-box TF-Dependent Recruitment of RNAPII and Model for the Way in which Stage-Dependent Combinations of T-box TFs Define and Instruct Bipotential Stem Cells to Be Recruited to Neural and Mesodermal Tissues and Prime Mesoderm for Differentiation (A) RNAPII deposition at promoters of mesodermal (*fgf4*, *gdf3*, *foxc1*, *msgn1*, *myf5*, *wnt11*, *not*), neural (*pax3*), and house-keeping (*β-actin*) genes in control and T-box TF-depleted embryos at early gastrula stage (10.5–11) determined by ChIP-qPCR. Proximal or distal (upstream or intronic) binding of T-box TFs to indicated gene promoter is symbolized with green dot. The error bars represent SD of biological triplicates. Two-tailed Student’s t test: ^∗^p < 0.1; n.s., not significant (p ≥ 0.1). IgG, immunoglobulin G. (B) Model: (i) The different spatial and temporal patterns of T-box TFs cause neuromesodermal stem cells to be defined by Eomes, VegT, and Xbra during gastrulation; VegT, Xbra, Xbra3, and Tbx6 during neurulation; and Xbra, Xbra3, and Tbx6 during tail bud stages. These combinations of T-box TFs also ensure that the correct ratio of mesodermal over neural tissue is formed during trunk and tail formation by activating mesoderm-specifying genes and repressing neurogenic genes. The development of axial (notochord) mesoderm depends mainly on Xbra/Xbra3, due to their exclusive expression among these T-box TFs in the chordoneural hinge and developing notochord. Other mesodermal derivatives, such as heart, may similarly depend on combinations of T-box TFs (omitted from model). (ii) Schematic diagram of a sagittal section and a horizontal section (red dashed line) through the posterior region of an early tail bud embryo illustrating the expression of *Xbra*/*Xbra3*, *Tbx6*, and *mespa/b* and the recruitment of mesodermal and neural cells (blue arrows) from the stem niche (chordoneural hinge and posterior wall of the neurenteric canal). Most cells of the chordoneural hinge give rise to the notochord and the ventrolateral horns of the neural tube, whereas cells in the posterior wall of the neurenteric canal contribute to paraxial (presomitic) mesoderm and the dorsal roof of the neural tube. cnh, chordoneural hinge; pnc, posterior wall of neurenteric canal; S1, first somite; S0, newly forming somite; S-I/II/III, presomitic mesoderm. (iii) Genetic regulatory inputs of T-box TFs in early tail bud embryos with several functional nodes being active in different domains (cnh, pnc) of the tail bud: stem cell maintenance; specification of somitic mesoderm; myogenic differentiation; patterning of presomitic mesoderm; notochord formation; and protection from neuralization.

**Figure S1:**
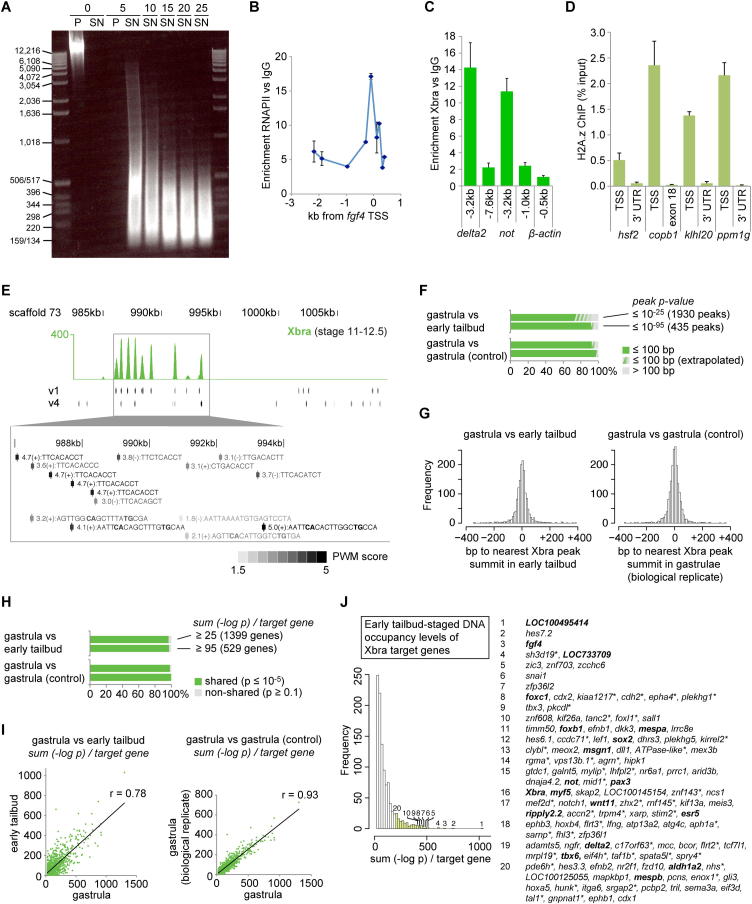
Development of the ChIP Protocol for *Xenopus* Embryos Suitable for Deep Sequencing and Near-Identical Xbra Binding Characteristics at Gastrula and Early Tail Bud Stage, Related to Figure 1 (A) Increasing rounds (5, 10, 15, 20 and 25) of sonication caused cross-linked chromatin extracted from X. *tropicalis* gastrula embryos (stage 12) to be solubilised (compare pellet [P] to supernatant [SN] before and after 5 rounds of sonication) and sheared to fragments of the indicated sizes. Ethidium Bromide staining of genomic DNA size-separated by gel electrophoresis. (B) RNA polymerase II (RNAPII) ChIP-qPCR on *X. laevis* gastrula embryos (stage 12) showed RNAPII recruitment to the TSS of *fgf4* (also known as *eFGF(i)* promoter, AF078081) (Casey et al., 1998). DNA enrichment of RNAPII versus IgG ChIP plotted against distance (kb) to transcription start site (TSS) of *fgf4*. Error bars, s.d. of biological duplicates. (C) Xbra ChIP-qPCR on *X. tropicalis* gastrula embryos (stage 12) showed Xbra binding to 3.2-kb upstream region of the *delta2* and *notochord (not)* gene (10- to 15-fold DNA enrichment of Xbra versus IgG ChIP). *not*, *delta2* and *β-actin* (negative control) loci were used as the ‘gold-standard’ controls to improve the efficiency and signal-to-noise ratio of the Xbra ChIP on *X. tropicalis* embryos. Positive control regions were selected based on the homology to respective target genes determined by ChIP on zebrafish mid-gastrula embryos (Morley et al., 2009) and the availability of canonical Xbra recognition sites determined in vitro (Conlon et al., 2001). Error bars, s.d. of biological replicates (n = 2-4). (D) The ChIP protocol devised for *Xenopus* embryos was also applicable to cross-linked zebrafish embryos. H2A.z ChIP-qPCR showed significantly more DNA occupancy (plotted as percentage of DNA input) of the histone variant H2A.z at the TSS (proximal promoter) than at the end (3′ UTR or last exon) of transcriptionally active genes (*hsf2*, *copb1*, *klhl20* and *ppm1g*) in zebrafish bud-staged embryos. Error bars, s.d. of technical triplicates. This binding profile is in accordance to findings reported for the human genome (Barski et al., 2007). (E) Illustration of overlap between Xbra binding as shown in Figure 1A and occurrence of motif variant v1 and v4 (Figure 1C). A magnification of the intergenic region between LOC100495414 and LOC733709 shows the sequences found on the + or - strand that match the position weight matrix (PWM) of v1 and v4 with the indicated score. (F) Co-localization (%) of peak summits (distance ≤ 100 bp) between gastrula and early tailbud stage under conditions of high stringency (p ≤ 10^−25^ or 10^−95^). Extrapolation was based on visual inspection of Xbra binding profiles (see (H)). The comparison of biological replicates of gastrula-specific Xbra binding profile was used as a control in (F)-(I). (G) Histogram of distances between corresponding Xbra peaks (FDR ≤ 1%) detected in gastrula and early tailbud embryos. (H) Overlap (%) of Xbra target genes between gastrula and early tailbud stages under the condition that the sum of Xbra binding exceeds 25 or 95 [-log p] per gene at gastrula or early tailbud stage. Visual inspection of Xbra binding profiles revealed that 44 of the top 50 of non-shared target genes sorted by the sum [-log p] were incorrectly declared as the peak caller failed to identify existent peaks (p ≤ 0.1). The same inspections were carried out for non-shared target genes at tailbud stage (34/40 incorrect) and non-shared target genes of biological replicates (21/45 incorrect). (I) Linear correlation of DNA occupancy levels (sum [-log p]) at individual target genes shared between gastrula and early tailbud embryos. Deviation from this linear positive correlation is reflected by a decreasing Pearson’s correlation coefficient r. (J) Histogram (bins of 20 [-log p]) of nearest gene-associated Xbra binding levels as detected by ChIP-Seq at early tailbud stage (sum [-log p] ≥ 25). ^∗^ indicates genes with nearest Xbra binding further than 10 kb away from TSS. Identified target genes in bold are mentioned elsewhere in this study.

**Figure S2:**
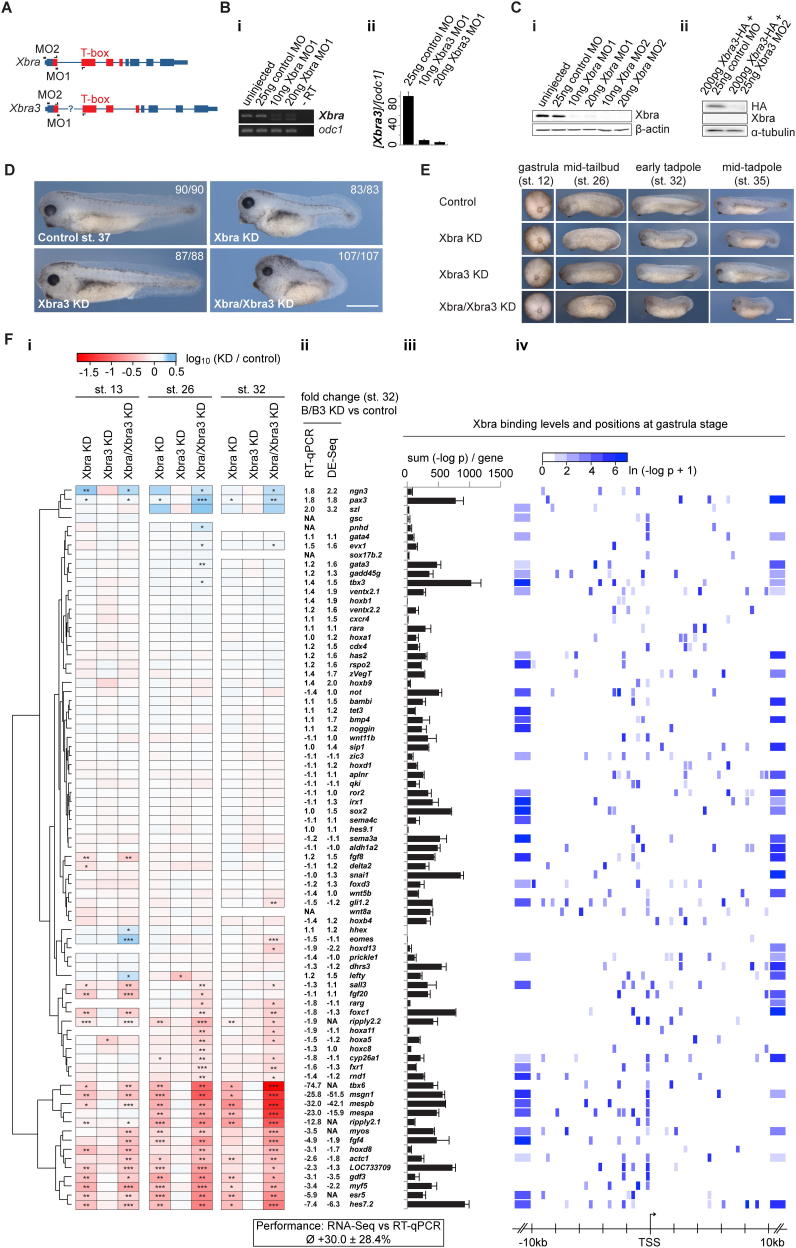
Transcriptional Misregulation of Xbra Target Genes Induced by the Single and Combined Knockdown of Xbra and Xbra3 Suggests Functional Redundancy between these Brachyury Paralogues and Reflects the Severity of Corresponding Phenotypes, Related to Figure 2 (A) Genomic architecture of *Xbra* and *Xbra3* in *X. tropicalis* including the position of the T-box within the first four exons (red). Black bars, position of splice- (MO1) and translation-blocking (MO2) morpholinos. Black ‘fish-hook’ arrows, position of PCR primers used to assess the efficiency of MO1. The length of the first intron of *Xbra3* is unknown because of a sequencing gap in the genome (JGI4.1). (B) Efficiency of blocking splicing of *Xbra* (i) and *Xbra*3 (ii) by the injection of corresponding MO1 at stage 10.5 (*Xbra*) and 12 (*Xbra3*). In contrast to 25 ng control MO, 10 or 20 ng *Xbra* MO1 caused cryptic splicing, which created multiple bands by diagnostic RT-PCR (i). *odc1*, loading control. -RT, PCR without reverse transcription. Efficiency of disrupting correct splicing of *Xbra3* was quantified by RT-qPCR taking into account melting curves to discriminate wild-type from cryptic templates. Compared to 25ng control MO, 10 or 20 ng of *Xbra3* MO1 reduced wild-type splicing to about 5%–10% (ii). Relative concentrations of *Xbra3* were normalized with *odc1*. Error bars, s.d. of biological duplicates. (C) Semiquantitative immunoblotting of endogenous Xbra protein levels at stage 11 upon injection of MO1 or MO2 at different doses (10 and 20 ng) compared to controls (uninjected and injected with 25 ng control MO) (i). Loading control, β-actin. Synthesis of 200 pg Xbra3-HA was inhibited in vivo by *Xbra3* MO2 compared to control MO (ii). ChIP-grade Xbra antibody did not recognize Xbra3-HA. Loading control, α-tubulin. (D) The embryo was consistently truncated along its antero-posterior axis, more strongly by the double Xbra/Xbra3 knock-down (KD) than the single Xbra KD. No defects were observed for Xbra3 KD embryos. By tadpole stage, Xbra/Xbra3 morphants were severely truncated to the extent that the tail was hardly elongating. Statistics given here in the top right corner of every picture were from one single experiment recorded at stage 37. Scale bar, 0.5 mm. (E) Developmental time course of embryos injected with MO1 and MO2 (5 ng each) to knock down Xbra and Xbra3 individually and simultaneously. Scale bar, 0.5 mm. (F) Clustered differential expression profile (Xbra, Xbra3 and Xbra/Xbra3 KD versus control) for some Xbra target genes: (i) Transcriptional fold changes induced by the KD of Xbra, Xbra3 or Xbra/Xbra3 were determined at stage 13 (early neurula), 26 (mid-tailbud) and 32 (early tadpole) by RT-qPCR (n = 3), logarithmised, clustered and visualized as a heat map (red, downregulated; blue, upregulated). ≥ 1.5-fold transcriptional mis-regulation: ^∗^, FDR < 10%; ^∗∗^, FDR < 1%; ^∗∗∗^, FDR < 0.1%. (ii) If available, the fold change of transcription is indicated for Xbra/Xbra3 (B/B3) KD compared to control embryos at stage 32 calculated by RT-qPCR and RNA-Seq/DESeq (DE-Seq). Floating-point numbers preceded by a minus symbol indicate a downregulation. NA indicates that differential expression data could not be obtained from the RNA-Seq experiment since the transcriptome assembly (JGI4.1) used for the alignment did not contain the sequences for *esr5*, *myos*, *ripply2.1*, *ripply2.2* and *tbx6*. Differential expression data was subsequently complemented with these missing genes. A comparison of 70 genes indicated that RNA-Seq followed by DESeq (Anders and Huber, 2010) resulted in an average 30% (s.d. +/−28.4%) greater positive fold change than RT-qPCR. (iii, iv) Xbra binding levels and positions per selected target gene at gastrula stage. (iii) Quantification of binding per target gene (sum [-log p]). Error bar, s.d. of biological duplicates. (iv) Xbra binding pattern closest to selected target genes. DNA occupancies were binned at 400-bp intervals between 10 kb up- and downstream from the corresponding TSS. Beyond this range Xbra binding events were collected into single bins. DNA occupancy was visualized as a heat map according to the natural logarithm (ln) of [-log p + 1].

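Of the 79 names in the panel, 6 matched no gene of the count table (*aplnr*, *esr5*, *LOC733709*, *ripply2.1*, *ripply2.2* and *tbx6*), and 2 (*fgf4* and *hhex*) had fewer than 10 reads over the 6 stage 32 libraries, which left 71 genes. The table lists *myos* (ENSXETG00000030651) with 2 transcripts, at 3.07 ± 1.20 CPM (SD, n = 3 libraries) in Xbra/Xbra3 KD embryos and 6.99 ± 0.482 CPM in control embryos, a log2 fold change of -1.18 (standard error 0.28, FDR 0.0437 from edgeR's quasi-likelihood test).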

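Over the 71 panel genes that the count table covers, the median RNA-seq log2 fold change at stage 32 was 0.18, with 28 genes lower and 43 higher in Xbra/Xbra3 KD embryos. An FDR below 10% was reached by 11 genes that were lower and 12 that were higher (28 genes adjusted over the list alone), and by 42 genes with the replicate number as a block. Over the 3 same-numbered pairs of libraries the panel's median had an SD of 0.0993. It was 0.25 when only the library size was used and 0.25 when the libraries were scaled to the reference genes, and 0.02 without control replicate 2. The median of all genes tested was 0.01, 0.08 and 0.07 under TMM scaling, library size and reference genes.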

**Figure S3:**
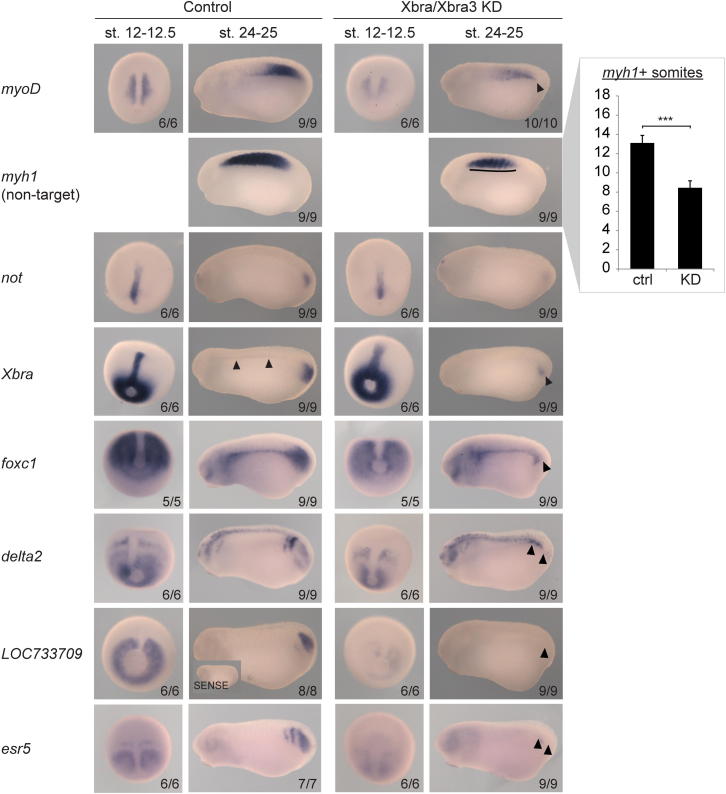
Transcriptional Misregulation of Xbra Target Genes Induced by the Combined Knockdown of Xbra and Xbra3 Affects Posterior Mesoderm Development, Related to Figure 2 WMISH on control and Xbra/Xbra3 KD embryos at late gastrula (stage 12-12.5) and mid-tailbud (24-25) stage for several Xbra target genes (*myoD*, *not*, *Xbra*, *foxc1*, *delta2*, *LOC733709* and *esr5*) and muscle differentiation marker *myh1*. Arrowheads and line indicate loss of posterior mesoderm development (*myoD*, *not*, *Xbra*, *foxc1*, *delta2*, *LOC733709* and *esr5*) and formation of irregularly shaped, anterior somites (*myh1*) upon Xbra/Xbra3 KD. Number of *myh1*+ somites (n = 9) formed by stage 24-25 plotted for control and Xbra/Xbra3 KD embryos (error bar, s.d.; two-tailed Student’s t test: ^∗∗∗^p < 0.001). The sense probe of the uncharacterized gene *LOC733709* did not produce any staining as shown on a mid-tailbud embryo. Statistics in bottom right corner indicate the number of embryos observed with the depicted WMISH pattern versus the number of embryos analyzed in total. Views: stage 12-12.5, dorso-posterior; stage 24-25, lateral, posterior end to the right. Scale bar, 0.5 mm.

**Figure S4:**
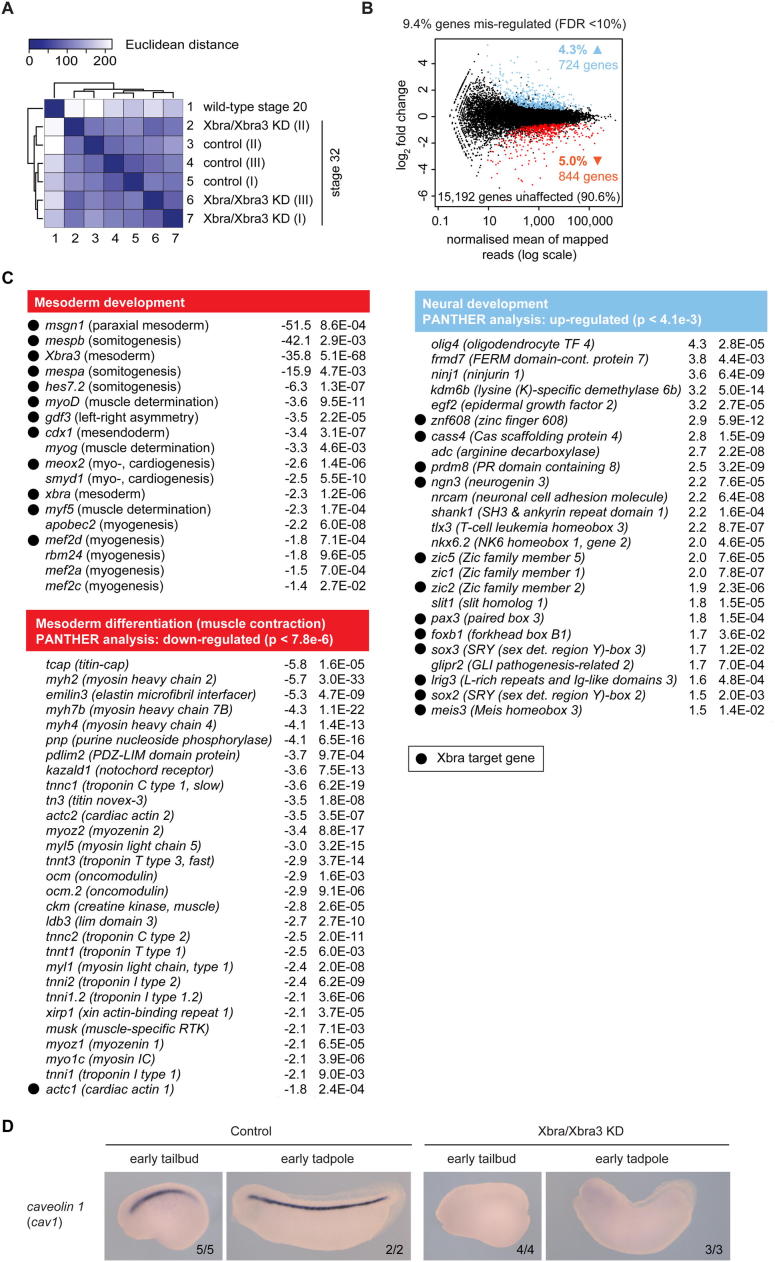
Transcriptome Analysis of Xbra/Xbra3-Depleted Early Tadpoles Confirms Cell Identity Shift from Mesoderm to Neurectoderm, Related to Figure 2 (A) Hierarchically clustered heat map of transcriptional profiles (RNA-Seq) of control and Xbra/Xbra3 KD embryos at early tadpole stage (stage 32) in biological triplicates based on Euclidean distances. Wild-type embryos (stage 20) were used as an outlier. We note considerable biological variation among biological replicates (I and III versus II) causing clustering irrespective of KD condition. (B) Plot of averaged read count between the control and KD condition versus the log_2_ fold change between Xbra/Xbra3 KD and control embryos. Under the condition of 10% FDR, 724 genes were declared as upregulated (4.3%, blue dots), 844 genes as downregulated (5.0%, red dots) and 15,192 genes as not significantly differentially expressed (90.6%). (C) Statistical significance of gene mis-regulation (≥1.5-fold, FDR < 10%) specific to mesoderm (downregulated; p < 7.8e-6) and neurectoderm (upregulated; p < 4.1e-3) was based on the Mann-Whitney U test using the PANTHER classification system (Mi et al., 2007). Early embryonic tissue-specific data sets were manually curated. Tables list mis-regulated genes (including fold changes and p-values adjusted with the Benjamini-Hochberg procedure) mainly associated with the biological process of mesoderm development (gene abbreviations are followed by the gene-associated mesodermal process in parentheses), muscle contraction (PANTHER GO term) and neural development (PANTHER GO term). A minus preceding the floating-point number of the fold change indicates a downregulation. Genes marked with a dot were associated with Xbra binding. (D) WMISH for *caveolin-1 (cav1)* at early tailbud and early tadpole stage illustrates the loss of notochord development upon Xbra/Xbra3 KD. Statistics in bottom right corner indicates the number of embryos observed with the depicted WMISH pattern versus the number of embryos analyzed in total.

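Euclidean distances between the libraries were computed from log2 CPM of 17054 genes (prior count 2). Libraries of the same group lay 89.0 ± 11.0 apart (SD, n = 6 pairs of libraries), KD and control libraries with the same replicate number 95.3 ± 3.77 (n = 3), and KD and control libraries with different numbers 115 ± 10.7 (n = 6). The first pair of means differed by less than the SD of the pairs within groups. Between KD replicates 1 and 2, 2 and 3, and 1 and 3 the distances were 99.4, 83.5 and 81.5, and between the control replicates in the same order 104, 90.5 and 75.3. The stage 20 library lay at least 166 from every stage 32 library. Average linkage of the 6 stage 32 libraries parted the 3 KD from the 3 control libraries, as it did on DESeq2's variance-stabilised counts. On the 500 most variable genes of the 7 libraries it parted replicate 2 of both groups from replicates 1 and 3. On the 500 most variable genes of the 6 stage 32 libraries, a choice made after seeing the data, it parted KD from control libraries again.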

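All 18 genes of the mesoderm table were lower in Xbra/Xbra3 KD embryos in the deposited counts, with a median log2 fold change of -1.45, and 16 of them had an FDR below 10% from edgeR's quasi-likelihood test. Of the 29 muscle genes, 25 were tested, all lower (median -1.44), 24 of them with an FDR below 10%. Of the 25 neural genes, 23 were tested, all higher (median 1.09), 21 of them with an FDR below 10%. Adjusted over the list alone, all of the tested genes passed in each table, which is not independent evidence because the lists were chosen on these libraries. The genes that did not pass over all genes were *meox2* (log2 fold change -0.69, FDR 0.252), *mef2d* (-0.73, FDR 0.154), *tcap* (-2.54, FDR 0.115), *adc* (1.43, FDR 0.132) and *meis3* (0.58, FDR 0.136). With the replicate number as a block each of the 5 passed (FDR 0.00366 to 0.0867). *tcap* rested on control replicate 2, which held 1136 reads against 144 and 111 in the other two control libraries; without it the log2 fold change was -0.89. *adc* held 6098 reads in KD replicate 3 against 19427 and 24954 in KD replicates 1 and 2. In KD replicate 3 it stood at 55.6 CPM, below the 57.6 CPM of control replicate 3, so it was not higher in every pair.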

**Figure S5:**
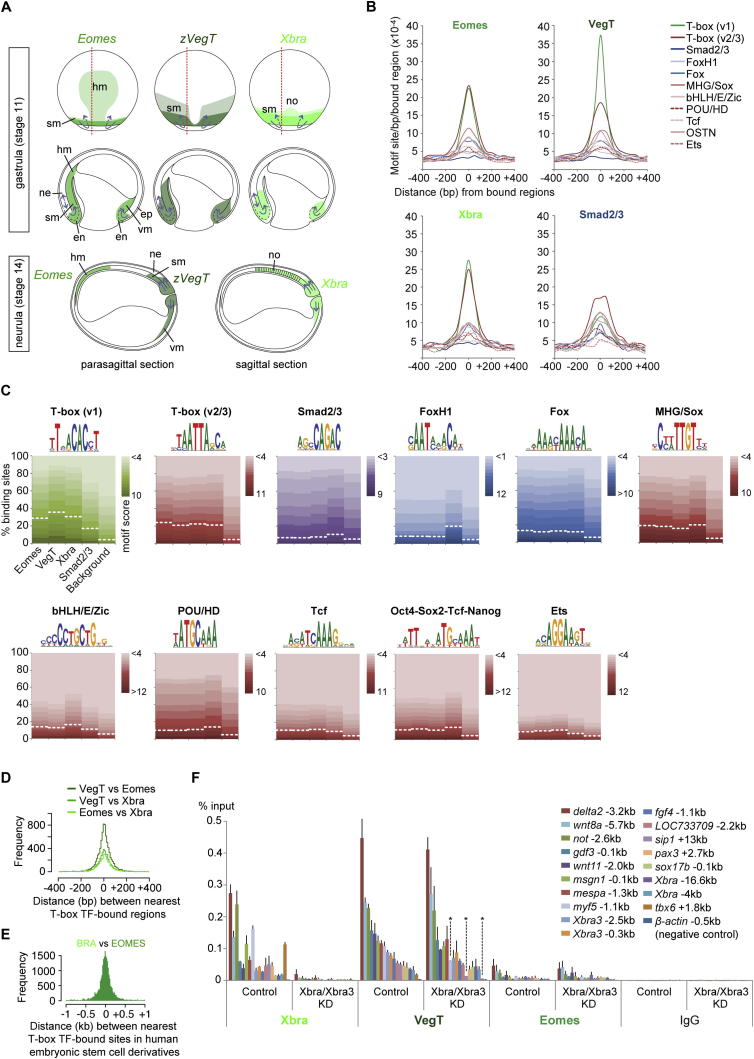
Expression Patterns and Binding Characteristics of Eomes, VegT, and Xbra in *Xenopus* Embryos during Gastrulation, Related to Figure 4 (A) Expression pattern scheme of *Eomes*, *VegT* and *Xbra* at gastrula (dorsal view and parasagittal section as indicated with ventral side to the right) and early neurula (sagittal and parasagittal section with posterior end to the right) based on our own WMISH and WMIHC (not shown) and published expression data (Fukuda et al., 2010; Horb and Thomsen, 1997; Ryan et al., 1996; Smith et al., 1991; Stennard et al., 1996, 1999; Zhang and King, 1996). At early gastrula stage, *Eomes* and *VegT transcripts* are also found in vegetal endoderm (omitted in figure). Blue arrows, morphogenetic movements (Stern, 2004). Abbreviations: en, endoderm; ep, epidermis; hm, head mesoderm; ne, neurectoderm; no, notochord; sm, somitic mesoderm; vm, ventral mesoderm. (B) Density maps of enriched motifs found in genomic regions bound by Eomes, VegT, Xbra and Smad2/3 in vivo show that their bindings correlate with highest enrichment for the T-box TF motif. (C) Motif enrichments for several DNA-binding factors were calculated from genome-wide binding maps for Eomes, VegT, Xbra (this study) and Smad2/3 (Yoon et al., 2011) using Homer Perl scripts (Heinz et al., 2010) and normalized to 5% background (see dashed line in diagrams for each motif). The underlying motif score was used to create the density maps (B). We note that the consensus motif of FoxH1 known to interact with Smad2/3 (Chen et al., 1997; Watanabe and Whitman, 1999; Zhou et al., 1998) is as enriched at Smad2/3 binding sites as T-box or MHG/Sox motifs. The same MHG/Sox motif is also found at T-box TF binding sites. (D) Histograms based on pairwise (Xbra versus Eomes, Xbra versus VegT and Eomes versus VegT) calculations of distances between the nearest peaks (FDR ≤ 1%) of two different T-box TFs in frog gastrula embryos. (E) Histograms based on pairwise calculations of shortest distances between BRACHYURY and EOMES binding positions in human mesoderm and definitive endoderm (Teo et al., 2011) derived from embryonic stem cells in vitro. (F) ChIP-qPCR for Xbra, VegT and Eomes on control and Xbra/Xbra3-depleted late gastrula embryos (stage 12). DNA occupancy plotted as percentage of DNA input. Error bars, s.d. of biological duplicates. Two-tailed Student’s t test indicates significant reduction (^∗^) of VegT recruitment to genomic regions 1.1kb upstream of *myf5* (p = 0.11), 1.8kb upstream of *tbx6* (p = 0.11) and 13kb downstream of *sip1* (p = 0.07) upon Xbra/Xbra3 KD. All other VegT and Eomes binding events seem not to be or non-significantly affected by the KD of Xbra/Xbra3 at stage 12.

**Figure S6:**
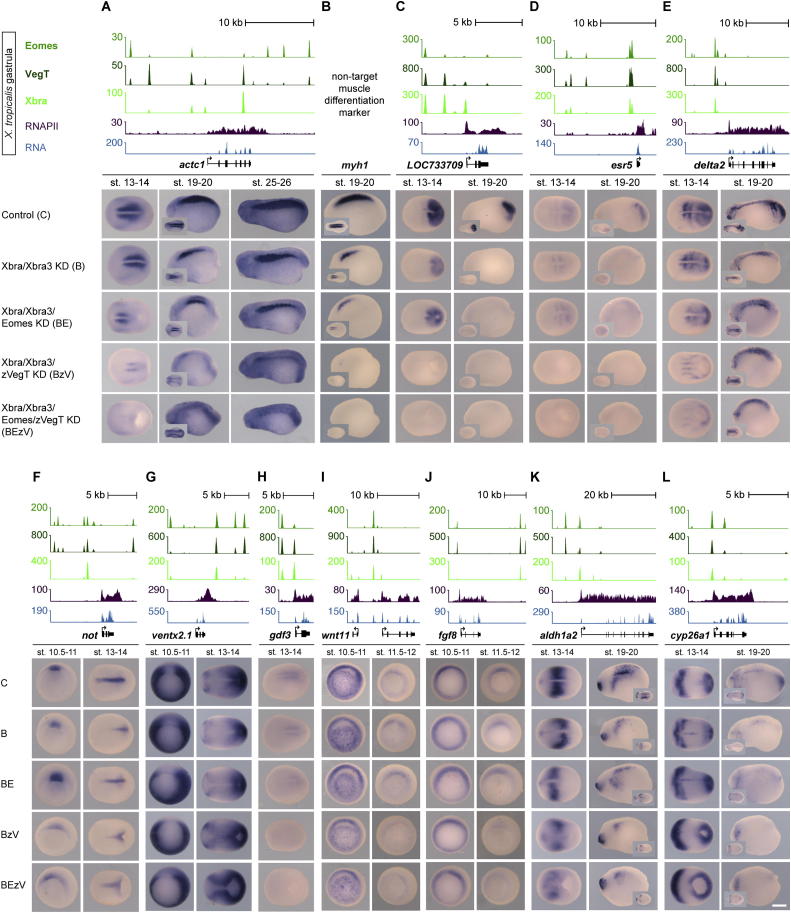
Combined Loss of T-box TFs Abrogates Neuromesodermal Bipotency, Paraxial Mesoderm Development, and other Mesoderm-Associated Developments, Related to Figure 6 Gastrula-staged snapshots of Eomes, VegT and Xbra binding nearby *actc1* (A), *LOC733709* (C), *esr5* (D), *delta2* (E), *not* (F), *ventx2.1* (G), *gdf3* (H), *wnt11* (I), *fgf8* (J), *aldh1a2* (K) and *cyp26a1* (L). RNAPII and poly(A) RNA transcript profiles are taken from Akkers et al. (2009). WMISH on control, Xbra/Xbra3, Xbra/Xbra3/Eomes, Xbra/Xbra3/zVegT and Xbra/Xbra3/Eomes/zVegT KD embryos for target genes (A),(C)-(L) and the muscle-specific differentiation marker *myosin heavy chain 1* (*myh1*) (B) at distinct developmental stages. Early (stage 10.5-11) and late (stage 11.5-12) gastrula, vegetal view; early neurula (stage 13-14), dorsal view; early tailbud (stage 19-20), lateral view (small image, dorsal view); mid-tailbud (stage 25-26), lateral view; embryos from stage 13-20, posterior to the right. Scale bar, 0.5 mm.

**Figure S7:**
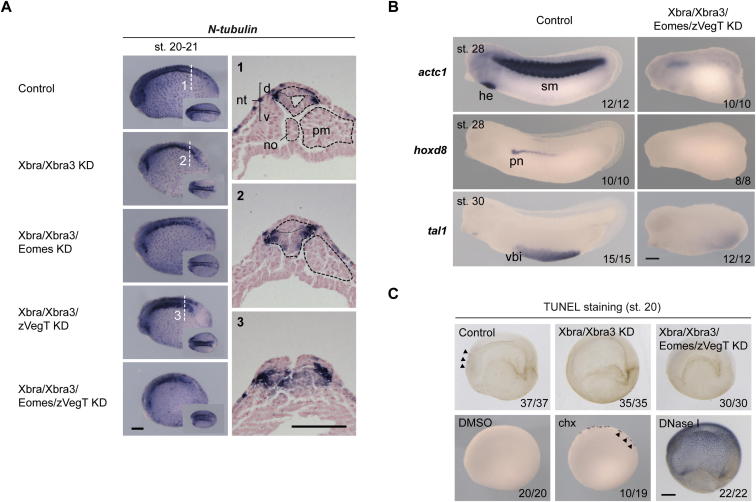
Combined Loss of T-box TFs Causes Embryos to Produce Excess Neural Tissue at the Expense of Axial and Paraxial Mesoderm and in the Absence of Apoptosis, Related to Figure 6 (A) WMISH on control, Xbra/Xbra3, Xbra/Xbra3/Eomes, Xbra/Xbra3/zVegT and Xbra/Xbra3/Eomes/zVegT KD embryos for neural differentiation marker *N-tubulin* at early tailbud stage (stage 20-21, lateral view). 1, 2 and 3 mark the position of cross-sections through control, Xbra/Xbra3 KD and Xbra/Xbra3/zVegT KD embryos. Abbreviations: no, notochord; nt, neural tube (d, dorsal; v, ventral); pm, paraxial mesoderm. (B) WMISH for *actc1*, *hoxd8* and *tal1* at late tailbud stage illustrates the loss of mesodermal derivatives such as skeletal muscle (sm), heart (he), pronephros (pn) and ventral blood island (vbi) upon Xbra/Xbra3/Eomes/zVegT KD. Statistics in bottom right corner indicates the number of embryos observed with the depicted WMISH pattern versus the number of embryos analyzed in total. (C) TUNEL staining on control, Xbra/Xbra3 and Xbra/Xbra3/Eomes/zVegT KD embryos (cleared with Murray’s clear) at early tailbud stage (stage 20). Positive controls, embryos treated for 4 hr in 35 μM cycloheximide (chx) and fixed embryos incubated with DNase I. Arrowheads mark apoptotic cells in the brain region (where apoptosis can occasionally be observed in embryos even under normal conditions) and the posterior nervous system induced by cycloheximide. Scale bar, 0.2 mm.

# Supplementary material for: In Vivo T-Box Transcription Factor Profiling Reveals Joint Regulation of Embryonic Neuromesodermal Bipotency
**Source:** Cell Rep. 2013 Sep 26;4(6):1185–96. doi: 10.1016/j.celrep.2013.08.012
**Supplement:** Table S3. Positively Regulated Target Genes Feature Enriched DNA Occupancy of Xbra at Promoter-Proximal and Intermediate Upstream Regions, Related to Figure 3 — Statistical significance (p value) of enriched DNA occupancies of Xbra within indicated genomic regions was calculated for different sets of target genes (sum [−log p] ≥ 25) and two developmental stages (gastrula and early tail bud) by means of a one-tailed Mann-Whitney U test. Target genes were grouped according to their transcriptional misregulation (≥1.5-fold; FDR < 10%) upon Xbra/Xbra3 KD at stage 32 (early tadpole). All target genes (sum [−log p] ≥ 25) as well as subsets of them without up- or downregulated genes, respectively, were used as controls. The second row of each developmental stage contains p values calculated from datasets from which no (zero) DNA occupancies were excluded. By means of this test, we asked whether set 1 (ordinate) shows higher DNA occupancy levels than set 2 (abscissa). See Extended Experimental Procedures for further details.

gastrula

zero DNA occupancy excluded

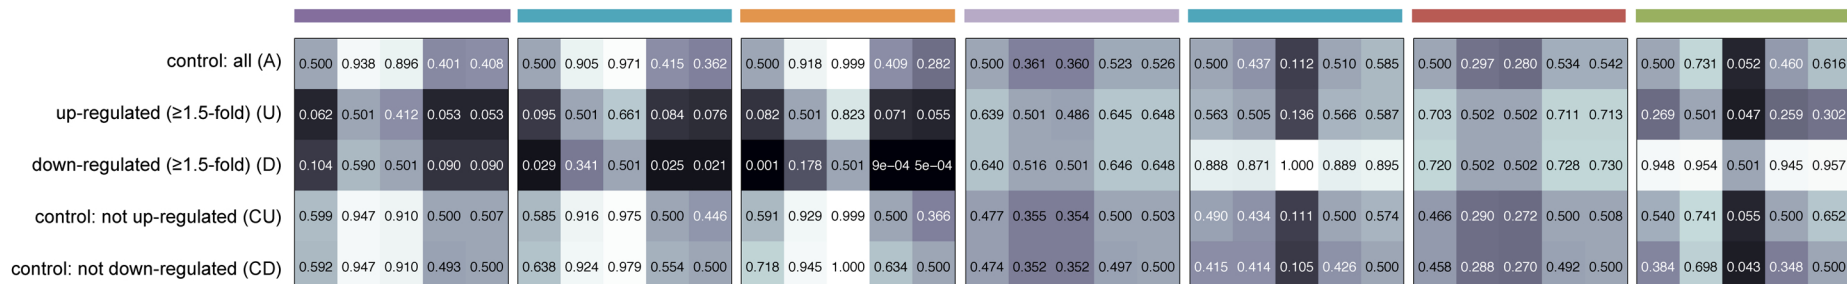

early tailbud

zero DNA occupancy excluded

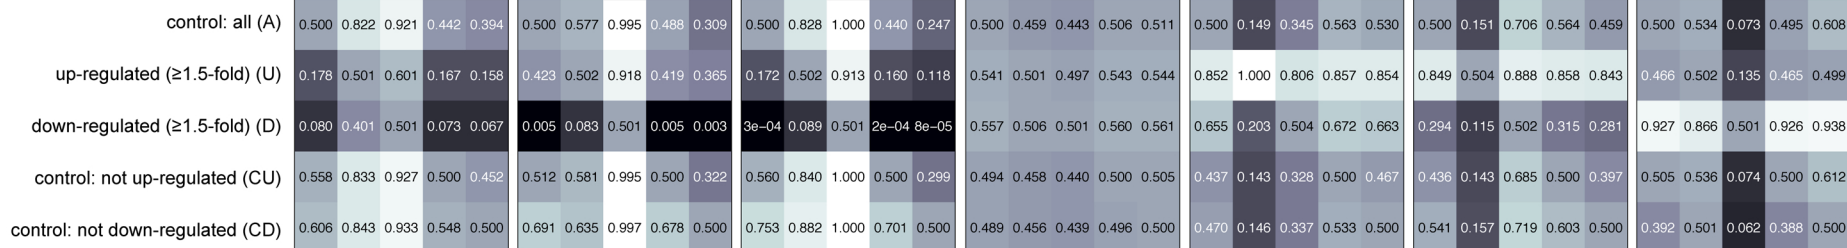

set 1

set 2

0 0.2 0.4 0.6 0.8 1

one-tailed Mann-Whitney U test (p-value)

# Supplementary material for: In Vivo T-Box Transcription Factor Profiling Reveals Joint Regulation of Embryonic Neuromesodermal Bipotency
**Source:** Cell Rep. 2013 Sep 26;4(6):1185–96. doi: 10.1016/j.celrep.2013.08.012
**Supplement:** Document S1. Article plus Supplemental Information

# In Vivo T-Box Transcription Factor Profiling Reveals Joint Regulation of Embryonic Neuromesodermal Bipotency

George E. Gentsch,<sup>1,2,3,\*</sup> Nick D.L. Owens,<sup>1</sup> Stephen R. Martin,<sup>4</sup> Paul Piccinelli,<sup>1</sup> Tiago Faial,<sup>1,3,5</sup> Matthew W.B. Trotter,<sup>5</sup> Michael J. Gilchrist,<sup>1</sup> and James C. Smith<sup>1,2,3,\*</sup>

<http://dx.doi.org/10.1016/j.celrep.2013.08.012>

This is an open-access article distributed under the terms of the Creative Commons Attribution License, which permits unrestricted use, distribution, and reproduction in any medium, provided the original author and source are credited.

## SUMMARY

The design of effective cell replacement therapies requires detailed knowledge of how embryonic stem cells form primary tissues, such as mesoderm or neurectoderm that later become skeletal muscle or nervous system. Members of the T-box transcription factor family are key in the formation of these primary tissues, but their underlying molecular activities are poorly understood. Here, we define in vivo genome-wide regulatory inputs of the T-box proteins Brachyury, Eomesodermin, and VegT, which together maintain neuromesodermal stem cells and determine their bipotential fates in frog embryos. These T-box proteins are all recruited to the same genomic recognition sites, from where they activate genes involved in stem cell maintenance and mesoderm formation while repressing neurogenic genes. Consequently, their loss causes embryos to form an oversized neural tube with no mesodermal derivatives. This collaboration between T-box family members thus ensures the continuous formation of correctly proportioned neural and mesodermal tissues in vertebrate embryos during axial elongation.

## INTRODUCTION

As the vertebrate embryo elongates along its anteroposterior axis, primary tissues are produced in a continuous fashion to form trunk and tail. This process is thought to occur as a continuation of gastrulation, during which period primary tissues, such as neurectoderm and mesoderm, emerge for the first time. Recent research concluded that axial elongation is driven mainly by neuromesodermal stem cells at the caudal end of the embryo that go on to form the posterior nervous system and mesodermal derivatives, such as skeletal muscle and notochord (Davis and Kirschner, 2000; Gont et al., 1993; Tzouanacou et al., 2009).

Prominent among the genes that influence the fate of early embryonic cells are members of the T-box transcription factor (TF) family, including *Brachyury* (also known as *T*), *Eomesodermin* (*Eomes*), and *VegT*. For example, mouse embryos that lack *Brachyury* fail to form mesoderm posterior to somites 8–12 (Chesley, 1935). Previous analyses of *Brachyury* (*Xbra*), *Eomes*, and *VegT* in the *Xenopus* embryo have focused on their expression patterns, their powerful transactivation activities, and their ability to cause isolated ectodermal tissue to activate mesoderm-specific genes (Showell et al., 2004). However, the way in which T-box TFs exert such profound effects in vertebrate embryos during normal development remains poorly understood.

By combining genome-wide chromatin profiling, gain- and loss-of-function experiments, and quantification of DNA binding dynamics, we now provide mechanistic insights into the T-box-mediated cell fate switches that cause neural and mesodermal tissues to form in the correct proportions along the rostrocaudal axis of the vertebrate embryo. Mesodermal cell fate is defined by multiple T-box TFs, and their combined loss restricts the fates of neuromesodermal stem cells such that the embryo forms excess neural tissue at the expense of mesoderm.

## RESULTS

### *Xbra* Is Stably Recruited to Motif Variants in Early Development

To discover how T-box TFs regulate primary tissue formation in vivo, a genome-wide binding map was first created for *Xbra* in *X. tropicalis* gastrula embryos (stages 11–12.5) by chromatin immunoprecipitation coupled to deep sequencing (ChIP-seq) (Figure 1A). A protocol (Extended Experimental Procedures) was developed to efficiently extract and shear chromatin from crosslinked *Xenopus* and zebrafish embryos (Figures S1A–S1D). During gastrulation, *Xbra* expression occurs predominantly in nascent mesoderm and in the forming notochord (Figures 4A and S5A). Peak calling (false discovery rate [FDR] ≤ 1%) identified ~5,500 *Xbra* binding sites (Table S1) across the nearly fully sequenced (~88%) genome of *X. tropicalis* (JGI4.1). More than half of *Xbra* binding was detected upstream of

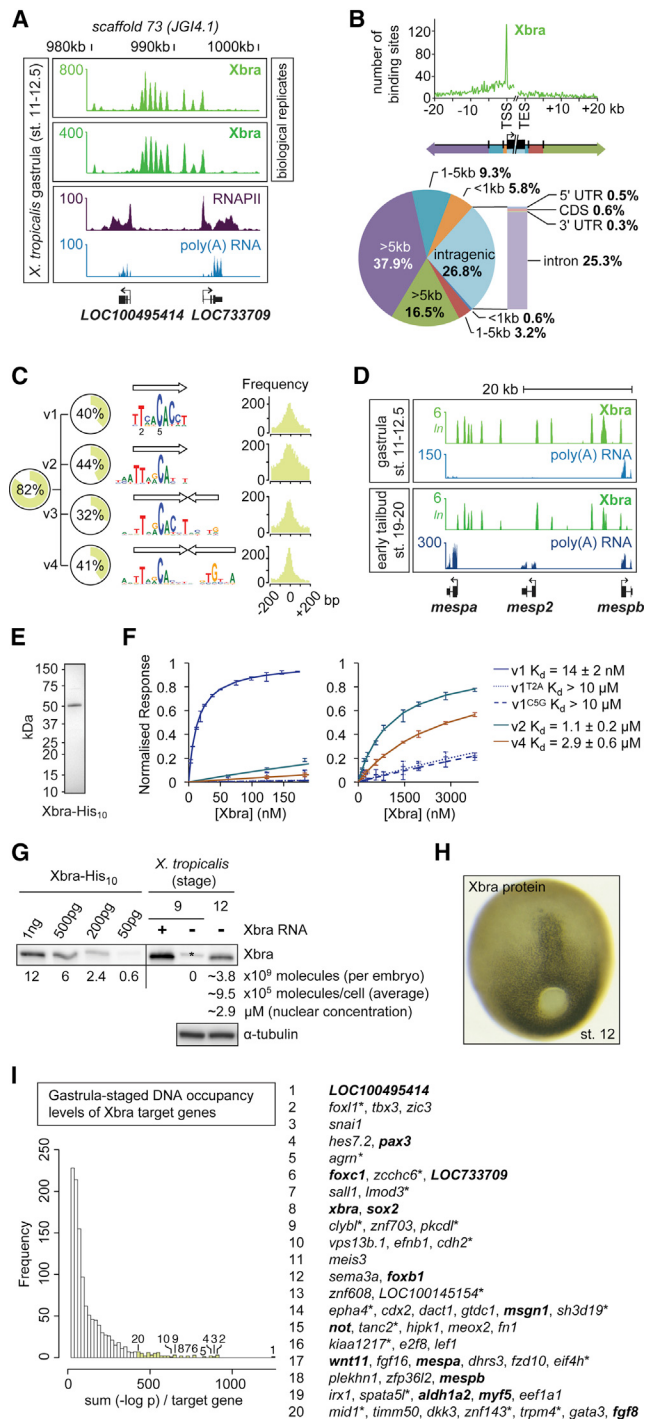

**Figure 1. Xbra Is Stably Recruited to Mono- and Dimeric Motif Variants in the *X. tropicalis* Genome during Early Embryogenesis**

(A) Excerpt of normalized Xbra binding at gastrula stage. RNAPII and poly(A) RNA profile from Akkers et al. (2009).  
(B) Genomic distribution of Xbra binding sites (FDR  $\leq 1\%$ ) relative to the start (TSS) and end (TES) of transcription of nearest target genes.  
(C) De novo motif discovery analysis of Xbra-bound regions with coverage, sequence logo, and positional distribution for each T-box motif variant (v1–v4). Arrow indicates monomeric binding site.

$\sim 2,700$  Ensembl genes, determined according to their shortest distances from Xbra binding sites (Figure 1B). However, a significant number of genes showed binding at lower rather than higher levels (Figure 1I), suggesting that many of them are not regulated by this TF in a way that achieves biological relevance (Biggin, 2011). Most Xbra binding occurred within 400 bp of the transcription start site (TSS), with more than a quarter within gene bodies, mostly in introns (Figure 1B). A de novo search for enriched motifs at Xbra binding sites identified four related motif variants (v1–v4), which, with some overlapping coverage, together account for 82% of binding sites detected at the gastrula stage, suggesting that they are involved in Xbra binding (Figure 1C). However, we note that some peaks do not include any of these variants and that many recognition sites elsewhere in the genome are not occupied by Xbra (Figure S1E). This suggests that Xbra binding in vivo is influenced by other factors, such as tethered binding to other proteins and chromatin accessibility (Neph et al., 2012). The 9 bp motif v1 resembles the consensus sequence TVWCACCH selected by Xbra in vitro (Conlon et al., 2001), but, like motifs v2–v4, it includes an additional 5' thymine that is likely to make hydrophobic contact with a loop of the Xbra T-domain (Müller and Herrmann, 1997). All discovered motif variants include an adenine preceded by a cytosine, with the corresponding guanine being the main contact point for the T-domain in the major groove of dsDNA (Müller and Herrmann, 1997). Motif v2 retains a strong preference for the initial pair of thymines of v1 and the cytosine followed by an adenine, whereas v3 and v4 comprise partial and almost complete palindromes. Motifs v3 and v4 are more degenerate than v1 and v2, except for the main contact bases of the T-box motif.

The affinities between native full-length Xbra protein (Figure 1E) and DNA motifs v1, v2, and v4 were confirmed in vitro by surface plasmon resonance (Figure 1F). Motif variant v1 showed the strongest affinity for Xbra, with half of the available

(D) Comparison of Xbra binding at gastrula and early tail bud stage near *mespa* gene cluster with poly(A) RNA profile from Akkers et al. (2009) and this study.  
(E) Coomassie staining of 0.5  $\mu$ g purified Xbra-His<sub>10</sub> run on a SDS-polyacrylamide gel.  
(F) Surface plasmon resonance diagrams (normalized response versus Xbra concentration) including  $K_d$  values for the interaction between native Xbra protein and different DNA motifs (v1, v2, and v4). Superscript T2A and C5G refer to base changes introduced in v1.  
(G) Quantification of Xbra protein levels in midgastrula embryos (stage 12) by western blotting with standard curve of purified Xbra-His<sub>10</sub> as indicated. Positive control, pregastrula embryo (stage 9) injected with RNA encoding untagged Xbra. Protein extracts equivalent to two embryos at stages 9 (negative control) and 12 were loaded. Asterisk marks nonspecific band seen at stage 9. The same band is present at the same intensity in the absence of Xbra at stage 12 (data not shown), and its intensity was therefore subtracted from the Xbra band for quantification. Further calculations (molecules/cell) and nuclear concentrations ( $\mu$ M) are based on an estimated 4,000 Xbra-positive cells at stage 12 ([H]; Cooke, 1979), a nuclear envelope (sphere) surface of  $\sim 300 \mu\text{m}^2$  (Levy and Heald, 2010), and 90% of Xbra being nuclear. Loading control,  $\alpha$ -tubulin.  
(H) Whole-mount immunohistochemistry of Xbra protein in a midgastrula embryo (stage 12).  
(I) Histogram of nearest gene-associated Xbra binding levels as detected by ChIP-seq. The asterisk indicates genes with nearest Xbra binding  $>10$  kb from TSS. Genes in bold are mentioned elsewhere in this study. See also Figure S1 and Table S1.

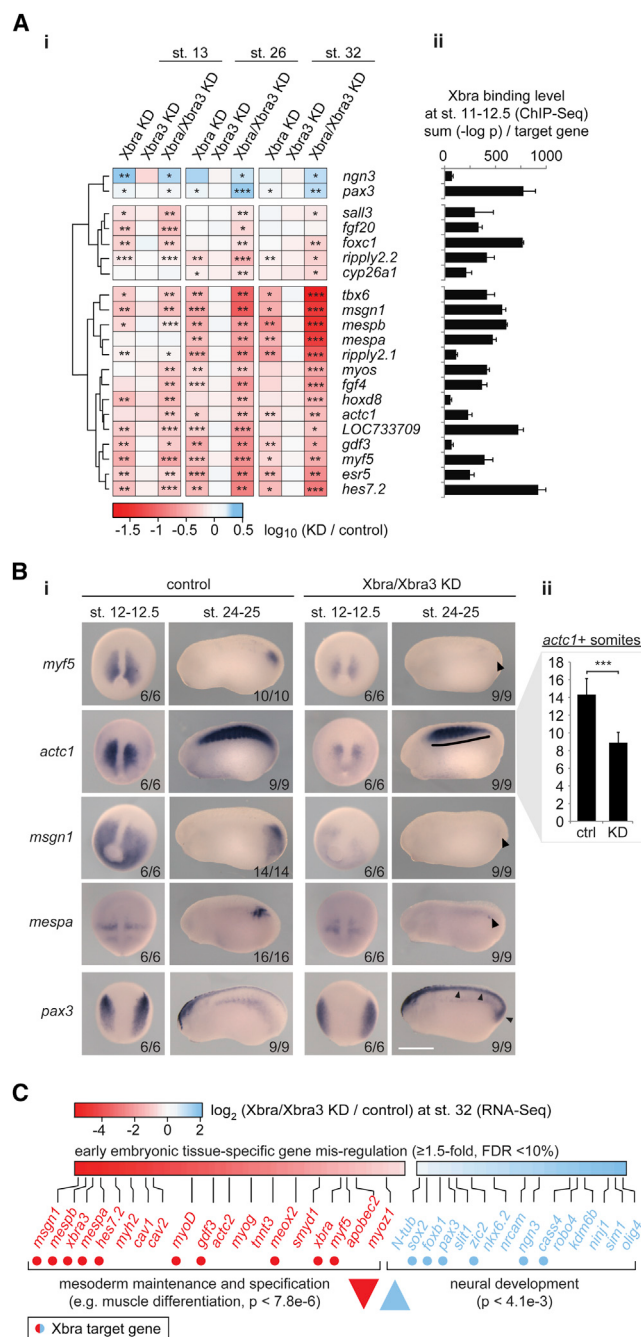

**Figure 2. Brachyury Paralogues Xbra and Xbra3 Balance Mesodermal over Neural Fate and Prime Mesoderm for Differentiation**

(A) Differential expression profile ( $n = 3$ ) of Xbra target genes. Transcriptional fold changes upon Xbra, Xbra3, or Xbra/Xbra3 KD determined at stage 13 (neurula), 26 (midtail bud), and 32 (early tadpole) by RT-qPCR (i), logarithmized, clustered, and visualized as heat map. Gene-associated total Xbra binding levels (ii) detected at stages 11–12.5 (gastrula) by ChIP-seq ( $n = 2$ ).

(B) WISH (i) of control and Xbra/Xbra3 KD embryos for selected Xbra target genes at stages 12–12.5 (late gastrula) and 24–25 (midtail bud). Arrowheads and line indicate loss of posterior mesoderm (*myf5*, *msgn1*, *mespa*), formation of irregular, anterior somites (*actc1*), and ectopic or elevated expression within tail bud and dorsal nervous system (*pax3*). The scale bar represents 0.5 mm. (ii)

sites occupied at an Xbra concentration of  $\sim 14$  nM (the dissociation constant,  $K_d$ ). Base changes at the most strongly conserved positions 2 (alanine for thymine) or 5 (guanine for cytosine) of v1 caused this affinity to drop  $\sim 1,000$ -fold. The average nuclear concentration of Xbra at the midgastrula stage was quantified as  $\sim 2.9$   $\mu$ M (Figures 1G and 1H). This is 200 times greater than the  $K_d$  of v1, suggesting that the great majority of accessible v1 motifs are likely to be bound at any time. Motifs v2 and v4 show lower affinities for Xbra of  $\sim 1.1$   $\mu$ M and  $\sim 2.9$   $\mu$ M, respectively, suggesting that their occupancies are more sensitive to changes in Xbra concentration. However, it cannot be excluded that Xbra-associating proteins further influence the stability of these interactions in vivo.

The gastrula-stage genome-wide Xbra binding profile was then compared with that of early tail bud embryos at stages 19 and 20, when Xbra expression is confined to the notochord and the caudal end of the embryo (Figure 4A). This comparison indicated that at least 94% of the Xbra binding sites are maintained (overlap  $\leq 100$  bp) beyond gastrulation (Figures 1D, S1F, and S1G), with at least 97% of target genes being bound at both stages (Figure S1H). However, DNA occupancy levels of target genes did alter slightly between gastrula and early tail bud stages (Figure S1I). These results are consistent with the notion that gastrula and early tail bud embryos contain the same kind of Xbra-expressing cells, including neuromesodermal stem cells (Davis and Kirschner, 2000; Gont et al., 1993; Tzouanacou et al., 2009).

### Xbra Balances Mesodermal over Neural Cell Fates

Of the genes that are bound by Xbra, a few have particularly high DNA occupancies within 10 kb of the TSS (Figures 1I and S1J), and we asked whether these are regulated by this T-box TF. The *X. tropicalis* genome contains two nearly syn-expressed Brachyury paralogues, Xbra and Xbra3, and their activities were inhibited by use of splice- and translation-blocking antisense morpholino oligonucleotides (Figures S2A–S2C). In the course of these experiments, we discovered that the ChIP-grade Xbra antibody does not detect Xbra3 (Figure S2Cii), suggesting that the Xbra binding profiles do not include Xbra3 binding events. Knockdown of Xbra caused truncation of the embryonic body axis, whereas depletion of Xbra3 had little discernible effect. Depletion of both gene products caused a more severe truncation of the tail than did depletion of Xbra alone (Figures S2D and S2E).

Depleted embryos were transcriptionally profiled against controls by RT-quantitative PCR (qPCR) at early neurula, midtail bud, and early tadpole stages. Analysis of 78 of our putative Xbra target genes revealed that slightly less than half (37) were affected at one or more of these stages by at least 1.5-fold (FDR < 10%; Figures 2A and S2F) in either the single or double

Number of *actc1*+ somites formed by stage 24 and 25 in control and Xbra/Xbra3 KD embryos ( $n = 9$ ).

(C) Tissue-specific Gene Ontology (GO) term analysis of differentially expressed genes ( $\geq 1.5$ -fold; FDR < 10%) in transcriptome-wide study of control and Xbra/Xbra3 KD embryos at stage 32. Statistical significance (p) according to Mann-Whitney U test using PANTHER classification system (Mi et al., 2010). All error bars, SD of indicated biological replicates ( $n$ ).  $\geq 1.5$ -fold transcriptional misregulation: \*, FDR < 10%; \*\*, FDR < 1%; \*\*\*, FDR < 0.1%. See also Figures S2, S3, and S4 and Table S2.

knockdown of *Xbra* and *Xbra3*. Loss of just *Xbra* yielded results that resembled those of the double knockdown but were less severe and in line with the weaker phenotype, suggesting that *Xbra* and *Xbra3* act in a functionally redundant manner. Among the most significantly downregulated genes in *Xbra/Xbra3* knockdown embryos were seven involved in the maintenance and specification of paraxial mesoderm and the initiation of somitogenesis at the posterior end of the embryo: *tbx6* (Chapman and Papaioannou, 1998); *msgn1* (Yoon and Wold, 2000); *mespa* (Sparrow et al., 1998); *mespb*; *rippy2.1* (Chan et al., 2006); *hes7.2/esr4*; and *esr5* (Jen et al., 1999). The disruption of posterior mesoderm formation (see arrowheads in Figures 2B and S3) was confirmed by whole-mount in situ hybridization (WMISH) of several of our *Xbra* target genes, such as *Xbra* itself and markers of muscle (*myf5*, *myoD*, and *actc1*), notochord (*not*), paraxial mesoderm (*msgn1* and *foxc1*), and nascent somites (*delta2*, *mespa*, and *esr5*). The *Xbra/Xbra3* loss-of-function phenotypes, including reduced numbers of *actc1*+ or *myh1*+ somites, may derive in large part from the loss of these gene products (Figures 2B and S3). The *Xbra/Xbra3*-dependent target gene *LOC733709* (Figure S3), whose sequence and expression pattern is similar to that of *esr5* (Jen et al., 1999), may also be a component of the segmentation clock. We also note that the loss of Brachyury function causes significant misregulation of *Xbra* target genes in gastrula and early neurula embryos (Figures 2A, 2B, and S3), but this is not sufficient to completely disrupt the formation of anterior somites or to cause obvious morphological defects before the tail bud stage (Figure S2E).

Some *Xbra* target genes were identified as being upregulated in embryos lacking *Xbra/Xbra3*. These include *pax3* and *ngn3* (Figure 2A), both of which pattern the dorsal spinal cord (Bang et al., 1997; Nieber et al., 2009), and indeed, *pax3* showed increased expression in the posterior neural tube and ectopic expression in the tail bud (see arrowheads in Figure 2B), the source, at the posterior wall of the neurenteric canal, of paraxial mesoderm.

To substantiate Brachyury-dependent down- and upregulation, respectively, of mesoderm-specific and neurogenic genes, control and *Xbra/Xbra3* knockdown embryos were subjected to transcriptome-wide profiling (RNA-seq) at the early tadpole stage (Figure S4A; Table S2), when the knockdown phenotype was most pronounced and RT-qPCR suggested that transcriptional misregulation might be most dramatic. Loss of *Xbra/Xbra3* caused misregulation of 1,568 (FDR < 10%) out of 16,760 genes (9.4%), with about half downregulated and half upregulated (Figure S4B). Among the downregulated genes were *Xbra3* (35.8-fold), the notochord markers *cav1* (5.1-fold) and *cav2* (4.5-fold), and an overrepresented group (Mann-Whitney U test;  $p < 7.8 \times 10^{-6}$ ) of genes expressed in muscle, including *myh2* (5.9-fold) and *tnnc1* (3.6-fold). Upregulated genes enriched for neural differentiation ( $p < 4.1 \times 10^{-3}$ ) included *Xbra* targets, such as *sox2* (1.5-fold), *foxb1* (1.7-fold), *pax3* (1.8-fold), *zic2* (1.9-fold), and *ngn3* (2.2-fold; Figures 2C and S4C). These results confirm that loss of mesodermal identity, including muscle (Figure 2C) and notochord (Figure S4D), is accompanied by elevated expression of several neural genes, some of which are *Xbra* targets.

### DNA Occupancy Pattern of *Xbra* Correlates with Gene Activation

Loss of Brachyury caused downregulation of some target genes and upregulation of others. We asked whether the level and position of binding might discriminate between these genes ( $\geq 1.5$ -fold; FDR < 10%) and unaffected target genes.

To this end, gastrula and early tail bud *Xbra* binding profiles were compared with *Xbra/Xbra3* loss-of-function analyses at the early tadpole stage (Figure 3A). Downregulated and upregulated genes both overlapped to a small but significant extent with *Xbra* binding profiles (Fisher's exact test;  $p < 0.05$ ), with more downregulated target genes than upregulated. Similarly, compared to other target gene sets, downregulated genes showed a higher, statistically significant ( $p < 0.05$ ) binding level than upregulated genes at both proximal (<1 kb) and intermediate distances (1–5 kb) from their TSSs (Figures 3B; Table S3). This binding pattern was particularly prominent at target genes, such as *rippy2.2*, *mespa/b*, *Xbra3*, and *tbx6*, whose transcription was strongly activated by *Xbra/Xbra3* (Figure 3C). This group of genes also showed a slight enrichment for motif v1 when compared to all other gene sets, suggesting that affinity may play a role in regulating transcription (data not shown).

### T-box TF Family Members Bind and Regulate Overlapping Genes

Embryos lacking *Xbra/Xbra3* gastrulate normally (Figure S2E) and form mesodermal structures anterior to somites 8–12 (e.g., *actc*+ somites in Figure 2B). Other T-box TFs may complement *Xbra/Xbra3* to allow the formation of these anterior tissues. To test this, we extended our study to include *Eomes* and zygotic *VegT*, whose expression patterns around the blastopore and the posterior wall of the neurenteric canal resemble that of *Xbra* during gastrulation and neurulation, with the exception of the chordoneural hinge and notochord (Figures 4A and S5A).

DNA occupancies of *Eomes* and *VegT* were determined by ChIP-seq. Despite their different loss-of-function phenotypes and in vitro affinities for DNA sequences (Conlon et al., 2001; Fukuda et al., 2010), *Eomes* and *VegT* were recruited to the same genomic sites as *Xbra* during gastrulation (Figures 4B, 4C, and S5D) such that most, if not all, target genes were occupied by at least two of these T-box TFs (Figure 4G), suggesting that all three recognize the same binding motifs in vivo (Figures S5B and S5C). A comparison of Brachyury and *Eomes* (Teo et al., 2011) binding in mesoderm and definitive endoderm derived from human embryonic stem cells reached a similar conclusion (Figure S5E). However, we have no evidence for competition between T-box TFs for individual T-box recognition sites, because *Eomes* and *VegT* binding did not increase at *Xbra/Xbra3*-depleted sites during gastrulation (Figure S5F). This might explain why embryos could not fully compensate for gene misregulation caused by the loss of Brachyury (Figures 2A, 2B, and S2F), and it suggests that there may be only limited overlap of T-box protein expression in single cells or poor accessibility for other T-box TFs at *Xbra/Xbra3*-depleted sites. Interestingly, the loss of *Xbra/Xbra3* caused a significant reduction of DNA occupancy of *VegT* at some sites, suggesting that some *VegT* binding is *Xbra/Xbra3*-dependent. Despite the great similarity of T-box

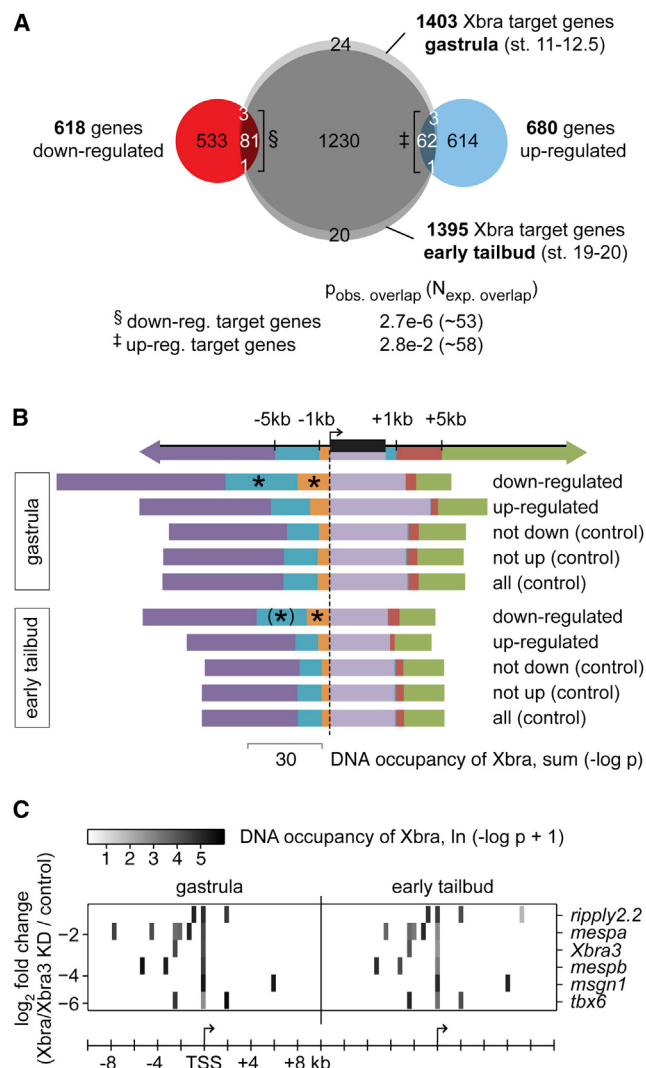

**Figure 3. Strongly Activated Target Genes Show Preferential Xbra Binding to Promoter-Proximal and Intermediate Upstream Regions**

(A) Venn diagram of genes targeted by Xbra at gastrula and/or early tail bud stages (sum  $[-\log p_{gastrula}]$  or sum  $[-\log p_{tailbud}] \geq 25$ ) and genes misregulated at stage 32 ( $\geq 1.5$ -fold; FDR  $< 10\%$ ) following Xbra/Xbra3 KD. Fisher's exact test indicates probability of observed overlap ( $p_{obs. overlap}$ ) and expected number of overlap ( $N_{exp. overlap}$ ) based on random draws of gene sets from 16,760 genes (for which differential expression was calculated in Table S2).

(B) Xbra binding at gastrula and early tail bud stage across down- or up-regulated target genes ( $\geq 1.5$ -fold; FDR  $< 10\%$ ) compared with control sets of target genes. The asterisk indicates significantly ( $p < 0.05$ ) enriched binding compared to controls according to a one-tailed Mann-Whitney U test (Extended Experimental Procedures). Brackets indicate loss of statistical significance ( $p \sim 0.2$ ) when zero DNA occupancies were excluded. See also Table S3.

(C) Heat map representation of Xbra binding near strongly Xbra/Xbra3-dependent target genes at gastrula and early tail bud stages.

TF binding profiles, the three T-box TFs differed in their DNA occupancies of particular sites (see peaks in Figures 4B and S5F).

Further analysis revealed that over 80% of the binding positions of nuclear Smad2/Smad3 (Yoon et al., 2011), which medi-

ates transforming growth factor  $\beta$  (TGF- $\beta$ ) signaling and targets responsive *cis*-regulatory elements on the genome, overlap with those of the T-box TFs during gastrulation (Figures 4B–4F). This supports the idea that Smads and T-box TFs may act together (Teo et al., 2011) to regulate target gene expression underlying primary cell fate decisions at these stages. There is little enrichment for Smad2/Smad3 motifs at bound sites (Figures S5B and S5C), suggesting that T-box proteins and perhaps members of other TF families contribute to the recruitment of Smad2/Smad3 to their binding sites (Mullen et al., 2011).

The genome-wide binding characteristics of Eomes, VegT, and Xbra suggest that they regulate the same genes. To test this possibility directly, we used an animal cap assay. Gene activation by hormone-inducible versions (glucocorticoid receptor [GR]) of Eomes, VegT, and Xbra was analyzed in the presence and absence of the protein synthesis inhibitor cycloheximide (chx) to ask whether induction was direct (Figure 5A). Forty-five target genes were analyzed (Figures 5B). Most target genes that were downregulated in embryos lacking Brachyury (including *mespb*, *rippy2.2*, *fgf8*, *msgn1*, *gdf3*, *mespa*, *fgf4*, *rippy2.1*, *fgf20*, *hes7.2*, *foxc1*, and *esr5*) were activated directly by all three T-box TFs. Target genes that were upregulated in such embryos (such as *szl*, *pax3*, and *ngn3*) were not activated or were only weakly so. There were some differences in the inducing activities of the T-box TFs, however. For example, *not* and *Xbra3* were significantly induced only by Xbra, and indeed, Eomes and VegT repressed their expression (Figure 5B). Similarly, *tbx6* and *LOC733709* were activated by Xbra and VegT but not Eomes, and the endodermal marker *sox17b* was preferentially induced by VegT. These differences may arise through the differential recruitment of transcriptional cofactors by the different T-box TFs. Analogous experiments within the whole embryo revealed that Xbra-GR can partially restore *msgn1* expression within the tail bud of Xbra/Xbra3-depleted embryos both in the presence and in the absence of de novo protein synthesis (see arrowhead in Figure 5C). Exogenous Xbra activity was also able to drive ectopic *msgn1* transcription in mesodermal and, less frequently, nonmesodermal tissues (see asterisks in Figure 5C).

### T-box TFs Recruit RNA Polymerase II to Define Neuromesodermal Bipotency

The similar binding profiles and regulatory capacities of Xbra, Eomes, and VegT encouraged us to explore potential collaboration between these T-box TFs in paraxial mesoderm formation. This was achieved by simultaneous knockdown of the gene products by previously verified antisense morpholino oligonucleotides (Fukuda et al., 2010). Loss-of-function of *Eomes*, zygotic *VegT*, or both, in addition to *Xbra/Xbra3*, caused a downregulation of mesodermal target genes in the trunk that exceeded that observed following knockdown of Xbra/Xbra3 alone (Figures 6A–6F and S6A–S6E). VegT, whose zygotic expression persists at the caudal end of the embryo until the early tail bud stage (Figure 4A), contributes more than Eomes to the ongoing process of presomitic mesoderm specification (*msgn1* and *foxc1*), somitogenesis (*delta2*, *mespa*, *LOC733709*, and *esr5*), determination (*myf5* and *myoD*), and differentiation (*actc1*) of skeletal muscle (Figures 6A, 6B, 6D–6F, S6A, and S6C–S6E). The loss of all

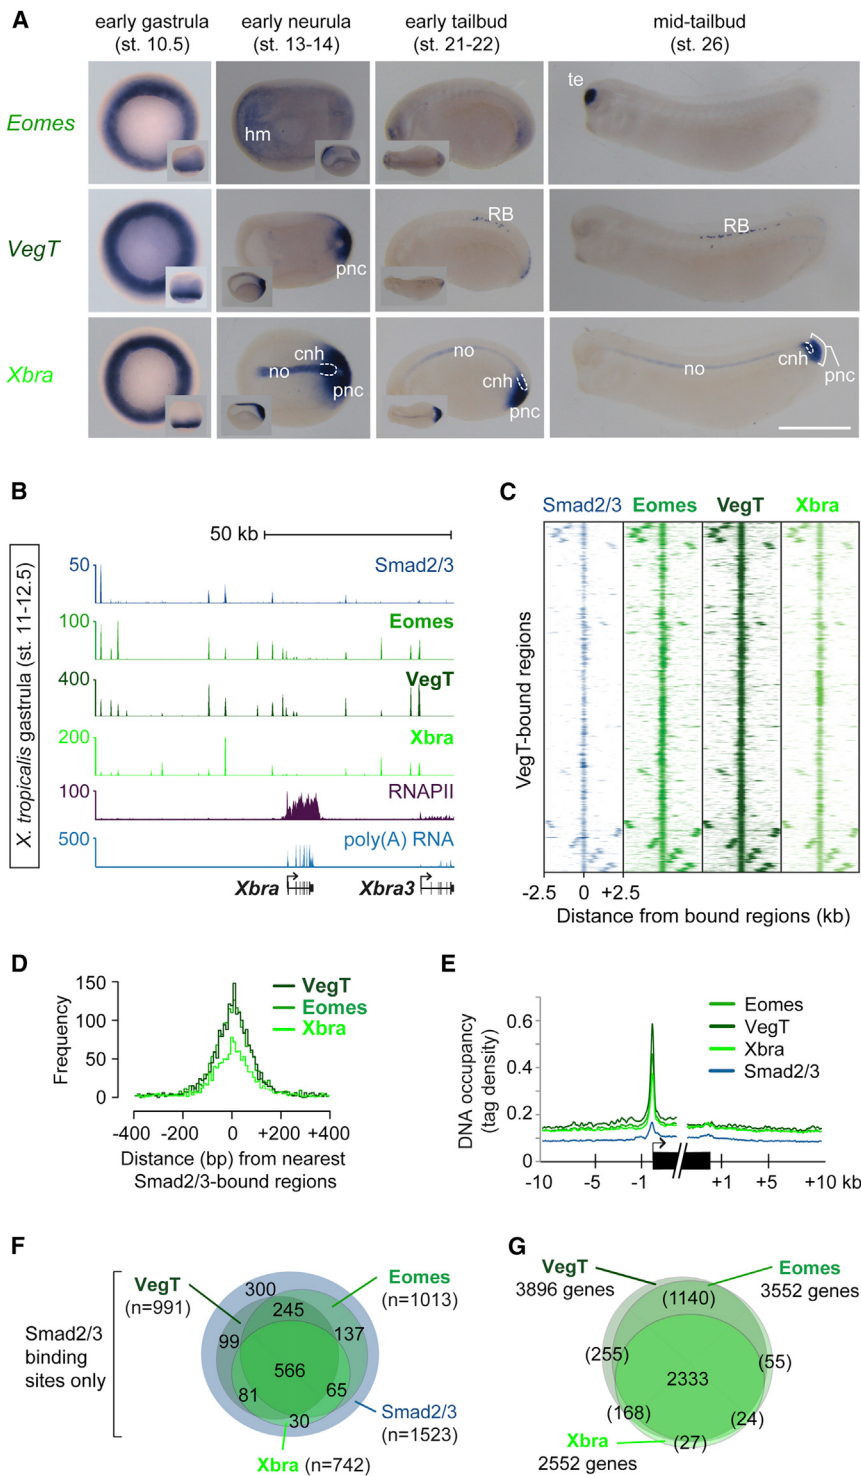

**Figure 4. Eomes, VegT, and Xbra Occupy the Same Genomic Recognition Sites and TGF- $\beta$  Responsive Regulatory Elements**

(A) Developmental series of WMISHs for *Eomes*, *VegT*, and *Xbra*. cnh, chondroneural hinge; hm, head (prechordal) mesoderm; no, notochord; pnc, posterior wall of neurenteric canal; RB: Rohon-Beard cells; te, telencephalon. The scale bar represents 0.5 mm.

(B) Gastrula-staged snapshot of *Eomes*, *VegT*, *Xbra*, and *Smad2/Smad3* (Yoon et al., 2011) binding near *Xbra* and *Xbra3*.

(C) Heat maps represent DNA occupancies of *Smad2/Smad3*, *Eomes*, *VegT*, and *Xbra* relative to all *VegT*-bound regions during gastrulation.

(D) Histograms based on pairwise calculations of shortest distances between T-box TF and *Smad2/Smad3* binding positions (FDR  $\leq 1\%$ ) during gastrulation.

(E) Metagene model shows DNA occupancy level of *Eomes*, *VegT*, *Xbra*, and *Smad2/Smad3* relative to the start and end of nearest target genes.

(F) Venn diagrams for *Smad2/Smad3* binding positions overlapping (distance  $\leq 100$  bp) with the binding position of *Eomes*, *VegT*, and/or *Xbra* (FDR  $\leq 1\%$ ).

(G) Venn diagrams for *Eomes*, *VegT*, and *Xbra* target genes. The stringency was relaxed up to  $p \leq 0.1$  unless DNA occupancy was found equivalent to  $p \leq 10^{-25}$  when comparing binding between two T-box TFs. DNA occupancies ( $p \leq 10^{-25} + 10^{-25} < p \leq 0.1$  = total) detected as follows: *Eomes* (2407 + 1145 = 3552); *VegT* (3628 + 268 = 3896); *Xbra* (1379 + 1173 = 2552). The extent of overlap between genes targeted by different T-box TFs might be greater than indicated in brackets, because peaks ( $p \leq 0.1$ ) sometimes failed to be detected.

See also Figure S5 and Table S1.

asymmetry, such as *gdf3* (Hanafusa et al., 2000), and some in retinoic acid signaling, such as *aldh1a2* and *cyp26a1* (Deimling and Drysdale, 2009; Martin and Kimelman, 2010; Figures S6H, S6K, and S6L). Some target genes involved in morphogenesis and in the maintenance of mesodermal tissue, such as *wnt11* (Tada and Smith, 2000) and *tgfb8* (Schulte-Merker and Smith, 1995), showed slight downregulation toward the end of gastrulation, whereas *not* and *ventx2.1* remained robustly expressed during gastrulation, even in the absence of all T-box TFs, suggesting that other factors are required for their regulation

T-box TFs impaired gastrulation and abolished the formation of mesoderm and of its derivatives, such as muscle, heart, blood, and pronephros (Figure S7B).

Among target genes whose expression was significantly downregulated in such embryos were some involved in left-right

(Figures S6F, S6G, S6I, and S6J). In line with statistical tests outlined in Figure 3B, visual inspection of all three T-box TF binding profiles indicated that promoter-proximal binding might determine whether target genes are strongly induced by T-box TFs in vivo (e.g., Figures 6A, 6D, 6E, and S6H) or not (e.g.,

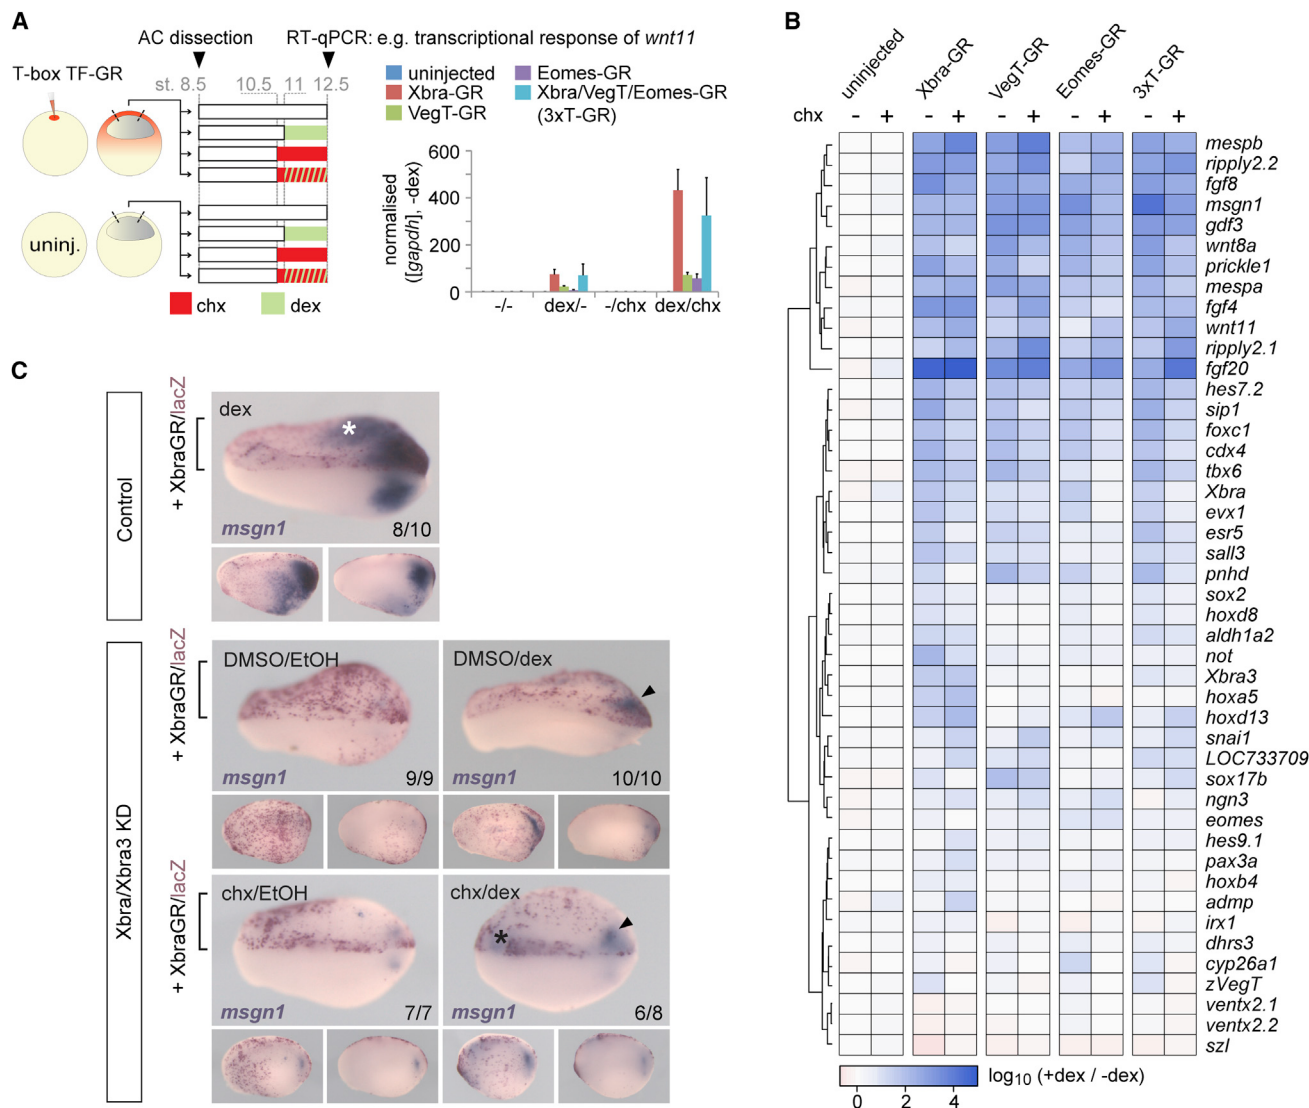

**Figure 5. Eomes, VegT, and Xbra Can Activate Directly the Same T-box TF-dependent Target Genes**

(A) Animal cap (AC) assay to detect direct regulation (i.e., in the presence of chx) of gene transcription by RT-qPCR using dex-inducible fusion constructs (Xbra-GR, VegT-GR, Eomes-GR) individually or in combination (3xT-GR). Data normalized to *gapdh* and the uninduced sample (–dex). The error bars represent SD of biological duplicates.

(B) Heat map representation of clustered transcriptional response ratios (+dex/–dex) of T-box TF target genes to the activity of T-box TFs with (–chx) or without (+chx) de novo protein synthesis.

(C) Protein synthesis-independent rescue of *msgn1* transcription in the tail bud (arrowheads) of Xbra/Xbra3-depleted embryos (stages 22–23) by activated Xbra-GR, whose RNA was unilaterally injected together with *lacZ* lineage tracer RNA.

Figures 6H, S6F, and S6I). Indeed, ChIP analysis of T-box TF-depleted early gastrula embryos (stages 10.5–11) confirmed that the recruitment of RNA polymerase II (RNAPII) depends on T-box TFs only at mesodermal target genes, which feature promoter-proximal binding of T-box TFs, such as *fgf4*, *gdf3*, *foxc1*, *msgn1*, and *myf5* (Figure 7A). In contrast, mesodermal or neural target genes without promoter-proximal occupancy of T-box TFs, such as *wnt11*, *not*, and *pax3*, did not show any significant reductions in RNAPII deposition upon T-box TF knockdown.

The upregulation of neurogenic target genes in embryos lacking Xbra/Xbra3 was enhanced by the loss of Eomes and zygotic VegT (Figures 6G and 6H). Cross-sections through the tail buds of such embryos demonstrated the transition of mesodermal to neural identity in the chordoneural hinge (*sox3*) and posterior wall of the neurenteric canal (*pax3*; Figures 6G, 6H, and 7B), whereas the emergence of supernumerary *N-tubulin*-positive primary neurons (Figure S7A) provided further evidence of increased neural differentiation. Thus, embryos lacking all T-box TFs in the tail bud formed an oversized neural tube in

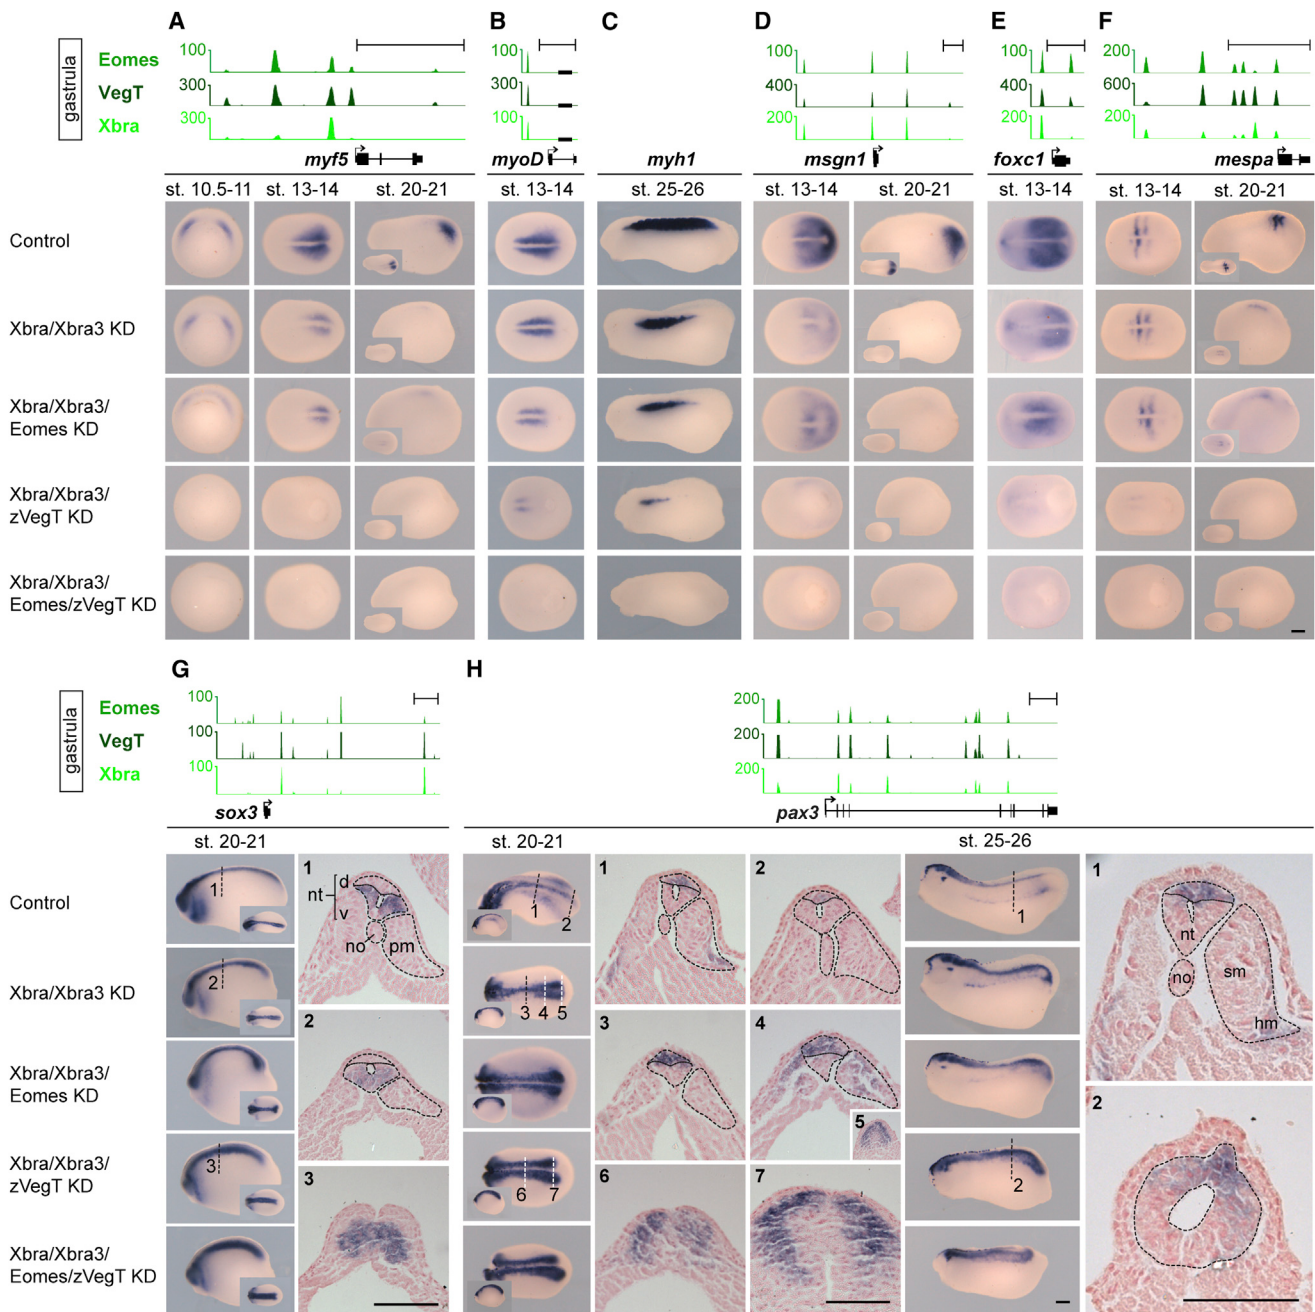

**Figure 6. Combined Loss of Eomes, VegT, and Xbra Reveals Their Collaboration to Determine Neuromesodermal Bipotency and Promote Mesodermal Differentiation during Axial Elongation**

Gastrula-staged snapshots of Eomes, VegT, and Xbra binding near mesoderm-specific genes *myf5*, *myoD*, *msgn1*, *foxc1*, *mespa* (A, B, and D–F), and neurogenic genes *sox3* and *pax3* (G and H). WMISH on control and indicated KD embryos for target genes (A, B, and D–H) and muscle-specific differentiation marker *myosin heavy chain 1*, *myh1* (C). Cross-sections at positions of *sox3* and *pax3* WMISH as indicated. no, notochord; nt, neural tube (d, dorsal; v, ventral); hm, hypaxial muscle; pm, paraxial mesoderm; sm, skeletal muscle. The scale bar represents 0.2 mm. See also [Figures S6](#) and [S7](#).

the absence of any axial or paraxial mesoderm ([Figure 6H](#)). This neuromesodermal conversion occurred without significant apoptosis in the tail bud, as shown by terminal deoxynucleotidyl transferase deoxyuridine triphosphate nick end labeling (TUNEL) assays of whole-mount embryos lacking T-box TFs ([Figure S7C](#)).

## DISCUSSION

Our results provide several lines of evidence that the T-box TFs Eomes, VegT, and Xbra/Xbra3 (and probably Tbx6) together constitute genetic regulatory inputs that define bipotential

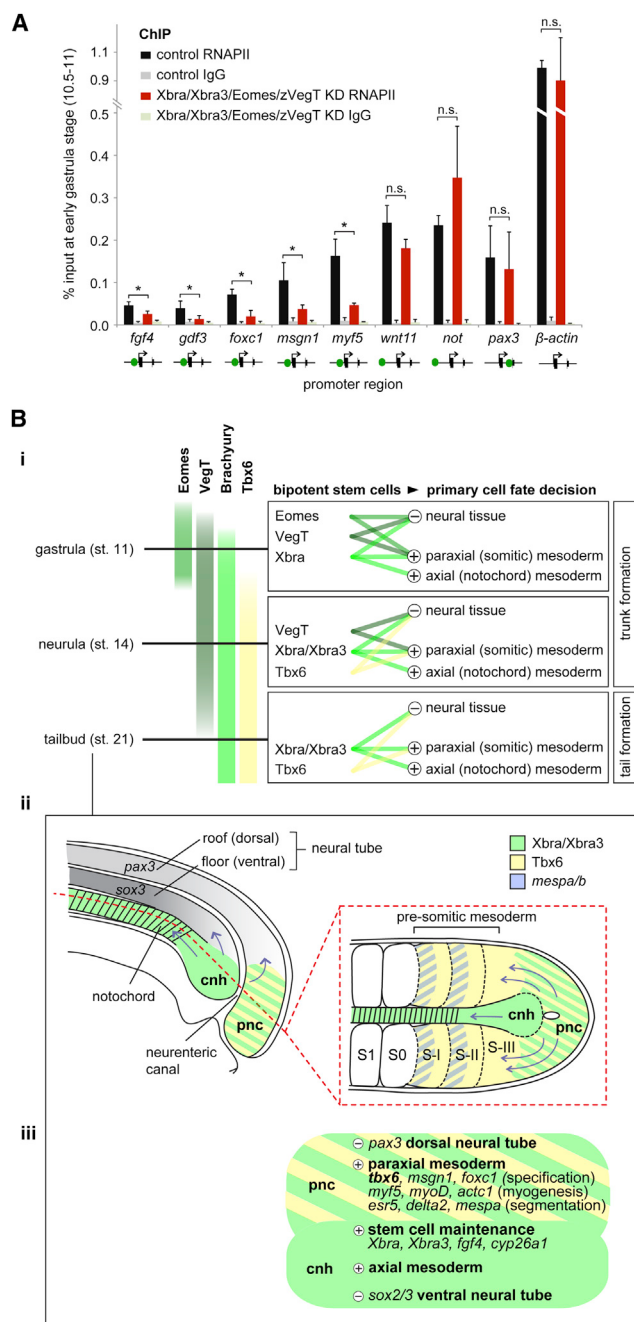

**Figure 7. T-box TF-Dependent Recruitment of RNAPII and Model for the Way in which Stage-Dependent Combinations of T-box TFs Define and Instruct Bipotential Stem Cells to Be Recruited to Neural and Mesodermal Tissues and Prime Mesoderm for Differentiation**

(A) RNAPII deposition at promoters of mesodermal (*fgf4*, *gdf3*, *foxc1*, *msgn1*, *myf5*, *wnt11*, *not*), neural (*pax3*), and house-keeping (*β-actin*) genes in control and T-box TF-depleted embryos at early gastrula stage (10.5–11) determined by ChIP-qPCR. Proximal or distal (upstream or intronic) binding of T-box TFs to indicated gene promoter is symbolized with green dot. The error bars represent SD of biological triplicates. Two-tailed Student's *t* test: \**p* < 0.01; n.s., not significant (*p* ≥ 0.1). IgG, immunoglobulin G.

(B) Model: (i) The different spatial and temporal patterns of T-box TFs cause neuromesodermal stem cells to be defined by Eomes, VegT, and Xbra during

stem cells at the caudal end of the frog embryo and instruct their continuous and correct recruitment to neural and mesodermal tissues (Figure 7B). First, the combinatorial loss of T-box TFs causes embryos to generate more neural cells at the expense of mesoderm without significant induction of programmed cell death. The residual generation of somitic mesoderm (the first 8–12 somites) observed in vertebrates lacking Brachyury (Chesley, 1935; Martin and Kimelman, 2008; this study) occurs through the early action of remaining T-box TFs such as VegT and Eomes (Figure 7Bi). The loss of a T-box TF collective, including Eomes, zygotic VegT, and Brachyury (which strongly activates the expression of *Tbx6*) abolishes neuromesodermal bipotency and causes caudal cells to form neural tissue with complete loss of mesoderm. Second, gain-of-function experiments confirm that Eomes, VegT, and Xbra can directly activate most T-box TF-dependent target genes regulating neuromesodermal stem cell maintenance and posterior mesoderm development. And third, genome-wide binding profiles reveal that Eomes, VegT, and Xbra are recruited to the same mono- and dimeric recognition sites during gastrulation and that Xbra maintains its binding profile at least throughout the early phases of axial elongation. A nuclear concentration of Xbra quantified as ~2.9 μM at the midgastrula stage suggests that there is a high occupancy rate of accessible recognition sites, especially at the most stringently conserved motif, whose dissociation constant is ~14 nM.

The observation that T-box TFs are recruited to the same sites bears on the interpretation of experiments involving dominant-interfering TF constructs. For example, an Xbra-En<sup>R</sup> construct may well inhibit the function of Eomes, VegT, and *Tbx6*, as well as that of Xbra. Collaborations between TFs may also be encountered in other TF families, including the Sox proteins, several of which define the nervous system (Bergsland et al., 2011).

Despite the thousands of T-box TF binding sites detected in our genome-wide study, only a minority of these binding events seem to cause biologically significant changes in transcription.

gastrulation; VegT, Xbra, Xbra3, and *Tbx6* during neurulation; and Xbra, Xbra3, and *Tbx6* during tail bud stages. These combinations of T-box TFs also ensure that the correct ratio of mesodermal over neural tissue is formed during trunk and tail formation by activating mesoderm-specifying genes and repressing neurogenic genes. The development of axial (notochord) mesoderm depends mainly on Xbra/Xbra3, due to their exclusive expression among these T-box TFs in the chordoneural hinge and developing notochord. Other mesodermal derivatives, such as heart, may similarly depend on combinations of T-box TFs (omitted from model). (ii) Schematic diagram of a sagittal section and a horizontal section (red dashed line) through the posterior region of an early tail bud embryo illustrating the expression of Xbra/Xbra3, *Tbx6*, and *mespa/b* and the recruitment of mesodermal and neural cells (blue arrows) from the stem niche (chordoneural hinge and posterior wall of the neurenteric canal). Most cells of the chordoneural hinge give rise to the notochord and the ventrolateral horns of the neural tube, whereas cells in the posterior wall of the neurenteric canal contribute to paraxial (presomitic) mesoderm and the dorsal roof of the neural tube. cnh, chordoneural hinge; pnc, posterior wall of neurenteric canal; S1, first somite; S0, newly forming somite; S-I/II/III, presomitic mesoderm. (iii) Genetic regulatory inputs of T-box TFs in early tail bud embryos with several functional nodes being active in different domains (cnh, pnc) of the tail bud: stem cell maintenance; specification of somitic mesoderm; myogenic differentiation; patterning of presomitic mesoderm; notochord formation; and protection from neuralization.

We show that genes that are strongly activated by T-box TFs show significantly enriched binding of T-box TFs to promoter-proximal and intermediate upstream elements. Deletion analysis of the *Xbra* target *fgf4* suggests that both binding locations are required for appropriate gene expression (Casey et al., 1998). Our experiments indicate that promoter-proximal binding may be important for T-box TFs to recruit RNAPII and induce mesoderm-specific transcription. Recent work in the *Drosophila* embryo emphasizes the importance of promoters in recruiting RNAPII paused for robust and tissue-specific gene expression (Lagha et al., 2013). The patterns of DNA occupancy and differential expression analyses reveal T-box TF regulatory inputs that define neuromesodermal bipotency and prime mesoderm for further differentiation as follows: (1) stem cell maintenance by autoregulation of *Xbra/Xbra3* via fibroblast growth factor (FGF) signaling (Schulte-Merker and Smith, 1995) and regulation of retinoic acid levels by *cyp26a1* (Martin and Kimelman, 2010) beyond the tail bud stage; (2) specification of paraxial mesoderm by *Tbx6* (Chapman and Papaioannou, 1998), *msh1* (Wittler et al., 2007), and *foxc1* (Wilm et al., 2004); (3) myogenic differentiation by *myf5*, *myoD*, *myos*, and *actc1*; (4) patterning of presomitic mesoderm by *delta2* (Jen et al., 1997), *esr4*, *esr5* (Jen et al., 1999), *LOC773709* (this study), *mespa*, *mespb* (Sparrow et al., 1998), *mesp2*, *rippy2.1*, and *rippy2.2* (Kawamura et al., 2005; Kondow et al., 2006); and (5) continuous protection from neuralization by repression of neurogenic genes, such as *sox3* and *pax3*. Interestingly, these neural markers show as much high-density T-box TF binding as some activated target genes mentioned above. These binding clusters may define neuromesodermal bipotency, as they have recently been defined as superenhancers conferring cell identity (Whyte et al., 2013). Overexpression of *sox3* and *pax3* in anatomical positions of the chordoneural hinge and the posterior wall of the neurenteric canal reflects the local shift of neuromesodermal identity in T-box TF-depleted embryos, such that the loss of axial and paraxial mesoderm is accompanied by the gain of ventrolateral and dorsal neural tissue, respectively (Figure 7Biii).

The way in which T-box TFs suppress transcription of neurogenic genes is not known, although protein phosphorylation (Hwang et al., 2005) and corecruitment of a repressor complex (Kawamura et al., 2008) might both be involved in turning these activators into repressors. Indirect repression via T-box TF-dependent signaling pathways, such as FGF, retinoic acid, and Wnt, may also be involved in determining the fate of neuromesodermal stem cells (Li and Storey, 2011; Olivera-Martinez et al., 2012). Notably, some mesoderm-specific targets, such as *mespa* and *rippy2.1*, are only activated in presomitic mesoderm (S-I/S-II), where expression of *Eomes*, *VegT*, and *Xbra3* is low or virtually absent. It is possible that these T-box TFs act as “placeholders” for *Tbx6*, which continues to be expressed in newly emerging paraxial (presomitic) mesoderm and can activate *rippy2.1* expression (Hitachi et al., 2009; Figure 7Bii). Interestingly, presomitic mesoderm retains neuromesodermal plasticity, because *Tbx6* mutant mice form two supernumerary neural tubes at the expense of paraxial mesoderm (Chapman and Papaioannou, 1998). In contrast, *Eomes*, *VegT*, and *Brachyury* define neuromesodermal bipotency at an earlier stage, and thus their loss leads to one oversized neural tube.

Together, our experiments demonstrate that a T-box TF collective controls the emergence and fates of the bipotential neuromesodermal stem cells at the caudal end of the vertebrate embryo. The presence of these TFs causes cells to differentiate as mesoderm, and their absence permits them to fulfill their neural potential. Our work provides mechanistic insights into the way in which T-box TFs act together to regulate neuromesodermal fate, and this will inform attempts to define the differentiation pathways of embryonic and induced pluripotent stem cells.

## EXPERIMENTAL PROCEDURES

### Embryo Culture

In vitro-fertilized *X. tropicalis* and *X. laevis* embryos were cultured in 5% Marc's modified Ringer (MMR) at 20°C–28°C or 10% normal amphibian medium (NAM) at 14°C–25°C, respectively. Embryos were staged according to Nieuwkoop and Faber (1994). For details on knockdown and (hormone-inducible) overexpression experiments, see below and the Extended Experimental Procedures. All *Xenopus* studies complied fully with the UK Animals (Scientific Procedures) Act 1986 as implemented by the University of Cambridge and the MRC National Institute for Medical Research.

### Dexamethasone-Inducible GR Assays

For animal cap assays, *X. laevis* embryos were injected with 400 pg RNA encoding *Xbra*-GR (Tada et al., 1997), *VegT*-GR (White et al., 2002), and/or *Eomes*-GR (Extended Experimental Procedure). Animal caps were dissected at the blastula stage and cultured in 75% NAM at 20°C until sibling embryos reached stage 10.5. Half of the control and injected caps were then preincubated for 30 min in 10  $\mu$ M chx and then left untreated or treated with 2  $\mu$ M dexamethasone (dex), 10  $\mu$ M chx, or both for about 3 hr until sibling embryos reached stage 12.5. We used a similar experimental set-up for the rescue of *msh1* transcription in *Xbra/Xbra3*-depleted embryos (Extended Experimental Procedures). Animal caps and embryos without dex and/or chx treatments were incubated with dex and chx solvents ethanol and DMSO.

### Transcriptome-wide Single and Differential Expression Analysis

Total RNA to the amount of two *X. tropicalis* embryos (~3  $\mu$ g) was processed according to the TruSeq protocol (Illumina). Libraries were read paired-end along 55 bases on the HiSeq 2000 machine (Illumina). Bowtie 0.12.7 (Langmead, 2010) was used with the parameters -a -best -v 3 -y -l 0 -X 10000 to align the reads to the Ensembl JGI4.1 transcriptome. Any read pair that aligned to multiple transcripts of different genes was discarded, and any read pair that mapped to one or many transcripts of the same gene was counted once. Quantitative readouts from RNA-seq experiments were analyzed with DESeq (Anders and Huber, 2010). To display the RNA-seq profile as a track on the University of California Santa Cruz (UCSC) genome browser, reads were mapped to the genome of *X. tropicalis* as outlined for ChIP-seq profiles. The maximal distance between each read pair was set to 100 kb to allow paired reads to map to the genome across large introns. Resultant compressed binary version of sequence alignment/map files were converted to the bedGraph format using the bedTool function genomeCoverageBed.

### WMISH

WMISH was carried out as described in Monsoro-Burq (2007) with digoxigenin-labeled probes (Extended Experimental Procedures). For sectioning, embryos were dehydrated and embedded in paraffin. Ten micrometer sections were counterstained with Nuclear Fast Red.

### ChIP

This protocol (Extended Experimental Procedures), designed to process whole *Xenopus* embryos (which also proved to be applicable to zebrafish embryos), evolved from Lee et al. (2006). Key changes were made to the removal of residual fixative and the extraction of crosslinked nuclei from embryos prior to sonication to facilitate solubilization and efficient shearing of chromatin.

### ChIP-seq Analysis

Sequencing reads were mapped to the *X. tropicalis* genome assembly JGI4.1 using CLC Bio Genomics Workbench default settings. Nonspecific and ambiguous matches were ignored. ChIP-seq peaks were identified using MACS 2.0.4 (Zhang et al., 2008). Genomic coordinates of peaks are summarized in Table S1. Binding (pile-up of reads in Figure 1A; peak p values in all other figures) and transcript profiles were visualized on the UCSC genome browser. The nearest genes to peaks were found by ranking distances between peak summits and TSS of Ensembl genes (JGI4.1) using MySQL 5.6.2. Homer (Heinz et al., 2010) was used to perform metagene analysis and create tag and motif density maps. R, Excel, Cluster3, and JavaTreeView were subsequently used to combine different ChIP/RNA-seq data sets and visualize data as histograms, Venn diagrams, or heat maps. De novo motif analysis was performed with cisFinder (Sharov and Ko, 2009). See Extended Experimental Procedures for further details.

### Surface Plasmon Resonance

The affinity of Xbra binding to different DNA motifs was measured on an Octet RED biolayer interferometer. Biotinylated DNA oligonucleotides (Extended Experimental Procedures) were immobilized on streptavidin biosensors at concentrations in the range 0.5–0.7  $\mu\text{g/ml}$ . Binding of native Xbra protein (Extended Experimental Procedures) at concentrations of 3 nM to 3.8  $\mu\text{M}$  was measured at 25°C in a 5–10 min association step. The buffer contained 10 mM sodium phosphate pH 7.4, 150 mM NaCl, 0.005% Tween-20, and 0.1 mg/ml BSA. The (relative) amount of Xbra bound to the sensors was calculated from the amplitude of the response at the end of each association step. Equilibrium dissociation constants ( $K_d$ ) were determined by fitting the response as a function of the Xbra concentration.

### ACCESSION NUMBERS

The Gene Expression Omnibus accession numbers of the ChIP-seq and RNA-seq datasets reported in this paper are GSE48560 and GSE48663.

### SUPPLEMENTAL INFORMATION

Supplemental Information includes Extended Experimental Procedures, seven figures, and four tables and can be found with this article online at <http://dx.doi.org/10.1016/j.celrep.2013.08.012>.

### AUTHOR CONTRIBUTIONS

G.E.G. conceived the study and carried out most experiments and postsequencing analysis. N.D.L.O., P.P., M.W.B.T., and M.J.G. helped with the processing of sequencing data. T.F. contributed Brachyury binding data from human embryonic stem cell derivatives. J.C.S. and S.R.M. carried out whole-mount immunohistochemistry for Xbra protein and SPR, respectively. G.E.G. and J.C.S. wrote the manuscript.

### ACKNOWLEDGMENTS

We thank J. Gurdon for antibodies, the Zimmerman lab for *X. tropicalis* embryos, A. Sesay for processing Illumina libraries, C. Brenner for implementing the *X. tropicalis* genome into Homer, T. Mohun for plasmids, R. Mahmood for histology, and A. Ramos for technical advice on surface plasmon resonance (SPR) design. We thank the Smith lab for discussions and advice, and G.E.G. is grateful to M. Thompson, A. Bernardo, K. Dingwell, and M. Wu for critical reading of the manuscript. J.C.S. and G.E.G. were supported by the Wellcome Trust and by the UK Medical Research Council (programme number U117597140).

Received: May 3, 2013

Revised: July 11, 2013

Accepted: August 6, 2013

Published: September 19, 2013

### REFERENCES

- Akkers, R.C., van Heeringen, S.J., Jacobi, U.G., Janssen-Megens, E.M., François, K.-J., Stunnenberg, H.G., and Veenstra, G.J.C. (2009). A hierarchy of H3K4me3 and H3K27me3 acquisition in spatial gene regulation in *Xenopus* embryos. *Dev. Cell* 17, 425–434.
- Anders, S., and Huber, W. (2010). Differential expression analysis for sequence count data. *Genome Biol.* 11, R106.
- Bang, A.G., Papalopulu, N., Kintner, C., and Goulding, M.D. (1997). Expression of Pax-3 is initiated in the early neural plate by posteriorizing signals produced by the organizer and by posterior non-axial mesoderm. *Development* 124, 2075–2085.
- Bergsland, M., Ramsköld, D., Zaouter, C., Klum, S., Sandberg, R., and Muhr, J. (2011). Sequentially acting Sox transcription factors in neural lineage development. *Genes Dev.* 25, 2453–2464.
- Biggin, M.D. (2011). Animal transcription networks as highly connected, quantitative continua. *Dev. Cell* 21, 611–626.
- Casey, E.S., O'Reilly, M.A., Conlon, F.L., and Smith, J.C. (1998). The T-box transcription factor Brachyury regulates expression of eFGF through binding to a non-palindromic response element. *Development* 125, 3887–3894.
- Chan, T., Satow, R., Kitagawa, H., Kato, S., and Asashima, M. (2006). Ledgerline, a novel *Xenopus laevis* gene, regulates differentiation of presomitic mesoderm during somitogenesis. *Zool. Sci.* 23, 689–697.
- Chapman, D.L., and Papaioannou, V.E. (1998). Three neural tubes in mouse embryos with mutations in the T-box gene *Tbx6*. *Nature* 391, 695–697.
- Chesley, P. (1935). Development of the short-tailed mutant in the house mouse. *J. Exp. Zool.* 70, 429–459.
- Conlon, F.L., Fairclough, L., Price, B.M., Casey, E.S., and Smith, J.C. (2001). Determinants of T box protein specificity. *Development* 128, 3749–3758.
- Cooke, J. (1979). Cell number in relation to primary pattern formation in the embryo of *Xenopus laevis*. I. The cell cycle during new pattern formation in response to implanted organizers. *J. Embryol. Exp. Morphol.* 51, 165–182.
- Davis, R.L., and Kirschner, M.W. (2000). The fate of cells in the tailbud of *Xenopus laevis*. *Development* 127, 255–267.
- Deimling, S.J., and Drysdale, T.A. (2009). Retinoic acid regulates anterior-posterior patterning within the lateral plate mesoderm of *Xenopus*. *Mech. Dev.* 126, 913–923.
- Fukuda, M., Takahashi, S., Haramoto, Y., Onuma, Y., Kim, Y.J., Yeo, C.Y., Ishiura, S., and Asashima, M. (2010). Zygotic VegT is required for *Xenopus* paraxial mesoderm formation and is regulated by Nodal signaling and Eomesodermin. *Int. J. Dev. Biol.* 54, 81–92.
- Gont, L.K., Steinbeisser, H., Blumberg, B., and de Robertis, E.M. (1993). Tail formation as a continuation of gastrulation: the multiple cell populations of the *Xenopus* tailbud derive from the late blastopore lip. *Development* 119, 991–1004.
- Hanafusa, H., Masuyama, N., Kusakabe, M., Shibuya, H., and Nishida, E. (2000). The TGF-beta family member derriere is involved in regulation of the establishment of left-right asymmetry. *EMBO Rep.* 1, 32–39.
- Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38, 576–589.
- Hitachi, K., Danno, H., Tazumi, S., Aihara, Y., Uchiyama, H., Okabayashi, K., Kondow, A., and Asashima, M. (2009). The *Xenopus* Bowline/Ripply family proteins negatively regulate the transcriptional activity of T-box transcription factors. *Int. J. Dev. Biol.* 53, 631–639.
- Hwang, E.S., Szabo, S.J., Schwartzberg, P.L., and Glimcher, L.H. (2005). T helper cell fate specified by kinase-mediated interaction of T-bet with GATA-3. *Science* 307, 430–433.
- Jen, W.C., Wettstein, D., Turner, D., Chitnis, A., and Kintner, C. (1997). The Notch ligand, X-Delta-2, mediates segmentation of the paraxial mesoderm in *Xenopus* embryos. *Development* 124, 1169–1178.

- Jen, W.C., Gawantka, V., Pollet, N., Niehrs, C., and Kintner, C. (1999). Periodic repression of Notch pathway genes governs the segmentation of *Xenopus* embryos. *Genes Dev.* 13, 1486–1499.
- Kawamura, A., Koshida, S., Hijikata, H., Ohbayashi, A., Kondoh, H., and Takada, S. (2005). Groucho-associated transcriptional repressor ripply1 is required for proper transition from the presomitic mesoderm to somites. *Dev. Cell* 9, 735–744.
- Kawamura, A., Koshida, S., and Takada, S. (2008). Activator-to-repressor conversion of T-box transcription factors by the Ripply family of Groucho/TLE-associated mediators. *Mol. Cell. Biol.* 28, 3236–3244.
- Kondow, A., Hitachi, K., Ikegame, T., and Asashima, M. (2006). Bowline, a novel protein localized to the presomitic mesoderm, interacts with Groucho/TLE in *Xenopus*. *Int. J. Dev. Biol.* 50, 473–479.
- Lagha, M., Bothma, J.P., Esposito, E., Ng, S., Stefanik, L., Tsui, C., Johnston, J., Chen, K., Gilmour, D.S., Zeitlinger, J., and Levine, M.S. (2013). Paused Pol II coordinates tissue morphogenesis in the *Drosophila* embryo. *Cell* 153, 976–987.
- Langmead, B. (2010). Aligning short sequencing reads with Bowtie. *Curr. Protoc. Bioinformatics Chapter 11*, Unit 11.7.
- Lee, T.I., Johnstone, S.E., and Young, R.A. (2006). Chromatin immunoprecipitation and microarray-based analysis of protein location. *Nat. Protoc.* 1, 729–748.
- Levy, D.L., and Heald, R. (2010). Nuclear size is regulated by importin  $\alpha$  and Ntf2 in *Xenopus*. *Cell* 143, 288–298.
- Li, R.A., and Storey, K.G. (2011). An emerging molecular mechanism for the neural vs mesodermal cell fate decision. *Cell Res.* 21, 708–710.
- Martin, B.L., and Kimelman, D. (2008). Regulation of canonical Wnt signaling by Brachyury is essential for posterior mesoderm formation. *Dev. Cell* 15, 121–133.
- Martin, B.L., and Kimelman, D. (2010). Brachyury establishes the embryonic mesodermal progenitor niche. *Genes Dev.* 24, 2778–2783.
- Mi, H., Dong, Q., Muruganujan, A., Gaudet, P., Lewis, S., and Thomas, P.D. (2010). PANTHER version 7: improved phylogenetic trees, orthologs and collaboration with the Gene Ontology Consortium. *Nucleic Acids Res.* 38(Database issue), D204–D210.
- Monsoro-Burq, A.H. (2007). A rapid protocol for whole-mount in situ hybridization on *Xenopus* embryos. *CSH Protoc.* 2007, pdb prot4809.
- Mullen, A.C., Orlando, D.A., Newman, J.J., Lovén, J., Kumar, R.M., Bilodeau, S., Reddy, J., Guenther, M.G., DeKoter, R.P., and Young, R.A. (2011). Master transcription factors determine cell-type-specific responses to TGF- $\beta$  signaling. *Cell* 147, 565–576.
- Müller, C.W., and Herrmann, B.G. (1997). Crystallographic structure of the T domain-DNA complex of the Brachyury transcription factor. *Nature* 389, 884–888.
- Neph, S., Vierstra, J., Stergachis, A.B., Reynolds, A.P., Haugen, E., Vernot, B., Thurman, R.E., John, S., Sandstrom, R., Johnson, A.K., et al. (2012). An expansive human regulatory lexicon encoded in transcription factor footprints. *Nature* 489, 83–90.
- Nieber, F., Pieler, T., and Henningfeld, K.A. (2009). Comparative expression analysis of the neurogenins in *Xenopus tropicalis* and *Xenopus laevis*. *Dev. Dyn.* 238, 451–458.
- Nieuwkoop, P.D., and Faber, J. (1994). Normal table of *Xenopus laevis* (New York: Garland Publishing).
- Olivera-Martinez, I., Harada, H., Halley, P.A., and Storey, K.G. (2012). Loss of FGF-dependent mesoderm identity and rise of endogenous retinoid signalling determine cessation of body axis elongation. *PLoS Biol.* 10, e1001415.
- Schulte-Merker, S., and Smith, J.C. (1995). Mesoderm formation in response to Brachyury requires FGF signalling. *Curr. Biol.* 5, 62–67.
- Sharov, A.A., and Ko, M.S. (2009). Exhaustive search for over-represented DNA sequence motifs with CisFinder. *DNA Res.* 16, 261–273.
- Showell, C., Binder, O., and Conlon, F.L. (2004). T-box genes in early embryogenesis. *Dev. Dyn.* 229, 201–218.
- Sparrow, D.B., Jen, W.C., Kotecha, S., Towers, N., Kintner, C., and Mohun, T.J. (1998). Thylacine 1 is expressed segmentally within the paraxial mesoderm of the *Xenopus* embryo and interacts with the Notch pathway. *Development* 125, 2041–2051.
- Tada, M., and Smith, J.C. (2000). Xwnt11 is a target of *Xenopus* Brachyury: regulation of gastrulation movements via Dishevelled, but not through the canonical Wnt pathway. *Development* 127, 2227–2238.
- Tada, M., O'Reilly, M.A., and Smith, J.C. (1997). Analysis of competence and of Brachyury autoinduction by use of hormone-inducible Xbra. *Development* 124, 2225–2234.
- Teo, A.K., Arnold, S.J., Trotter, M.W., Brown, S., Ang, L.T., Chng, Z., Robertson, E.J., Dunn, N.R., and Vallier, L. (2011). Pluripotency factors regulate definitive endoderm specification through eomesodermin. *Genes Dev.* 25, 238–250.
- Tzouanacou, E., Wegener, A., Wymeersch, F.J., Wilson, V., and Nicolas, J.F. (2009). Redefining the progression of lineage segregations during mammalian embryogenesis by clonal analysis. *Dev. Cell* 17, 365–376.
- White, R.J., Sun, B.I., Sive, H.L., and Smith, J.C. (2002). Direct and indirect regulation of *derrière*, a *Xenopus* mesoderm-inducing factor, by VegT. *Development* 129, 4867–4876.
- Whyte, W.A., Orlando, D.A., Hnisz, D., Abraham, B.J., Lin, C.Y., Kagey, M.H., Rahl, P.B., Lee, T.I., and Young, R.A. (2013). Master transcription factors and mediator establish super-enhancers at key cell identity genes. *Cell* 153, 307–319.
- Wilm, B., James, R.G., Schultheiss, T.M., and Hogan, B.L. (2004). The forkhead genes, *Foxc1* and *Foxc2*, regulate paraxial versus intermediate mesoderm cell fate. *Dev. Biol.* 271, 176–189.
- Wittler, L., Shin, E.H., Grote, P., Kispert, A., Beckers, A., Gossler, A., Werber, M., and Herrmann, B.G. (2007). Expression of *Mesg1* in the presomitic mesoderm is controlled by synergism of WNT signalling and *Tbx6*. *EMBO Rep.* 8, 784–789.
- Yoon, J.K., and Wold, B. (2000). The bHLH regulator pMesogenin1 is required for maturation and segmentation of paraxial mesoderm. *Genes Dev.* 14, 3204–3214.
- Yoon, S.J., Wills, A.E., Chuong, E., Gupta, R., and Baker, J.C. (2011). HEB and E2A function as SMAD/FOXH1 cofactors. *Genes Dev.* 25, 1654–1661.
- Zhang, Y., Liu, T., Meyer, C.A., Eickhout, J., Johnson, D.S., Bernstein, B.E., Nusbaum, C., Myers, R.M., Brown, M., Li, W., and Liu, X.S. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* 9, R137.

## EXTENDED EXPERIMENTAL PROCEDURES

## Capped mRNA and Morpholinos

Capped mRNA was transcribed from linearized pCS2+ and pSP64T plasmid constructs (see below) using the mMessage mMachine kit (Ambion). *Xbra* and *Xbra3* Morpholinos (MOs) were designed and synthesized by Gene Tools LLC: *Xbra* MO1, 5'-TGGAGA GACCCTGATCTTACCTTCC-3'; *Xbra* MO2, 5'-GGCTTCCAAGCGCACACACTGGG-3'; *Xbra3* MO1, 5'-GAAAGGTCCATATTCTCT TACCTTC-3'; *Xbra3* MO2, 5'-AGCTGTGCCTGTGCTCATTGTATTG-3'. MOs for zygotic *VegT* and *Eomes* were as described in [Fukuda et al. \(2010\)](#). A human  $\beta$ -globin MO was used as control. If necessary, injection samples were supplemented with human  $\beta$ -globin MO to match the total amount of MO used for multiple knock-downs.

## Constructs

*Eomes-GR* was constructed as follows: the coding region of *Eomes* was amplified from pBluescript RN3/*Eomes* (gift from J. Gurdon) using *Pfu* polymerase (Stratagene) and primers with *SpeI* restriction sites (5'-CAGACTAGTATGGTGCCTGGCGCCTG-3', 5'-CAGAC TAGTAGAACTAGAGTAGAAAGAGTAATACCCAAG-3'). The *SpeI*-digested PCR product was cloned into the *SpeI* site of the vector pSP64T-GR ([Tada et al., 1997](#)) to fuse *Eomes* in frame to the C-terminal GR fragment.

N- and C-terminal 3xHA tagged *Xbra3* constructs were created by Gateway cloning. The C-terminal version contains the last 22 bp of the 5' UTR in addition to the coding sequence of *Xbra3* without stop codon. The N-terminal version contains two silent point mutations at the 5' end of the full coding sequence to render the transcript unrecognizable to *Xbra3* MO2. *Xbra3* was amplified from IMAGE clone 5307982 using *Pfu* polymerase (Stratagene) and the following primers to introduce the amplicon unidirectionally into the entry vector pENTR/TOPO. N-terminal construct: 5'-CACCATGAGtACAGGaACAGCTG-3', 5'-CTATAATGATGGAGGTGTCA CAGA-3'. C-terminal construct: 5'-CACCCAGAAGAGGCATCAGCAATAC-3', 5'-TAATGATGGAGGTGTCACAGAAG-3'. The entry vector constructs were recombined with N- and C-terminal 3xHA pCS2+ destination vectors to obtain final 3xHA tagged *Xbra3* constructs.

For the production of native *Xbra* protein, *Xbra* was PCR-amplified (5'-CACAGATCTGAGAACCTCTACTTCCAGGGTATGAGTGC GACCGAGAGCTGCGCC-3' including *BglII* and TEV site, 5'-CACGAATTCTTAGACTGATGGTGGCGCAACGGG-3' including *EcoRI* site) from plasmid pSP64T-*Xbra* ([Cunliffe and Smith, 1992](#)) and inserted into the baculovirus transfer vector pBac2-His via *BglII* and *EcoRI* sites.

## Rescue Experiment with Dexamethasone-Inducible GR

100 pg *Xbra-GR* RNA and 100 pg nuclear *lacZ* RNA (cell lineage tracer) were injected unilaterally into the lower marginal zone of blastomeres at the 4-cell stage. Early tailbud embryos (stage 20) were pre-incubated for 30 min in 35  $\mu$ M chx before treating them with 10  $\mu$ M dex and 35  $\mu$ M chx or both for about 3 hr (embryos reaching stage 22-23) and fixing them for *lacZ* staining and WMISH.

## Total RNA Extraction and cDNA Synthesis

RNA was extracted from *Xenopus* tissue using Trizol (Invitrogen) and subjected to two precipitations with ethanol and LiCl. 1-2  $\mu$ g of total RNA was reverse transcribed with M-MLV RT (Promega) and random hexamers to create cDNA for diagnostic PCR or qPCR.

## Diagnostic PCR

RedTaq polymerase (Sigma) was used for diagnostic PCR according to the manufacturer's instructions. PCRs were run on a G-Storm GS1 thermo cycler. The splicing-blocking MO (MO1) of *Xbra* and *Xbra3* were verified by diagnostic PCR and qPCR, respectively, using these primer sets ([Figures S2A and S2B](#)): *Xbra*, 5'-CGCAAAGAATGTGCAGTACC-3', 5'-TTGTCAGCTGCCACAAAATC-3'. *Xbra3*, 5'-TGCAAGTTGGAAGTGAGAAGG-3', 5'-GGAACCCATTCTCCATTGAC-3'. *odc1*, 5'-GCCATCGTGAAGACTCTCTCCC-3', 5'-TTTGGGTGATTCTTGCCAC-3'. The efficiency of disrupting correct splicing of *Xbra3* was quantified by qPCR taking the melting curves into account to discriminate wild-type from cryptic templates.

## qPCR

Expression levels (RT-qPCR) or DNA enrichment (ChIP-qPCR) were quantified in real-time relative to gene or locus-specific standard curves by the LightCycler LC480 II (Roche). The LC480 II carried out 55 cycles of amplification with the following denaturing, annealing and elongation conditions: 10 s at 94°C, 60°C and 72°C respectively. qPCR runs were performed with 2-3 technical replicates. Differential expression analysis by RT-qPCR was normalized to the amount of total RNA (equivalent to one *X. tropicalis* embryo) because its yield from embryos is more consistent ( $\pm$  10%, data not shown) over a wide range of developmental stages than the expression of house-keeping genes. p-values from a two-tailed Student's t test were corrected for multiple hypothesis testing using the Benjamini-Hochberg procedure and indicated as FDRs. See [Table S4](#) for primer sequences.

## WMISH Probes

cDNA clone of interest was linearized by an appropriate restriction digest overnight at 37°C. The linearized plasmid was purified using the QIAquick PCR purification kit (QIAGEN). After in vitro transcription according to the manufacturer's instruction (Roche) with

the appropriate RNA polymerase (SP6, T3 or T7) to create and anti-sense (AS) or sense (SE), the DNA template was removed by treating the reaction with TurboDNase (Ambion). The RNA probe was purified by spinning it through a resin column (Chroma Spin-100 DEPC-water column, Clontech). Eventually, a 10x stock of the RNA probe was made by diluting it with hybridization buffer to 10 ng/μl and stored at −20°C. This hybridization buffer consisted of 50% formamide, 5x SSC, 1x Denhardt's solution, 10mM EDTA, 1mg/ml Torula RNA, 100 μg/ml heparin, 0.1% Tween-20 and 0.1% (w/v) CHAPS.

The probes were generated as follows: *actc1* AS (0.4 kb) probe was transcribed using SP6 from EcoRI-linearized pSP21 (*actc1*) (Mohun et al., 1984). *aldh1a2* AS (1.6 kb) probe was transcribed using T7 from BamHI-linearized pCS2+ (*aldh1a2*) (Chen et al., 2001). *Xbra* AS (2.2 kb) probe was transcribed using T7 from BglII-linearized pSP73 (*Xbra*) (Smith et al., 1991). *cav1* AS (1.4 kb) probe was transcribed using T7 from BglII-linearized pExpress1 (*cav1*) (IMAGE: 7024946). *cyp26a1* AS (1.0 kb) probe was transcribed using T7 from BamHI-linearized pCR2.1-TOPO (*cyp26a1*) (this study, see below). *delta2* AS (2.9 kb) probe was transcribed using T3 from Sall-linearized pSP72 (*delta2*) (Jen et al., 1997). *eomes* AS (2.1 kb) probe was transcribed using T7 from BamHI-linearized pCR11-TOPO (*eomes*) (this study, see below). *esr5* AS (0.9 kb) probe was transcribed using T3 from Sall-linearized pBluescript KS- (*esr5*) (Sparrow et al., 1998). *fgf8* AS (0.8 kb) probe was transcribed using T3 from XbaI-linearized pBluescript (*fgf8*) (European *Xenopus* Resource Centre). *foxc1* AS (1.5 kb) probe was transcribed using T7 from EcoRI-linearized pExpress1 (*foxc1*) (IMAGE: 7977266). *gdf3* AS (1.5 kb) probe was transcribed using T7 from EcoRI-linearized pCS2+ (*gdf3*) (Sun et al., 1999). *hoxd8* AS (1.0 kb) probe was transcribed using T7 from HindIII-linearized pCR2.1-TOPO (*hoxd8*) (this study, see below). *LOC733709* AS (1.4 kb) probe was transcribed using T7 from BamHI-linearized pCS108 (*LOC733709*) (IMAGE: 7551946). *LOC733709* SE (1.4 kb) probe was transcribed using SP6 from NotI-linearized pCS108 (*LOC733709*) (IMAGE: 7551946). *mespa* AS (0.9 kb) probe was transcribed using T3 from XbaI-linearized pBluescript KS- (*mespa*) (Sparrow et al., 1998). *msgn1* AS (1.0 kb) probe was transcribed using T7 from EcoRI-linearized pCMV-Sport6.ccdB (*msgn1*) (IMAGE: 699331). *myf5* AS (1.2 kb) probe was transcribed using SP6 from BamHI-linearized pSP73 (*myf5*) (Hopwood et al., 1991). *myh1* AS (0.4 kb) probe was transcribed using SP6 from NcoI-linearized pGEM (*myh1*) (Vernon and Philpott, 2003). *myoD* AS (0.7 and 1.1 kb) probe was transcribed using T7 from XhoI- or PspOMI-linearized pBluescript (*myoD*) (Hopwood et al., 1989). *N-tubulin* AS (1.3 kb) probe was transcribed using T3 from NcoI-linearized pBluescript KS+ (*N-tubulin*) (Richter et al., 1988). *not* AS (1.1 kb) probe was transcribed using T7 from HindIII-linearized pCS2+ (*not*) (von Dassow et al., 1993). *pax3* AS (3.0 kb) probe was transcribed using T7 from SmaI-linearized pExpress1 (*pax3*) (IMAGE: 7981250). *sox3* AS (1.6 kb) probe was transcribed using T7 from SmaI-linearized pBluescript SK+ (*sox3*) (Zygar et al., 1998). *tal1* AS (1.3 kb) probe was transcribed using SP6 from XhoI-linearized pGEM-7Zf+ (*tal1*) (European *Xenopus* Resource Centre). *vegT* AS (1.2 kb) probe was transcribed using T7 from BamHI-linearized pCR2.1-TOPO (*vegT*) (this study, see below). *ventx2.1* AS (1.2 kb) probe was transcribed using T7 from EcoRI-linearized pBluescript SK- (*ventx2.1*) (Ladher et al., 1996). *wnt11* AS (2.2 kb) probe was transcribed using SP6 from XbaI-linearized pGEM-7Zf+ (*wnt11*) (Ku and Melton, 1993).

The DNA fragments for the *cyp26a1*, *hoxd8* and *vegT* WMISH probes were amplified from *X. tropicalis* cDNA mix from stage 11, 12 and 14 using Advantage 2 polymerase (Clontech) inserted into pCR2.1-TOPO by TOPO TA cloning and the following primer pairs:

#### ***cyp26a1*:**

forward, 5'-ATGCAAATCCCAGACACCAC-3'  
reverse, 5'-AAGCCTTCGAGGAAATGACC-3'

#### ***hoxd8*:**

forward, 5'-CCGGTCCAATATCCTGACTG-3'  
reverse, 5'-TCGAACCGTGGTTTACAATTC-3'

#### ***vegT*:**

forward, 5'-TTCAATGCATCGCTACAAGC-3'  
reverse, 5'-TGCGTTAGCACACACTTTCC-3'

The WMISH probe for *Eomes* was created from pCR11-TOPO including the PCR amplicon used for making the *Eomes*-GR construct.

#### **ChIP**

The following antibodies were used for ChIP: mouse monoclonal (8WG16) to RNAPII (Abcam, ab817; Covance, MMS-126R), rabbit polyclonal to H2A.z (Abcam, ab4174), *Eomes*, *VegT* and *Xbra* (Stennard et al., 1999), as well as mouse and rabbit IgG (Santa Cruz, sc-2025 and sc-2027, respectively).

Dejellied embryos were harvested at the developmental stage of interest and fixed at room temperature with fresh formaldehyde (molecular biology grade; Sigma F-8775) at a final concentration of 1% (v/v). The fixation time was determined empirically according to the species and the developmental stage of the embryo to achieve efficient chromatin shearing and ChIP enrichment. Early developmental stages were fixed over a longer time period than later stages: *X. tropicalis* gastrula (stage 11–12.5) for 20–25 min and early tailbud (stage 19–20) for 15 min. Next, the fixative solution was aspirated and the embryos were quickly washed 3–4 times with the corresponding ice-cold amphibian media (0.01x MMR for *X. tropicalis* embryos and 0.1x NAM for *X. laevis*). This inconspicuous washing step turned out to be crucial for the extraction of a relatively pure population of nuclei from crosslinked tissue. Immediate quenching of formaldehyde with glycine without any previous washing rendered the purification of nuclei an impossible task. Even though glycine is commonly considered not to have any crosslinking capacity due to its monovalent nature, the formaldehyde-glycine (Schiff-base) adduct might further react with N-terminal amino groups or arginine residues (Metz et al., 2004). Batches of 250

embryos were equilibrated in ice-cold HEG solution (50 mM HEPES-KOH pH 7.5, 1 mM EDTA pH 8.0, 20% glycerol). Once the embryos settled, excess HEG was removed. Embryo batches were snap-frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$  for future use. The following method for extracting crosslinked chromatin worked best with 2 ml of solutions E1, E2 and E3 (Lee et al., 2006) per 100–150 *X. tropicalis* or 50–75 *X. laevis* embryos. Before their immediate use, all solutions were supplemented with protease inhibitor tablets (complete EDTA-free, Roche) and 0.2 mM PMSF. In addition, buffer E1 was supplemented with 1 mM DTT. All biological samples and solutions were kept on ice. Centrifugations were carried out at 3,500 rpm for minimal 2 min in a refrigerated ( $4^{\circ}\text{C}$ ) centrifuge. Snap-frozen embryos were homogenized with E1 (50 mM HEPES-KOH pH 7.5, 140 mM NaCl, 1 mM EDTA pH 8.0, 10% glycerol, 0.5% Igepal CA-630, 0.25% Triton X-100). After centrifugation, the supernatant and any lipids attached to the wall were aspirated. The pellet was re-suspended in E1 and kept on ice for 10 min. After centrifugation, the supernatant was aspirated and the pellet re-suspended in E2 (Tris pH 8.0, 200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0). This step was repeated once before keeping the lysate on ice for 10 min. After centrifugation, the supernatant was aspirated and the pellet re-suspended in E3 (10 mM Tris pH 8.0, 200 mM NaCl, 1 mM EDTA pH 8.0, 0.5 mM EGTA pH 8.0, 0.1% (w/v) Na-deoxycholate, 0.5% (w/v) N-lauroylsarcosine). The anionic detergents deoxycholate and N-lauroylsarcosine in E3 facilitated the solubilisation of most remaining yolk platelets. Thus, an additional spin made it possible to obtain a fairly pure population of cross-linked nuclei (data not shown). The pellet of cross-linked nuclei was re-suspended in 100–400  $\mu\text{l}$  of buffer E3. At this stage of the protocol, several extractions were pooled to reach a final volume of 400–1,500  $\mu\text{l}$  of cross-linked nuclei isolated from approximately 1,500 embryos at the maximum. Chromatin was solubilised and sheared to fragments of 100–500 bp peaking around 200 bp (Figure S1A) in a conical polystyrene tube on ice water using a Misonix Sonicator 3000 Ultrasonic Liquid Processor equipped with a tapered 1/16" (1.6 mm) microtip (8–12 cycles of 30 s shock waves at 9–12 Watt interrupted by 1 min pauses). The sonicated nuclear extract was spun at 20,000 g speed for 10 min at  $4^{\circ}\text{C}$ . The supernatant was transferred to a low-retention 1.5 ml Eppendorf tube and kept at  $4^{\circ}\text{C}$  for use on the same or following day or snap-frozen in liquid nitrogen and stored at  $-80^{\circ}\text{C}$  for later usage. A sample equivalent to 10–20 embryos was used to check whether the shearing of chromatin was successful. The appropriate Dynabeads M-280 were blocked with PBS containing 0.1% (w/v) BSA and coupled to ChIP-grade antibody (or control IgG). For creating a ChIP-Seq library from Eomes, VegT and Xbra immunoprecipitated DNA, approximately 3,000 *X. tropicalis* embryos were harvested and fixed at gastrula stage 11–12.5. The following calculation was taken into account when performing this experiment. A late *Xenopus* gastrula consists of roughly 40,000 cells, of which about 10% express Eomes, VegT or Xbra. That means that about twelve million cells expressing Eomes, VegT or Xbra were used to create the ChIP-Seq library, which is at the lower margin of what most investigators currently use as starting material for a ChIP-Seq experiment when mapping site-specific TFs in cell lines (10–100 million cells per ChIP-Seq). Approximately 5–10  $\mu\text{g}$  of Eomes, VegT or Xbra antibody was coupled to 100–200  $\mu\text{l}$  of the appropriate Dynabeads M-280 for ChIP-Seq. The soluble nuclear extract was prepared for immunoprecipitation by adding 1/10 volume of 10% cold Triton X-100. A sample equivalent to 5% ChIP input was collected at this stage and stored at  $4^{\circ}\text{C}$  to be processed further once the ChIP sample was ready for the reversal of cross-links. The rest of the nuclear extract was combined with antibody-coupled beads and incubated overnight. The beads were washed extensively six (ChIP-qPCR) or ten (ChIP-Seq) times with pre-chilled RIPA buffer (50 mM HEPES-KOH pH 7.5, 500 mM LiCl, 1 mM EDTA, 1% Igepal CA-630, 0.7% (w/v) Na-deoxycholate, sterile filtered) and twice in pre-chilled TEN (10 mM Tris pH 8.0, 1 mM EDTA, 150 mM NaCl) for 5–10 min. If several tubes of the same ChIP were in use, the samples were pooled at this stage. Bound chromatin was eluted from the beads with elution buffer (50 mM Tris pH 8.0, 1 mM EDTA pH 8.0, 1% SDS) in a thermomixer ( $65^{\circ}\text{C}$ , 30 min, 1000 rpm). ChIP and input samples were supplemented with 1/20 volume of 5 M NaCl before incubating them for 6–15 hr at  $65^{\circ}\text{C}$  to reverse cross-links. One volume of TE pH 8.0 and 200  $\mu\text{g}/\text{ml}$  of CONCERT RNase A (Invitrogen) was added to the samples for a 1-h incubation at  $37^{\circ}\text{C}$ . The samples were further treated with 200  $\mu\text{g}/\text{ml}$  of proteinase K (Ambion) for 2–4 hr at  $55^{\circ}\text{C}$ . Eventually, the DNA fragments were purified by the use of the QIAquick PCR purification kit (QIAGEN) for qPCR or with phenol:chloroform:isoamylalcohol and precipitated in ethanol for sequencing. The air-dried DNA pellet was dissolved in 32  $\mu\text{l}$  of molecular-grade water. The amount of DNA was quantified using a Qubit fluorometer (Invitrogen) following the manufacturer's instructions. The yield of co-immunoprecipitated DNA was about 10 ng, which created robust libraries. The same amount of input DNA was used to create a library whose mapped reads were subtracted from the genome-wide ChIP profile to account for any shearing bias and other experimental artifacts.

### Preparation and Sequencing of ChIP-seq Library

The single-end library was generated based on the manufacturer's instructions (Illumina) with minor modifications. DNA fragments were end-repaired, ligated to adaptors at a final dilution of 1:480, size-selected to 200–300 bp by E-gel (Invitrogen) and PCR (18 cycles) amplified. The DNA Clean & Concentrator-5 kit (Zymo Research) was used to clean up reactions. DNA was eluted from the column at  $50^{\circ}\text{C}$ . Upon solid phase reversible immobilisation (SPRI) purification, the integrity of the library was checked on the Agilent 2100 Bioanalyzer using an Agilent DNA 1000 chip. ChIP-Seq libraries were sequenced for 40 cycles on the Illumina Genome Analyzer<sub>IIx</sub>.

### ChIP-seq Analysis

Gene co-ordinates (gene ID, scaffold, gene start and end, strand, gene description and symbol) were downloaded from the ensembl browser via BioMart as a tab-separated plain text file. The ensembl JGI4.1 gene table (scaffold, gene start, gene end, strand, description) was manually updated as follows: *esr5* (scaffold\_1051, 54853, 55447, 1, LOC100135364), LOC733709 (scaffold\_73, 993469,

995810, 1, LOC733709), *rippy2.1* (scaffold\_375, 3181, 5676, -1, CR760245), *rippy2.2* (scaffold\_76, 3643, 9247, 1, CU025073) and *tbx6* (scaffold\_1655, 34433, 36638, -1, MGC79458).

For metagene analysis of ChIP-Seq data, peak assignment was restricted to the nearest gene. The ensembl JGI4.1 exon and UTR table was manually updated as follows: *esr5* (exon start, 54853; exon end, 55447), *LOC733709* (exon start, 993469; exon end, 993562; 5' UTR start, 993469; 5' UTR end, 993498; exon start, 994385; exon end, 994565; exon start, 994745; exon end, 995520; 3' UTR start, 994969; 3' UTR end, 995520; exon start, 995531; exon end, 995810; 3' UTR start, 995531; 3' UTR end, 995810), *rippy2.1* (exon start, 3181; exon end, 3688; exon start, 4187; exon end, 4254; exon start, 4993; exon end, 5074; exon start, 5555; exon end, 5676), *rippy2.2* (exon start, 3643; exon end, 3795; exon start, 4739; exon end, 4802; exon start, 5477; exon end, 5594; exon start, 7696; exon end, 9247) and *tbx6* (exon start, 34433; exon end, 34683; exon start, 36471; exon end, 36638; 5' UTR start, 36589; 5' UTR end, 36638).

Peaks were divided into several groups depending on their localization relative to the nearest gene: > 5 kb (distal), 1-5 kb (intermediate) and 1 kb (proximal) upstream and downstream of the gene body as well as the gene body, untranslated regions and exons. Peaks within intronic regions were calculated by subtracting the number of peaks within exons from those within gene bodies. A histogram of distances was created by means of the functional language R with breaks of 200 bp ranging from 20 kb up- and downstream from gene bodies to 2 kb downstream and upstream from the TSS and TES, respectively. The frequency map of peaks was assembled in Excel and the x axis re-labeled in Adobe Illustrator. To quantify the degree and determine the identity of shared and non-shared target genes between two ChIP-Seq experiments, the lists of target genes were loaded into the same MySQL table. In MySQL database terminology, shared and non-shared target genes were found by the conventional joining and left joining of the table on itself, respectively. Left joining created a null entry for each gene not being detected in both ChIP-Seq experiments. Querying the table for subsequent null entries retrieves all genes that are unique to either ChIP-Seq experiment. Alternatively, the R 'merge' function was iteratively used to combine more than two ChIP-Seq experiments. Results were imported into excel and auto-filtered accordingly. To cluster and/or visualize genomic binding profiles centered on the transcription start site (TSS) of target genes, peaks p-value were binned to 400 bp intervals from the TSS to genomic regions 10 kb up- and downstream. Peaks beyond the distance of 10 kb were assigned to a single bin for visualization purposes only (see Figure S2F). For de novo motif discovery analysis summit co-ordinates obtained from the peak caller MACS were uploaded as a custom track into the UCSC genomic browser. Repeat-masked DNA sequences of 200 bp and 400 bp regions flanking the peak summit were retrieved from the UCSC table browser in FASTA format and imported into cisFinder (Sharov and Ko, 2009). 200 bp regions were screened for over-represented motifs under the following conditions. The FDR was set to 1%. Motifs were called when enriched at least 2-fold. Motifs were clustered according to similarity of their position-weight matrices (PWMs) with a match of at least 75%. Both strands were searched for motifs. The PWMs were improved based on the number of occurrences of motif clusters in the sequence file using the default settings. Frequency histograms were created in R from a list of co-ordinates representing the starts of each motif found within extended binding regions of 400 bp. These lists of co-ordinates were obtained by running the patternScan C script (Sharov and Ko, 2009). Command line tools were used to assemble motif parameters such as the PWM-matching score into a file of BED format. The score 1.5 to 5 was scaled to 1000 to display the corresponding motifs in shades of gray on the UCSC browser (Figure S1E). In addition, the co-ordinates were extended 5' and 3' by 40 bp to make the motifs discernible on the genome browser when stretched to several kilobases.

### Mann-Whitney U Test for Enriched Xbra Binding in Target Gene Subsets

A one-tailed and independent two-group Mann-Whitney U test was used as a non-parametric test to compare two out of five sets of DNA occupancies at a time within pre-defined genomic regions relative to TSSs (see Table S3). These bins of DNA occupancies (sum -log [peak p-value]) were created for subsets of target genes, which showed differential expression ( $\geq 1.5$ -fold, FDR < 10%) based on the transcriptome-wide analysis of Xbra/Xbra3 double morphants at stage 32. We asked whether set 1 shows higher DNA occupancy levels than set 2 (a null hypothesis that set 1 shows equal or lower DNA occupancies than set 2). This test was carried out with and without zero DNA occupancies at gastrula and early tailbud stage.

### Recombinant Xbra Protein Production and Purification under Native Conditions

The following protein production and purification was carried out by Generon (UK). The Xbra construct with a cleavable (TEV) N-terminal His<sub>10</sub>-tag was transfected into Sf9 cells along with linearized baculovirus DNA (OET-cathepsin deleted strain). The recombinant virus was amplified to a high titer stock in Sf9 cells. For protein production, one liter of Hi5 insect cells at  $2 \times 10^6$  cells/ml was infected with the recombinant virus. Cells were harvested 48 hr post-infection and resuspended in 50 mM sodium phosphate pH 8.0, 0.3 M NaCl, 1% Triton X-100, 10% glycerol and complete EDTA-free protease inhibitors (Roche). Imidazole was added to a final concentration of 5 mM. After 30 min on ice and two rounds of sonication at 20 s at 20% maximal power (Branson Sonifier), the homogenate was clarified by centrifugation at 17,000 rpm for 20 min at 4°C. Xbra-His<sub>10</sub> was first purified on a Ni<sup>2+</sup> column (Ni-NTA, QIAGEN) by mixing the supernatant with Ni<sup>2+</sup> resin for 2 hr at 4°C and washing Ni<sup>2+</sup> column with an imidazole gradient (10 to 50 mM) in the above buffer. Xbra-His<sub>10</sub> was eluted in 250 mM imidazole buffer, dialysed against phosphate buffered saline overnight and concentrated using ultrafiltration spin column Vivaspin 6 MWCO 5,000 (Sartorius). The protein concentrate was applied to a HiLoad 16/60 Superdex 200 PG column connected to the AKTApurify chromatography system (GE Healthcare) for further purification of Xbra-His<sub>10</sub> through gel filtration in 25 mM sodium phosphate pH 8.0 and 150 mM NaCl.

### Oligonucleotides for Surface Plasmon Resonance

Forward oligonucleotides 5'-modified with Biotin [Btn] and purified by HPLC were purchased from Sigma.

#### v1:

forward, 5'-[Btn]AAAAAAATTTACACACCTTA-3'  
reverse, 5'-TAAGGTGTGAAAT-3'

#### v1<sup>T2A</sup>:

forward, 5'-[Btn]AAAAAAATTTACACACCTTA-3'  
reverse, 5'-TAAGGTGTGTAAT-3'

#### v1<sup>C5G</sup>:

forward, 5'-[Btn]AAAAAAATTTACAGACCTTA-3'  
reverse, 5'-TAAGGTCTGAAAT-3'

#### v2:

forward, 5'-[Btn]AAAAAAATAATTAGCATATTA-3'  
reverse, 5'-TAATATGCTAATTAT-3'

#### v4:

forward, 5'-[Btn]AAAAAAATTTAGCATTATTATGTTATA-3'  
reverse, 5'-TATAACATAATAATGCTAAAT-3'

### Western Blotting

Embryonic tissue was homogenized and left on ice for 5 min in 5  $\mu$ l/embryo of phospho-safe extraction buffer (Novagen) supplemented with 0.2 mM PMSF and complete EDTA-free protease inhibitors (Roche). The homogenate was mixed with 5  $\mu$ l/embryo FREON to remove yolk before SDS-polyacrylamide gel electrophoresis and Western blotting. Primary antibodies: rabbit polyclonal anti-Xbra serum (Cunliffe and Smith, 1994) 1:2000, rabbit polyclonal anti-Xbra (Stennard et al., 1999) 1:4000, mouse monoclonal anti- $\alpha$ -tubulin (Sigma) 1:5000, mouse monoclonal anti- $\beta$ -actin, peroxidase (Sigma) 1:1000, anti-HA, peroxidase (3F10, Roche) 1:3000. Secondary antibody: goat anti-rabbit IgG (H+L) peroxidase (Uptima) 1:2000.

### Whole-Mount Immunohistochemistry

WMIHC was performed as described in Klymkowsky and Hanken (1991). Rabbit polyclonal Xbra anti-serum (Cunliffe and Smith, 1994) was used at 1:500 and peroxidase-conjugated anti-rabbit IgG at 1:700.

### TUNEL Assay

TUNEL was essentially performed as described in Trindade et al. (2003). To induce apoptosis in vivo, embryos were treated for 4 hr in 35  $\mu$ M cycloheximide at 23°C. As a positive control for the TUNEL assay fixed embryos were incubated in 0.1 U/ $\mu$ l Turbo DNase (Ambion) for 20 min at room temperature.

### SUPPLEMENTAL REFERENCES

- Barski, A., Cuddapah, S., Cui, K., Roh, T.Y., Schones, D.E., Wang, Z., Wei, G., Chepelev, I., and Zhao, K. (2007). High-resolution profiling of histone methylations in the human genome. *Cell* 129, 823–837.
- Chen, X., Weisberg, E., Fridmacher, V., Watanabe, M., Naco, G., and Whitman, M. (1997). Smad4 and FAST-1 in the assembly of activin-responsive factor. *Nature* 389, 85–89.
- Chen, Y., Pollet, N., Niehrs, C., and Pieler, T. (2001). Increased XRALDH2 activity has a posteriorizing effect on the central nervous system of *Xenopus* embryos. *Mech. Dev.* 101, 91–103.
- Cunliffe, V., and Smith, J.C. (1992). Ectopic mesoderm formation in *Xenopus* embryos caused by widespread expression of a Brachyury homologue. *Nature* 358, 427–430.
- Cunliffe, V., and Smith, J.C. (1994). Specification of mesodermal pattern in *Xenopus laevis* by interactions between Brachyury, noggin and Xwnt-8. *EMBO J.* 13, 349–359.
- Hopwood, N.D., Pluck, A., and Gurdon, J.B. (1989). MyoD expression in the forming somites is an early response to mesoderm induction in *Xenopus* embryos. *EMBO J.* 8, 3409–3417.
- Hopwood, N.D., Pluck, A., and Gurdon, J.B. (1991). *Xenopus* Myf-5 marks early muscle cells and can activate muscle genes ectopically in early embryos. *Development* 111, 551–560.
- Horb, M.E., and Thomsen, G.H. (1997). A vegetally localized T-box transcription factor in *Xenopus* eggs specifies mesoderm and endoderm and is essential for embryonic mesoderm formation. *Development* 124, 1689–1698.
- Klymkowsky, M.W., and Hanken, J. (1991). Whole-mount staining of *Xenopus* and other vertebrates. *Methods Cell Biol.* 36, 419–441.
- Ku, M., and Melton, D.A. (1993). Xwnt-11: a maternally expressed *Xenopus* wnt gene. *Development* 119, 1161–1173.
- Ladher, R., Mohun, T.J., Smith, J.C., and Snape, A.M. (1996). Xom: a *Xenopus* homeobox gene that mediates the early effects of BMP-4. *Development* 122, 2385–2394.
- Metz, B., Kersten, G.F., Hoogerhout, P., Brugghe, H.F., Timmermans, H.A., de Jong, A., Meiring, H., ten Hove, J., Hennink, W.E., Crommelin, D.J., and Jiskoot, W. (2004). Identification of formaldehyde-induced modifications in proteins: reactions with model peptides. *J. Biol. Chem.* 279, 6235–6243.

How the deposited data were processed for this re-analysis (not part of the article)

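Poly(A) RNA was measured by sequencing in 3 libraries of Xbra/Xbra3 KD embryos and 3 libraries of control embryos at stage 32, and in 1 library of uninjected embryos at stage 20. Each library was made from the RNA equivalent of 2 embryos. The KD embryos had received 20 ng of morpholinos and the control embryos 20 ng of a control morpholino. Conditions and replicate numbers were taken from the sample labels. The table has a header in which 6 empty fields precede the 7 names, so its names were assigned to the 7 columns of values in their order. This was checked against the copy of Table S2 used here, which holds part of the table, 1993 genes. The log2 fold changes of 1840 of them correlated with those computed in this order at r = 0.935, and at no more than r = 0.723 for any other of the 20 groupings of 6 columns. This checks which columns are KD and which control; the order of the replicates within a group is not checked by it and follows the header. Genes are not independent replicates.

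Per the paper's methods, the authors aligned read pairs with Bowtie to the Ensembl JGI4.1 transcriptome. They discarded pairs that aligned to transcripts of different genes and counted a pair on several transcripts of a gene once. The deposited counts are of reads on each transcript, without normalization. The values are whole numbers, of which 49.4% of those above 0 are odd. 3041 transcripts have no read in any library. The transcripts of a gene were summed; in genes with several transcripts, the one with the most reads held a median of 96.9% of the reads. 17841 genes had a read in the 6 stage 32 libraries. Of 766 genes named by a RefSeq protein identifier, 711 were given a symbol from a RefSeq annotation of a later assembly. Positions were not used here.

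The median number of reads was 103706250 in the KD libraries and 109712508 in the control libraries. With 3 libraries against 3, an exact permutation test of a single value cannot give p below 0.1, so single genes were tested in a model over all genes. The main analysis used edgeR 4.0.16 (R 4.3.3): genes with at least 10 reads in total over the 6 stage 32 libraries, TMM scaling, quasi-likelihood fit and test, Benjamini-Hochberg adjustment and an FDR threshold of 10%. Log2 fold changes used edgeR's default prior count. A fold against a group in which no library exceeds 3 reads is given as a lower bound, computed against 3 reads. Gene lists were tested with camera in limma 3.58.1 (preset correlation 0.01), with fry and an estimated correlation as alternatives, at an FDR of 5% over 9 lists: sarcomere, notochord, presomitic and somite, neural, heart, blood, cell cycle, p53 response and interferon response. The lists were written from general knowledge; a few aliases were corrected to the names in the table afterwards. The heart list shares 6 genes with the sarcomere list and 1 with the neural list, and the neural and presomitic lists share 2. Lists taken from Figures S4C and S2F were chosen by the study and are given as counts and medians only.

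The replicate numbers pair the libraries. The deviation of a KD library from its group mean correlated across genes with that of the same-numbered control library at r = 0.573, 0.586 and 0.316, against -0.510 to 0.00961 for different numbers. The main analysis has no term for the number, as the paper states none. A block for the number and a term for replicate 2 against replicates 1 and 3 were alternatives. The others were DESeq2's size factors, library size only, scaling to 4 reference genes, no filter, edgeR's filterByExpr, DESeq2 1.42.0, a test written after the published DESeq method, an FDR of 5%, a prior count of 2, and leaving out each of the 6 libraries; these were set before the data were examined. Chosen after seeing the data were the transcript with the most reads or the first-listed transcript in place of the sum, edgeR's legacy dispersions, gene lists without the genes the study picks out, distances over the most variable genes of the 6 stage 32 libraries, and a stage axis against the mean of these libraries.

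The text names the genes the paper names for its RNA-seq, *Xbra* and *Xbra3*, and the 5 largest falls and 5 largest rises among genes with an FDR below 10%, a symbol, a mean of at least 20 reads in the higher group and the same direction in all 3 same-numbered pairs. *eda2r*, *tp53inp1*, *mdm2*, *ccng1* and *socs3* were chosen after their values were seen. The methods were tested on simulated data with 200 changed genes. Without a replicate effect, edgeR called 189 of them, with 8.25% of its calls on unchanged genes. DESeq2 had 26.2% and the test after the DESeq method 14.6%. With a replicate effect, where only edgeR was run, it called 171 without a block and 182 with it. Each setting was simulated once, with dispersions taken from edgeR's trend alone. These rates therefore cannot rank the methods for the real libraries. The ChIP-seq and RT-qPCR samples and tests of overlap with Table S2, of which only part is in the copy used here, were left out. Versions for tables and figures were Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.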

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

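The tests of a delay and of a single library behind the rise of the p53 list, and the splits of the libraries for the lists, were chosen only after the result was seen; the p53 and interferon lists as a sign of a morpholino side effect were set before the data were examined.

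The paper does not discuss genes of the p53 response or the interferon response. Of 18 p53 response genes tested, 14 were higher in Xbra/Xbra3 KD embryos than in control embryos and 7 of these had an FDR below 10% (13 adjusted over the list alone), with a median log2 fold change of 0.55 (camera FDR 2.7e-05, fry 0.0123, estimated correlation 0.12). The median was 0.51, 0.46 and 0.49 in the 3 same-numbered pairs. Named after their values were seen, *eda2r* rose by a log2 fold change of 1.75 (FDR 0.00542 from edgeR's quasi-likelihood test), *tp53inp1* by 1.69 (FDR 0.00611), *mdm2* by 0.92 (FDR 0.00794, or 0.128 with its first-listed transcript) and *ccng1* by 1.06 (FDR 0.0244, or 0.115 without control replicate 3). Of 22 interferon response genes, 15 were higher, 4 of them with an FDR below 10% (6 adjusted over the list alone), with a median of 0.31 (camera FDR 0.0139, fry 0.0124, estimated correlation 0.12) and pair medians of 0.33, 0.49 and 0.09. *socs3*, also named after its value was seen, rose by 2.40 (FDR 0.00337).

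A delay of the KD embryos as the source of the p53 rise would place the list higher at stage 20. In the stage 20 library its median lay at -0.20 on the log2 scale from the stage 32 controls, with 7 of 18 genes higher. Across these 18 genes the KD change correlated with stage 20 minus control at r = -0.543. As the genes go both ways and the library has no replicate, a delay is not excluded. The p53 rise does not rest on 1 library, since its camera FDR was no higher than 0.000455 in the 6 fits that left out 1 library. The camera FDR of the interferon list was no higher than 0.0329 in these fits. A side effect of the morpholinos, which may raise p53 and interferon genes, stays open: both lists rose, the larger of the camera FDRs being 0.0139. A response to the loss of Xbra and Xbra3 themselves was not tested, because the libraries used here hold no second way of removing them. Of the 10 splits of the 6 libraries, 1 (the real one) gave so small a p53 list FDR, the others giving 0.00110 or more, and 2 (the real one and KD replicate 1 with control replicates 1 and 2, at 0.00371) so small an interferon list FDR. The count of 10 splits can give no share below 0.1 and so could not exclude grouping by chance whatever it showed; by this count alone it cannot be told apart from an effect of the KD.

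Among the 5 largest falls, *msgn1*, *Xbra3* and *mespb* are named by the paper and *eln2* and *matn3* are not. *eln2* had a log2 fold change of -7.24 (FDR 0.000625 from edgeR's quasi-likelihood test), at 47.1 ± 15.9 CPM in control and 0.303 ± 0.121 CPM in KD embryos (SD, n = 3 libraries), and stood at 41.8 CPM in the stage 20 library. Leaving out 1 library gave from -7.57 to -6.97. *matn3* had -5.82 (FDR 0.00216), at 1.60 ± 0.582 and 0.0256 ± 0.0300 CPM, with 0.0556 CPM at stage 20 and from -5.98 to -5.39 in 5 fits with 1 library left out; without KD replicate 1 only 0 and 2 reads remain in the KD. A delay towards stage 20 could lower *matn3* but not *eln2*, whose stage 20 level was 0.896 times the control mean. The loss of Xbra/Xbra3, which the design gives, and a side effect of the morpholinos remain open for both and were not tested gene by gene.

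Of the 5 largest rises, none is named by the paper, and each was near absent in the control libraries. *LOC100485344* had 33, 8 and 25 reads in the KD libraries and 0, 0 and 0 in the controls (at least 7.03-fold higher), *angpt4* 169, 5 and 55 against 2, 0 and 0 (at least 23.9-fold), *t2r45* 34, 48 and 50 against 3, 0 and 0 (at least 15.0-fold) and *cryaa* 68, 40 and 26 against 2, 1 and 1 (at least 15.2-fold). *LOC100491404* had 121, 92 and 170 against 0, 6 and 4 reads and a log2 fold change of 5.24 (FDR 0.00216 from edgeR's quasi-likelihood test). In the 6 fits that left out 1 library its log2 fold change ran from 4.59 to 5.83. The bound of *angpt4* rests most on KD replicate 1, at 1.65 CPM against 0.0629 and 0.501 CPM in KD replicates 2 and 3. *angpt4* is the least secure, with an FDR of 0.122 in the test after the DESeq method, 0.152 without control replicate 1 and 0.120 without control replicate 3. It was at 9.26 CPM in the stage 20 library, so a delay could raise it, whereas *LOC100485344* and *t2r45* had 0 reads there and *LOC100491404* and *cryaa* 2. Reads from paralogs were not tested. The 4 genes other than *angpt4* passed 10% in every alternative in which they were tested and in all 6 fits that left out 1 library.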

How the results depend on the processing

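No test of an explanation is given in this part, and the alternatives chosen after seeing the data are named as such. Over 50 results and 904 comparisons with an alternative, 796 kept the direction and the side of the threshold, or the size. Of 605 comparisons of 32 single genes, 0 reversed, 24 fell behind the threshold, 21 of them with 1 library left out, and 17 moved past it.

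With the replicate number as a block, 6468 genes passed (3213 lower, 3255 higher; 1517 and 1654 at 1.5-fold), and with a term for replicate 2, 4491 (2194 lower, 2297 higher). The test after the DESeq method gave 1434 (725 lower, 709 higher), an FDR of 5% 1269 (616 lower, 653 higher; 551 and 594 at 1.5-fold), and scaling to reference genes 731 lower genes. The stricter threshold lowers a count by construction; for the others the cause was not tested. Each fit without 1 library has fewer samples. These 6 fits gave 868 to 1961 genes, 435 to 1043 lower and 433 to 918 higher, and 425 to 848 lower and 423 to 819 higher at 1.5-fold, with the fewest without control replicate 3. Of the 2443 genes, 857 also passed without it, 1391 in the test after the DESeq method and 2442 with the block. The block changed the call of 5 single genes (*meox2*, *mef2d*, *tcap*, *adc* and *meis3*, all now past 10%) and no other, and of 0 gene lists.

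For the gene lists, the estimated correlation gave FDRs of 0.12 (neural), 0.420 (notochord), 0.369 (presomitic), 0.12 (p53) and 0.12 (interferon), all weaker. fry gave 0.165 (notochord) and 0.0944 (presomitic), weaker, and 0.0263 (heart), stronger. Without the genes the study picks out, chosen after seeing the data, the notochord list had 0.406 and the presomitic list turned upward (0.889). The genes taken out, *cav1* and *cav2* and the 9 presomitic genes, were all lower in the KD, so both lists weaken by construction. With 1 library left out the FDR ran from 0.00144 to 0.248 (notochord), 0.306 to 0.954 (blood) and 0.00490 to 0.954 (cell cycle). The blood list reversed without KD replicate 1 (0.431). The cell cycle list reversed without KD replicate 2 (0.196), KD replicate 3 (0.782) and control replicate 1 (0.312), so neither has a direction here. The cause was not tested.

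In the RT-qPCR panel, 42 genes passed with the block, 36 with the term for replicate 2 and 6 to 17 with 1 library left out, and its median ran from 0.0248 (without control replicate 2) to 0.25. The distance of same-numbered KD and control libraries, divided by that within groups, was 1.07, against 0.988 on the 500 most variable genes and 1.13 on DESeq2's variance-stabilised counts. The correlation with the stage axis fell to 0.00146 when stage 20 was set against the mean of all 6 libraries, chosen after seeing the data, an axis on which any effect of the KD lowers r by construction. The cause of the other moves was not tested. Depth limits *cav1*, *mespb* and the largest rises, which have few reads in 1 of the groups.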

Differences from the paper's values

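No test of an explanation is given in this part; alternatives chosen after seeing the values are named as such.

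The paper's count of genes with an FDR below 10% is 1568, and 2443 were found here. The count did not differ from the paper's by more than 1.5 times with scaling to reference genes (2014), no filter (2346), the test after the DESeq method (1434), an FDR of 5% (1269), and without KD replicate 1, 2 or 3 or control replicate 1 or 2 (1315, 1277, 1478, 1363 and 1961). With the first-listed transcript (2292) and with legacy dispersions (2321), both chosen after seeing the values, it did not differ either. It still differed with DESeq2's size factors, library size only, filterByExpr, DESeq2, the block, the term for replicate 2 and without control replicate 3. The paper's percentage is 9.4% of genes, against 14.4% here. Here and below a gap is called closed when the values differ by no more than 1.5 times, which can leave much of it. The same alternatives closed this gap (11.9%, 13.1%, 8.04% and 7.49%, then 7.82%, 7.58%, 8.78%, 8.09% and 11.7% with those libraries left out). DESeq2's size factors (14.1%) only just met this limit and barely moved the percentage. The first-listed transcript (14.0%) and legacy dispersions (13.7%), chosen after seeing the values, also met it with little change. The other alternatives set before the data were examined did not meet it. An FDR of 5% and the fits without 1 library differ from the paper in threshold or in libraries. The test after the DESeq method (8.04%) is the one written after the paper's tool. Of 1567 genes with an FDR below 10% in the copy of Table S2 used here, 116 have identifiers that the count table lacks.

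The paper's count of upregulated genes is 724, against 1261 here. The test after the DESeq method (709), an FDR of 5% (653) and leaving out KD replicate 1, 2 or 3 or control replicate 1 or 2 (691, 614, 704, 665 and 918) closed the gap, and the other alternatives set before the data were examined did not.

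In Table S2 the paper's fold for *meox2* is 2.56-fold lower, against 1.62-fold here; without KD replicate 3 it was 2.12-fold, and no other alternative set before the data were examined closed the gap. The paper's fold for *ocm.2* is 2.85-fold lower, against 4.70-fold here; without KD replicate 1 it was 3.65-fold and without control replicate 2 3.50-fold, and its first-listed transcript, an alternative chosen after seeing the values, gave a log2 fold change of -1.58 in place of -2.23 and also closed the gap; no other alternative set before the data were examined closed the gap.

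The legend of Figure S4 states that the libraries cluster by replicate (I and III against II) and not by condition. Here average linkage of the 6 stage 32 libraries on all genes with enough reads parted the KD from the control libraries, with a ratio of same-numbered to within-group distances of 1.07; on the 500 most variable genes of the 7 libraries, where the ratio was 0.988, it parted replicate 2 of both groups from the others, as the legend does. On the 500 most variable genes of the 6 stage 32 libraries, chosen after seeing the values, it parted KD from control again (ratio 1.05).

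Figure S4C lists *meox2*, *mef2d*, *tcap*, *adc* and *meis3* as misregulated, and here their FDRs from edgeR's quasi-likelihood test were 0.252, 0.154, 0.115, 0.132 and 0.136. The adjusted p of *meis3* in Table S2 is itself above 10%, so for this gene the difference is from the figure and not from that table. The block called all 5 (0.0867, 0.0267, 0.0326, 0.0315 and 0.00366). The term for replicate 2 called *mef2d* (0.0517), *tcap* (0.0799), *adc* (0.0761) and *meis3* (0.0154). DESeq2 called *mef2d* (0.0688), *tcap* (0.00402), *adc* (0.0213) and *meis3* (0.0963). *tcap* also passed without control replicate 1 (0.0787), *adc* without KD replicate 3 (0.0226), and *meis3* with library size only (0.0648) and reference genes (0.0571).

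The legend of Figure S2 states that the transcriptome lacked *myos* and adds that missing genes were filled in afterwards. The count table lists *myos*, with a log2 fold change of -1.18 (FDR 0.0437 from edgeR's quasi-likelihood test).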

Other observations

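The tests of delay as the whole cause, of a lower share of muscle RNA and of KD replicate 1, and the splits for the 1.5-fold count, the lists and the panel were chosen only after the result was seen.

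Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many genes with an FDR below 10%, and 1 as many that were also at least 1.5-fold changed; the other 9 gave 0 genes each, with 83 to 2382 genes at an unadjusted p below 0.05. The other 3 splits that part all 3 same-numbered pairs gave 0 genes with the block. For the lists, with the real split counted, 1 split gave an FDR as small for sarcomere genes, 1 for neural genes, 3 for notochord genes and 3 for presomitic genes, and 1 gave as many panel genes. No share can be below 0.1 with 10 splits, so grouping by chance cannot be told apart from an effect of the KD by this count. Other splits gave small camera FDRs, 1.0e-09 for neural genes in KD replicates 1 and 2 with control replicate 3 and 4.0e-17 for cell cycle genes in KD replicate 1 with control replicates 1 and 3. Such splits hold unequal numbers of KD libraries or divide the replicates, so part of the KD effect or of the difference between replicates enters them, in their spread as well as their contrast. The correlation estimated for the cell cycle list was 0.758, against the preset 0.01.

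The KD embryos may be delayed, in part. Across genes, which are not independent replicates, the log2 fold change of KD against control correlated with stage 20 minus control at r = 0.22 (rho 0.235), above the 0.102 to 0.154 of 100 simulated unchanged groups set against the same controls. The simulated groups lack the differences between real libraries, which deviated from their group mean along this axis at r from -0.421 to 0.495. Lying above the simulated range therefore does not by itself show a delay. Within the pairs, against an axis from the other controls, r was 0.187, 0.175 and 0.0847. Against the mean of all 6 libraries, an axis chosen after seeing the data, r was 0.00146. This axis contains the KD libraries, so any effect of the KD lowers its r, and simulated groups without an effect set no range for it. A delay as the whole cause is argued against by the 32.7% of genes with an FDR below 10% that moved away from stage 20. The sarcomere list had a median of -0.54 for stage 20 minus control (23 of 65 genes higher). The neural list had 0.30 (48 of 74 higher). Both have the sign of the KD change, as has the heart median (0.14), so a delay stays open for part of them. Across the genes of each list r was -0.211 (sarcomere) and 0.450 (neural). Of the falls that the paper names, *Xbra3*, *cav1*, *myh2* and *cav2* stood at 2.99, 2.34, 2.03 and 1.73 times the control mean at stage 20. A delay would raise these genes. *tnnc1* stood at 0.629 times, so a delay could lower it. The medians of the other lists, presomitic (1.50) and notochord (0.80) among them, had the opposite sign to their KD medians.

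On the 500 most variable genes of the 7 libraries replicate 2 of both groups lay apart from replicates 1 and 3, and a difference in stage at collection is a candidate explanation. The deviation of replicate 2 from its group mean correlated across genes with the stage axis at r = -0.421 in the KD and -0.412 in the control libraries, and that of replicate 1 at 0.495 and 0.412, against -0.0355 to 0.0315 in simulations; replicate 3 gave -0.0836 and 0.0690. Negative values point away from stage 20. Other differences between clutches, which the labels do not give, were not tested.

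*msgn1*, *mespa* and *mespb* had more reads in KD replicate 1 than in KD replicates 2 and 3. *msgn1* (54, 4 and 2 reads; log2 fold change -5.62, FDR 0.00687 from edgeR's quasi-likelihood test) fell by 8.25 on the log2 scale without KD replicate 1. Reads from the control libraries are argued against by 4 genes abundant in the controls, whose levels in KD replicate 1 allow a share of 0.259 to 2.43% at most, where the excess of each of the 3 genes needs at least 2.49% (95% limits on their reads). Excesses themselves overlap: 22 other genes that fell at least 8-fold had a median excess of -2.56% of the control level, with a range of -14.6 to 11.0%, where the 3 genes had 4.84 to 17.8%; 2 of the other genes lay above *msgn1* and *mespb*. An earlier stage of replicate 1 may explain it: 13 genes at 20 CPM or more at stage 20 and, in the mean of the controls and KD replicates 2 and 3, at no more than 5% of that level had a median excess of 1.12% of the stage 20 level in control replicate 1, with 12 of them higher there. In KD replicate 1 their excess was 4.30% (0.692 to 11.4%), which both an earlier stage and reads from the stage 20 library would raise. The excess of *mespa* was 2.47% of its stage 20 level (at least 1.95% at 95% limits on its reads). Reads from the stage 20 library as the whole cause are argued against for *mespa*, because the levels of *eln2*, *Xbra3* and *emilin3*, abundant at stage 20, allow a share of at most 1.36%, 1.44% and 1.67%. These have the lowest limits of 6119 genes abundant at stage 20. The 95% limits, here and for the control libraries, cover the error of counting reads only. For *msgn1* and *mespb*, with 0.723% and 0.421%, reads from the stage 20 library cannot be told apart from an earlier stage.

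The rise of neural genes could follow from a lower share of muscle RNA, which would raise every other tissue alike. The neural median exceeded that of blood and cell cycle genes by at least 0.24 on the log2 scale in each of the 3 pairs, which argues against it as the whole cause. Against heart genes the difference was 0.12, 0.37 and -0.02, so the neural list did not rise more than the heart list in every pair. Of 19 heart genes 15 were higher (median 0.37, 1 significantly lower and 2 significantly higher, 4 adjusted over the list alone, camera FDR 0.134). Blood genes had a median of 0.02 (18 genes, 1 significantly lower and 2 significantly higher, 8 adjusted over the list alone, camera FDR 0.717) and cell cycle genes -0.03 (34 genes, 1 significantly higher, 1 adjusted over the list alone, camera FDR 0.799).

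RNA-seq folds lay above RT-qPCR folds read by eye from Fig. S2F, by a mean of 29.9% (SD 25.5%) over 67 genes, 60 of them higher in the RNA-seq. Under 3 other scalings the panel's median moved by at most 0.0693 on the log2 scale, but none of them moved all genes by enough to reach this offset, and the RT-qPCR was normalized to total RNA, a scale that read counts do not hold. Scaling of the RNA-seq libraries therefore cannot be told apart from other sources. No biological explanation was tested.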
